# Microbiota-derived butyrate alleviates asthma via inhibiting Tfh13-mediated IgE production

**DOI:** 10.1038/s41392-025-02263-2

**Published:** 2025-06-06

**Authors:** Baichao Yu, Chong Pei, Wenjun Peng, Yongkun Zheng, Ying Fu, Xueqi Wang, Wenjun Wang, Zhiqiang Wang, Yong Chen, Qi Wang, Kameina Zhuma, Yiyuan Gao, Yun Xing, Mengxia Jiao, Ronghua Liu, Feifei Luo, Dan Zhang, Jingbo Qie, Hui Yang, Meiling Jin, Luman Wang, Yiwei Chu

**Keywords:** Lymphocytes, Respiratory tract diseases

## Abstract

Gut microbiota-derived short-chain fatty acids (SCFAs) impact asthma outcomes, highlighting the importance of understanding the disease mechanisms through the gut–lung axis. In this study, we identified that among SCFAs, butyrate uniquely alleviates asthma through specifically inhibiting a newly identified pathogenic T follicular helper (Tfh) cell subset, Tfh13 cells. Tfh13 cell depletion (*Il13*^*Cre/+*^*Bcl6*^*fl/fl*^) or adoptive transfer of Tfh13 cells in an OVA-induced asthma model conclusively demonstrated their indispensable role in driving anaphylactic IgE production and asthma pathogenesis. Mechanistically, the inhibitory function of butyrate on Tfh13 cells is mediated by the interaction between butyrate and G-protein coupled receptor 43 (GPR43), leading to the suppression of p38 MAPK/NF-κB signaling in Tfh13 cells. To address the clinically observed deficiency of butyrate in patients with asthma and recapitulated in murine models, we developed a novel therapeutic strategy using a butyrate-yielding diet enriched with butylated high amylose maize starch (HAMSB). Remarkably, supplementation with HAMSB diet in murine and humanized asthma models significantly reduced Tfh13 cell frequencies and anaphylactic IgE levels, leading to significantly improved disease outcomes. Our findings not only unveil a novel mechanism underlying butyrate-mediated asthma alleviation, termed the butyrate–Tfh13–IgE axis, but also propose a clinically translatable dietary intervention strategy targeting microbial metabolites for stopping asthma.

## Introduction

As the most extensive microbial community in the human body, the gut microbiota establishes a highly complex and functionally diverse ecosystem within the gastrointestinal tract.^1^ Given its profound influence on host physiology, metabolism, immune function, and nutritional status, the gut microbiota is often regarded as a “metabolic organ“.^2^ The functional interactions between the host and gut microbiota play a pivotal role in maintaining health and contributing to disease pathogenesis. Notably, emerging evidence suggests that gut microbiota influences the homeostasis of distal organs through microbial metabolites.^3–6^ Among these metabolites, short-chain fatty acids (SCFAs) are the best characterized. SCFAs are formed as end-products of dietary fiber fermentation by the gut microbiota, comprising mainly acetate, propionate, and butyrate.^7^ SCFAs have exhibited immunomodulatory effects on multiple intestinal and peripheral immune cells, such as T^8–10^ and B lymphocytes,^11,12^ as well as monocytes.^13^ However, the precise mechanisms by which SCFAs trigger immune cells and their influence on disease outcomes remain not fully understood, representing a critical gap in our understanding of microbiome-host interactions.

Asthma is one of the most prevalent chronic diseases globally, affecting more than 300 million individuals and imposing an ever-increasing substantial burden on healthcare systems worldwide. Allergic asthma is the most common clinical phenotype of asthma, characterized by dysregulated type 2 immune responses and accounting for approximately half to two-thirds of the patients with asthma.^14,15^ Despite the therapeutic efficacy of conventional corticosteroid regimens in symptom management and the emergence of promising monoclonal antibodies targeting type 2 inflammatory mediators, the clinical implementation of these interventions remains constrained. For example, clinical practice shows corticosteroids can cause significant side effects, while biological agents face prohibitive cost barriers, limiting their accessibility and widespread adoption.^16,17^ These persistent therapeutic challenges highlight the urgent need for developing novel, cost-effective, safe, and clinically effective treatment strategies for allergic asthma. Notably, emerging evidence suggests a strong link between decreased levels of SCFAs and elevated allergic asthma prevalence.^18,19^ This growing body of research highlights the exciting prospect that the research focusing on gut microbiota-derived SCFAs may provide novel insights to improve therapeutic effects on allergic asthma. However, the potential immunological mechanisms mediating the relationship between SCFAs and allergic asthma have not been fully elucidated.

Immunoglobulin (Ig)E plays a pivotal role in the pathogenesis of allergic asthma, contributing to the initiation and maintenance of airway inflammation and other asthma-related symptoms.^20^ Traditionally, T helper (Th) 2 cells have been considered the primary drivers of IgE class switching, as demonstrated by studies showing the depletion of interleukin (IL)-4 or GATA Binding Protein (GATA) 3 in Th2 cells compromises type 2 immunity.^21–23^ However, accumulating evidence has challenged the traditional paradigm, convincingly suggesting that the production of IgE is more reliant on follicular T helper (Tfh) cells rather than on Th2 cells.^24–27^ Although Tfh cell-derived IL-4 is crucial for IgE production in both helminth infections and allergic diseases,^27,28^ the IgE generated in allergic diseases exhibits distinct high affinity and exceptionally high anaphylactic capability.^29,30^ This critical functional distinction strongly implies that the precise regulation of IgE production in allergic conditions requires additional Tfh-derived regulatory signaling components beyond IL-4 alone. Notably, Tfh13 cells, a newly identified and functionally specialized Tfh cell subset, have been implicated as a key cell type regulating high-affinity and anaphylactic IgE responses in allergic diseases, including allergic asthma, due to the production of IL-13.^24,31^ Therefore, exploring whether Tfh cells, particularly the Tfh13 cells, mediate the relationships between SCFAs and allergic asthma would be of great significance for elucidating the underlying mechanism and developing new strategies for the prevention and treatment of allergic asthma.

In this study, we discovered that among all SCFAs, butyrate specifically exhibits the strongest association with asthma outcomes. Both patients with asthma and murine asthma models exhibited reduced levels of butyrate and decreased abundance of butyrate-producing bacteria. Notably, among the tested SCFAs, butyrate supplementation demonstrated unique therapeutic efficacy, significantly attenuating asthma symptoms in mice, whereas acetate and propionate showed no comparable effects. Immune profiling conclusively revealed that butyrate selectively inhibits the Tfh13 cell subset. The depletion of Tfh13 cells (*Il13*^*Cre/+*^*Bcl6*^*fl/fl*^) in an OVA-induced asthma model resulted in a significant decrease in IgE^+^ germinal center (GC) B cells and plasma cells, leading to reduced anaphylactic IgE levels. Furthermore, the adoptive transfer of Tfh13 cells further demonstrated their pathogenic role in allergic asthma. Mechanistically, we demonstrated that butyrate engages G-protein coupled receptor 43 (GPR43) to inactivate p38 MAPK/NF-κB signaling, thereby inhibiting Tfh13-mediated IgE production. Based on these findings, we proposed and developed a novel therapeutic strategy using a butyrate-yielding diet enriched with butylated high amylose maize starch (HAMSB). Remarkably, supplementation with the HAMSB diet in murine and humanized asthma models significantly blocked Tfh13 cells and downstream IgE production, eventually efficiently alleviating asthma. Our novel finding highlights the potential of butyrate as a regulator of Tfh13-mediated IgE production, shedding light on its therapeutic implications for allergic asthma.

## Results

### Butyrate plays a key role in mitigating asthma severity

Using gas chromatography-mass spectrometry (GC/MS), we analyzed seven SCFA levels in stool and plasma from patients with asthma/healthy donors, as well as cecal contents, serum and bronchoalveolar lavage fluid (BALF) from OVA-induced murine asthmatic mice/PBS controls (Fig. 1a). In human, butyrate levels were significantly reduced in stool and plasma from patients with asthma, with no inter-group differences observed for other SCFAs (Fig. 1b, c and Supplementary Fig. 1a). We further revealed significantly low abundances of two major butyrate-producing bacteria, *Roseburia spp*., and *Faecalibacterium prausnitzii*, in stool samples from patients with asthma (Fig. 1d). Complementing these human data, cecal, serum and BALF butyrate levels were significantly lower in asthmatic vs control mice while other SCFAs did not differ except propionate in BALF (Figs. 1e, f and Supplementary Fig. 1b, c). Divergent community structures were identified between asthmatic and control mice using 16S rRNA profiling (Fig. 1g), with key butyrate-producing bacteria *Prevotellaceae*, *Clostridiaceae*, and *Lachnospiraceae* significantly depleted in the asthma group (Fig. 1h). Collectively, these results showed decreased butyrate levels along with a reduced abundance of butyrate-producing bacteria in asthma samples.

**Fig. 1:**
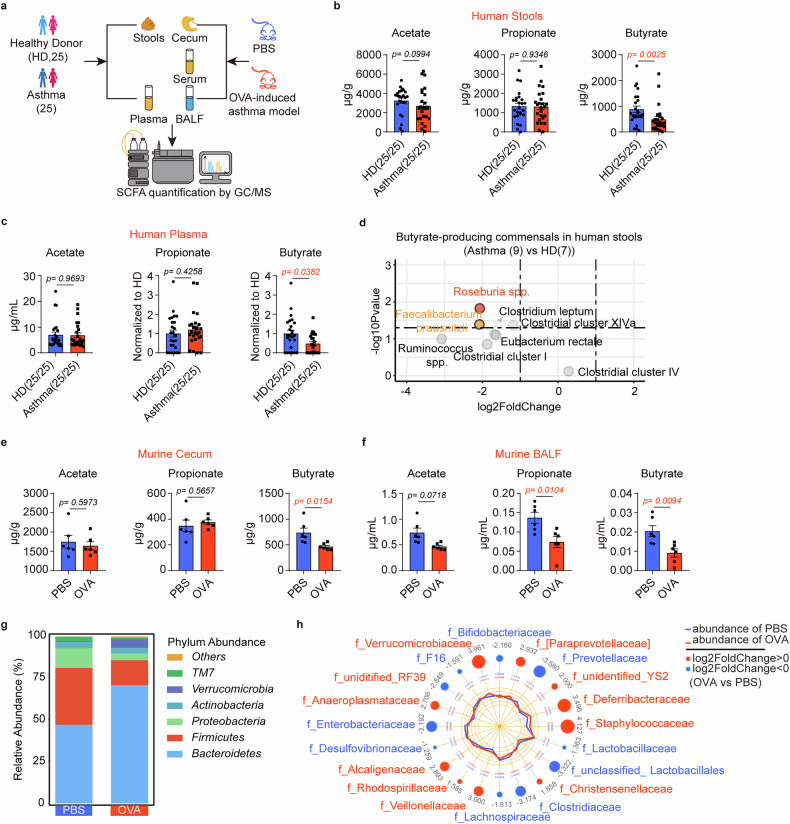
Decreased butyrate levels in patients with asthma and murine models. **a** Experimental scheme for SCFA levels detected by gas chromatography with mass spectrometry (GC/MS) in human and murine samples. **b** Stool acetate, propionate, and butyrate levels in healthy donors (HD, *n* = 25) and patients with asthma (*n* = 25). **c** Plasma acetate, propionate, and butyrate levels in healthy donors (*n* = 25) and patients with asthma (*n* = 25). **d** qPCR for main butyrate-producing bacteria detection in stools of HD (*n* = 7) and patients with asthma (*n* = 9). **e** Cecal acetate, propionate, and butyrate levels in the PBS group and OVA-induced asthma model. (*n* = 6/group) **f** BALF acetate, propionate, and butyrate levels in the PBS group and OVA-induced asthma model. (*n* = 6/group) **g** The taxonomic composition bar plots show the abundance of bacterial communities at the phylum level in the PBS group and the OVA-induced asthma model. (cumulative *n* = 6/group). **h** The radar charts show differences in bacterial taxa at the family level between the PBS group and the OVA-induced asthma model. (cumulative *n* = 6/group). Each symbol represents one mouse. Data combined for at least two independent experiments (**b**, **c**) or were representative of three independent experiments (**e**, **f**). Data represent mean ± SEM analyzed by unpaired *t*-test/nonparametric test (**b**, **c**, **e**, and **f**)

To determine whether butyrate could mitigate asthma severity compared to other major SCFAs, mice were supplemented with acetate, propionate or butyrate in drinking water starting two weeks prior to disease induction^12^ (Supplementary Fig. 2a). We observed that only butyrate supplementation significantly alleviated asthma severity, characterized by reduced cell counts (total cells and eosinophils) and type 2 cytokines (IL-4, IL-13, and IL-5) in BALF, as well as total and OVA-specific IgG1/IgE levels in serum (Supplementary Fig. 2b–g). Histological analysis also revealed that butyrate supplementation reduced inflammatory cell infiltration and mucus secretion in the airways (Supplementary Fig. 2h, i). In contrast, acetate and propionate supplementation showed no significant effect (Supplementary Fig. 2b–i), indicating the unique and critical role of butyrate in alleviating asthma severity.

To further validate the functional importance of endogenous butyrate, we selectively depleted gram-positive butyrate-producing bacteria using vancomycin, which primarily targets gram-positive anaerobes.^32,33^ Mice received vancomycin in drinking water starting two weeks before OVA induction, with butyrate supplementation via oral gavage beginning one week prior to induction (Supplementary Fig. 4a). To confirm the depletion efficiency, fecal and cecal contents were collected 1 week after vancomycin treatment for 16S rRNA analysis and butyrate detection, respectively (Supplementary Fig. 3a). The findings revealed altered microbiota composition, community structure, species diversity and depleted two major butyrate-producing bacteria, *Ruminococcaceae* and *Lachnospiraceae*, in vancomycin-treated mice compared to those in control mice (Supplementary Fig. 3b–g). Notably, while vancomycin reduced acetate, propionate, and butyrate levels, the butyrate decrease was markedly more pronounced (Supplementary Fig. 3h), providing further evidence of efficient butyrate depletion. As expected, vancomycin-induced butyrate depletion significantly exacerbated asthma pathology, manifesting as increased total cell/eosinophil counts, elevated type 2 cytokines in BALF, heightened OVA-specific IgE levels, and aggravated airway inflammation (Supplementary Fig. 4b–e, g and h–i). While the total IgE/IgG1 and OVA-specific IgG1 levels remained comparable (Supplementary Fig. 4f, g), exogenous butyrate supplementation partially reversed these effects (Supplementary Fig. 4b–i). Notably, type 2 cytokine levels and inflammatory infiltration did not fully recover to those in butyrate-treated asthmatic mice without vancomycin (Supplementary Fig. 4e, i), suggesting that complete rescue may require both exogenous butyrate and an intact microbiota. Collectively, these data highlight the critical role of butyrate in modulating asthma severity by manipulating the gut–lung axis.

### Butyrate constrains IgE production through inhibiting Tfh13 cells

Given the pivotal role of IgE in driving allergic asthma, we sought to elucidate how butyrate inhibits IgE production, as serum from butyrate-supplemented mice failed to elicit anaphylaxis (Supplementary Fig. 5a). We induced IgE production in vitro and assessed whether butyrate directly regulates IgE production (Supplementary Fig. 5b). Surprisingly, the presence of butyrate did not decrease the proportion of IgE^+^ B cells and IgE levels in the supernatant (Supplementary Fig. 5c), indicating that butyrate indirectly regulates IgE production.

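Cells of the mediastinal lymph nodes of mice with ovalbumin-induced asthma were sequenced as 2 droplet libraries, 1 without and 1 with butyrate, each made from the pooled cells of 4 mice. The mice received 50 µg ovalbumin on days 0 and 7 and were challenged from day 14 to day 16. The authors deposited, for each library, the raw count of unique molecular identifiers (UMIs) per gene and cell from Cell Ranger, without normalization. The library without butyrate holds 9681 cells and 59176459 UMIs, with a median of 5140 UMIs per cell. The library with butyrate holds 8932 cells and 58381292 UMIs, with a median of 5651 UMIs per cell. The deposited counts still include cells past the filters that the paper names, so these filters were applied: cells with more than 10% mitochondrial UMIs or fewer than 200 genes were removed, 186 without and 327 with butyrate. Doublets were then taken as the cells with the highest Scrublet scores, at 0.8% per 1000 cells of a library, which removed 739 and 627 further cells. There remained 8756 cells without and 7978 cells with butyrate. Both libraries were clustered together in Seurat without integration, and CD4+ T cells and B-lineage cells were clustered again. The genes of Fig. 2g, the butyrate receptors and the heavy chain constant genes were kept out of the variable genes, and other genes reported below were not. Clusters were named from marker genes set in advance, so the names are rebuilt and need not match those of the study cell by cell. With 1 library per condition there is no replicate of either condition and no test can be made. The 95% intervals given with shares (exact binomial, Clopper-Pearson), with sums of UMIs (exact Poisson) and with ratios cover counting error only, not differences between mice. Those of sums of UMIs and of their ratios also leave out the spread between cells.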

To investigate the mechanisms by which butyrate modulates IgE production in allergic asthma, we performed single-cell RNA sequencing (scRNA-seq) on mediastinal lymph nodes (MedLNs) isolated from asthmatic mice with or without butyrate supplementation (Fig. 2a). Initial clustering of total cells identified nine distinct subsets encompassing major B and T cell populations (Supplementary Fig. 6a–c). 

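Among all cells, B cell-like clusters made up 47.0% of the library without and 48.8% of the library with butyrate. CD8+ T cell-like clusters made up 22.2% and 22.9%. The cycling cluster held 1.75% of cells without and 1.04% with butyrate, and the γδ T cell-like, myeloid-like, NK cell-like, dendritic cell-like and plasma cell-like clusters each held a small part of the cells of either library. Cluster 14, whose Cd4 and Cd8a detection met the rule for CD4+CD8+ T cells, held 96 cells, of which 9 had UMIs of both Cd4 and a Cd8 gene, 15 of Cd4 alone, 57 of a Cd8 gene alone and 15 of neither. It is therefore given by its number, with 41 cells without and 55 cells with butyrate.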

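CD4+ T cell-like clusters held 2257 of 8756 cells without butyrate, a share of 25.8% (95% interval 24.9 to 26.7). They held 1888 of 7978 cells with butyrate, a share of 23.7% (22.7 to 24.6). The log2 ratio of the shares, with over without butyrate, was −0.12 (−0.21 to −0.03). With all CD4+ and CD8+ T cells as the denominator it was −0.08, and with CD4+ T cells defined by UMIs of single marker genes it was −0.09. The number of sequenced cells does not give the number of cells per lymph node.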

Notably, the proportion and counts of CD4^+^ T cells were reduced with butyrate supplementation (Supplementary Fig. 6c, d). Given this CD4^+^ T cell reduction and their essential role in IgE production, we performed focused reclustering of CD4^+^ subsets, identifying six distinct populations (Fig. 2b, c). Butyrate supplementation reduced the number of Tfh and proliferating cells, while those of regulatory T, memory T, and anergic T cells increased (Fig. 2d). 

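CD4+ T cells, with the CD4+ cells of the cycling cluster, numbered 2290 without and 1915 with butyrate. Tfh-like cells were 55 of these without butyrate, a share of 2.40% (95% interval 1.81 to 3.11), and 40 with butyrate, a share of 2.09% (1.50 to 2.83). The log2 ratio was −0.20, with a counting interval from −0.83 to 0.41, so that a difference in the share of Tfh-like cells was not detectable at this number of cells. When Tfh cells were instead defined by UMIs of Cxcr5 and Pdcd1 in single CD4+ T cells, the ratio changed sign, to 0.15. It stayed below 0 in the other 10 of the 11 alternatives set before the data were examined, down to −0.46. Proliferating cells were 31 without and 26 with butyrate, shares of 1.35% and 1.36%. Treg-like cells were 10.2% without and 11.7% with butyrate, a log2 ratio of 0.20 whose counting interval, from −0.07 to 0.47, spans 0. Anergic T cell-like cells were 32 and 31, with a log2 ratio of 0.21 (−0.55 to 0.97) that became negative with another clustering seed, at −0.20. Memory T cell-like cells were 6.33% without and 5.95% with butyrate, a log2 ratio of −0.09 (−0.46 to 0.27), and this sign too changed with the clustering. Naive CD4+ T cell-like cells were 65.4% and 71.7%, a log2 ratio of 0.13 (0.03 to 0.24). Over the 10 alternatives set before the data were examined it ranged from 0.0091, with RPCA integration, to 0.28. It also shrank without interferon-response and unnamed cells in the denominator, an alternative chosen after the data were seen. These shares depend on the cells led by interferon-response genes, which are part of the denominator.

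**Figure D1:**
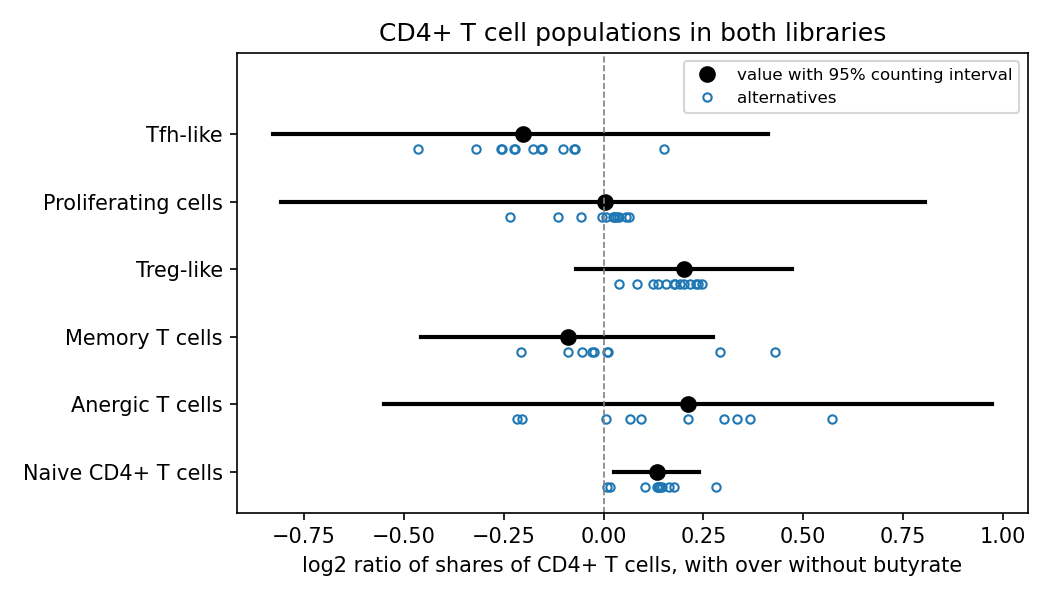
Log2 ratio of the share of each population among CD4+ T cells, with over without butyrate (horizontal axis). Black points are the values and black lines their 95% counting intervals, and open blue points are the values under the processing alternatives. The interval of naive CD4+ T cells lies above 0, at 0.03 to 0.24, but their ratio fell to 0.0091 with RPCA integration. The interval of Tfh-like cells spans 0.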

Flow cytometric validation confirmed a significant reduction in the proportion and numbers of Tfh cells within the CD4^+^ T cell subsets, while no significant differences were observed in other CD4^+^ T cell subsets or Tfh viability (Fig. 2e and Supplementary Fig. 6e–i). Further analysis of cell communication showed weaker Tfh-GC B and Tfh-plasma cell interactions (Supplementary Fig. 6j, k and Fig. 2f), indicating that butyrate may constrain IgE production by inhibiting Tfh cells. 

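A list of 30 ligand-receptor pairs between T and B cells, fixed in advance, was read from the counts in place of CellChat, whose database was not used here. A pair was counted as detected where at least 10% of Tfh-like cells had a UMI of the first gene and at least 10% of the receiving cells had one of the second. The place of germinal center (GC) B cells was taken by B-lineage cluster 7, whose 10 leading genes hold 3 cell-cycle markers and 1 GC marker, with 96 cells without and 46 with butyrate. Between Tfh-like cells and cluster 7, 18 pairs were detected without and 19 with butyrate. After thinning each cell to 2000 UMIs these numbers were 11 and 7, and with detection in 25% of cells they were 17 and 17. For the 17 pairs detected in both libraries, the product of the mean counts per 10000 of both genes was lower with butyrate in 11 and higher in 6. The median log2 ratio of the products was −0.10, between −0.98 for Tgfb1 with Tgfbr2 and 1.83 for Il4 with Il4ra. In the latter, 1 Tfh-like cell gave 68.2% of the mean Il4 count with butyrate, and without this cell, an alternative chosen after the data were seen, the ratio was 0.22 and the median over the pairs −0.16. Tfh-like and plasma-like cells shared 11 detected pairs without butyrate. The 8 plasma-like cells with butyrate were too few to count pairs. The paper reports weaker interactions of Tfh cells with its GC B and plasma cells, next to fewer Tfh cells by flow cytometry. From these it proposes that butyrate may limit IgE production through Tfh cells. Its further evidence comes from cell transfer, coculture and mice that lack Tfh13 cells, which the pair counts do not test.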

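In each library, UMIs of Bcl6, Gata3, Batf, Il4, Il13 and Il21 in Tfh-like cells (55 without and 40 with butyrate) were set against the other CD4+ T cells (2235 and 1875). The median depth was 6768 and 7799 UMIs per Tfh-like cell and 4929 and 5649 per other CD4+ T cell. As log2 ratios of CPM (UMIs of a gene scaled to the same total of UMIs), Tfh-like over other CD4+ T cells, Bcl6 stood at 3.96 without and 3.59 with butyrate, Il21 at 5.53 and 6.10, Batf at 1.76 and 2.33, and Gata3 at 1.05 and 2.33. The ratio of Il4 was 6.00 without and 11.07 with butyrate, where 1 cell held 92.3% of the Il4 UMIs of Tfh-like cells, 45.0% of their Gata3 UMIs and 42.9% of their Il21 UMIs. Thinned to 2000 UMIs per cell, the ratio of Gata3 was 0.88 without and 1.30 with butyrate. With Tfh cells defined by Cxcr5 and Pdcd1 UMIs, it was 0.22 (−0.60 to 0.94) and 1.36 (0.83 to 1.85), and that of Il4 was 4.69 and 3.67. Thinned to 2000 UMIs per cell, which left out no Tfh-like cell, Bcl6 was found in 29.1% and 17.5% of Tfh-like cells and Il4 in 10.9% and 27.5%. Unthinned, these shares were 50.9% and 42.5% for Bcl6 and 41.8% and 52.5% for Il4. In B cells, at median depths of 4397.5 and 4611 UMIs, Il4 was found in 0.0236% and 0.178% of cells. Il13 (ENSMUSG00000020383) was found in 0 of 55 Tfh-like cells without butyrate, which allows a share of up to 5.45%, and in 2 of 40 with butyrate, a share of 5.0% (0.611 to 16.9). Those 2 cells held 1085 and 27 Il13 UMIs, 1168 and 47 of Il4, 59 and 14 of Gata3, 27 and 4 of Il21, 24 and 13 of Pdcd1, and none of Bcl6 or Cxcr5. Without butyrate, 83 of the 89 Il13 UMIs lay in 8 memory T cell-like cells. Bcl6, Gata3 and Il4 were found together in 8 of 55 and 5 of 40 Tfh-like cells. Genes found independently of each other would give 6.39 and 5.80 such cells. All of Bcl6, Gata3, Il4, Il13 and Il21 were found in no cell of either library, where independent genes would give 0 and 0.087 such cells.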

Notably, the Tfh subset in our scRNA-seq data resembled pathogenic Tfh13 cells co-expressing *Bcl6*, *Gata3*, *Il4*, *Il13*, and *Il21* (Fig. 2g). Importantly, butyrate supplementation significantly reduced expression of IL-13, BCL6, and GATA3 in these cells compared to controls (Supplementary Fig. 6l). 

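Plasma-like cells were 39 of 4236 B-lineage cells without butyrate, a share of 0.921% (95% interval 0.655 to 1.26), and 8 of 3943 with butyrate, a share of 0.203% (0.0876 to 0.399). The log2 ratio was −2.18 (−3.49 to −1.06), and −1.85 with plasma cells defined by UMIs of Jchain with Sdc1 or Tnfrsf17. B-lineage cluster 7, whose 10 leading genes hold 3 cell-cycle markers and 1 GC marker, fell from 2.27% to 1.17%, a log2 ratio of −0.96 (−1.50 to −0.44), and −0.61 with no doublet removal and with Scrublet's own threshold. The cycling cluster held 83 B-lineage cells without and 38 with butyrate. With the cells of that cluster left out, an alternative chosen after the data were seen, cluster 7 held 14 and 9 cells, a log2 ratio of −0.55 (−1.94 to 0.76). Ighg1 (ENSMUSG00000076614) was found in 19 of the 39 plasma-like cells without butyrate, with 24777 UMIs or 23299 CPM (95% interval 23010 to 23591). Of these cells, 9 held over 100 and 10 under 10 Ighg1 UMIs, and 1 held 23.4% of the 24777 UMIs. The interval of the CPM leaves out the sampling of cells, so it understates the uncertainty. An Ighg1 UMI was also found in 9.85% of the CD8+ and naive CD4+ T cells of that library. It was found in 0 of the 8 plasma-like cells with butyrate, which allows a share of up to 37.5%. Ighe (ENSMUSG00000087642) was found in 3 of 39 cells, with 28, 2 and 1 UMIs, and in 0 of 8 with butyrate, so that a difference in Ighe was not detectable at this number of cells. The cell with 28 Ighe UMIs also held 1720 Ighg1 UMIs. With plasma cells defined by UMIs of Jchain with Sdc1 or Tnfrsf17, Ighe was found in 4 of 38 cells without butyrate, at 58.0 CPM in place of 29.2, and in 0 of 10 with butyrate, and Ighg1 in 16 of 38 and in 1 of 10, at 32.4 CPM. The heavy chain with most UMIs was Ighg2c in 15 plasma-like cells without butyrate, Ighm in 10 and Ighg1 in 9. With butyrate it was Ighm in 5, Igha in 2 and Ighg2b in 1. In cluster 7, Ighg1 stood at 491 CPM without and 559 with butyrate.

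**Figure D2:**
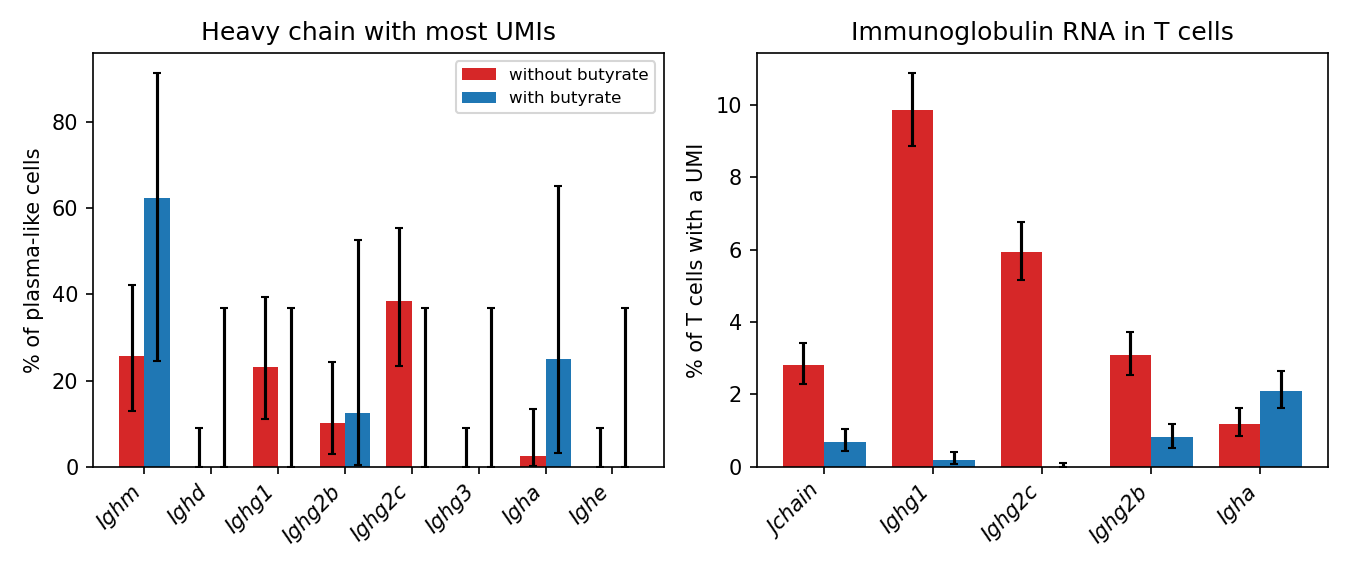
Left, share of plasma-like cells (in %) whose heavy chain UMIs come mostly from each gene, without (red) and with (blue) butyrate. Right, in the same colours, share of CD8+ and naive CD4+ T cells (in %) with a UMI of Jchain, Ighg1, Ighg2c, Ighg2b or Igha, each gene apart. Error bars are 95% Clopper-Pearson intervals. Ighg1 led in 23.1% of plasma-like cells without butyrate and in 0 of 8 with butyrate.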

Consistent with these findings, butyrate treatment led to reduced plasma cell numbers and decreased expression of *Ighg1* and *Ighe* (Supplementary Fig. 7a, b). As expected, flow cytometry analysis validated lower Tfh13 cells with butyrate supplementation (Fig. 2h), along with reduced IgE^+^/IgG1^+^ GC B and plasma cells in the MedLNs (Supplementary Fig. 7c–f). Importantly, butyrate’s suppression of Tfh13 cells was far more pronounced compared to acetate or propionate (Fig. 2h). Similar reductions in IgE^+^ and IgG1^+^ plasma cells were observed in the lung (Supplementary Fig. 7g), and systemic evaluation revealed parallel decreases in Tfh13 cells, IgE^+^/IgG1^+^ GC B cells and plasma cells in the spleen (Supplementary Fig. 7h–j). To further investigate whether butyrate supplementation eliminates the induction of antigen-specific Tfh13 cells, we adoptively transferred OT-II cells into *Tcrα*^−/−^ mice with or without butyrate supplementation by gavage (Supplementary Fig. 7k). Consistently, the proportion of OVA-specific Tfh13 cells failed to increase in the butyrate-supplemented group (Fig. 2i) and the levels of antigen-specific and anaphylactic IgE were significantly reduced in the butyrate-supplemented mice (Fig. 2j). Notably, while OVA-specific Tregs and anergic T cells remained unchanged (Fig. 2i), the asthma phenotype was significantly alleviated (Supplementary Fig. 7l–p). These results indicate that butyrate alleviates asthma by suppressing Tfh13 cell-driven IgE production.

**Fig. 2:**
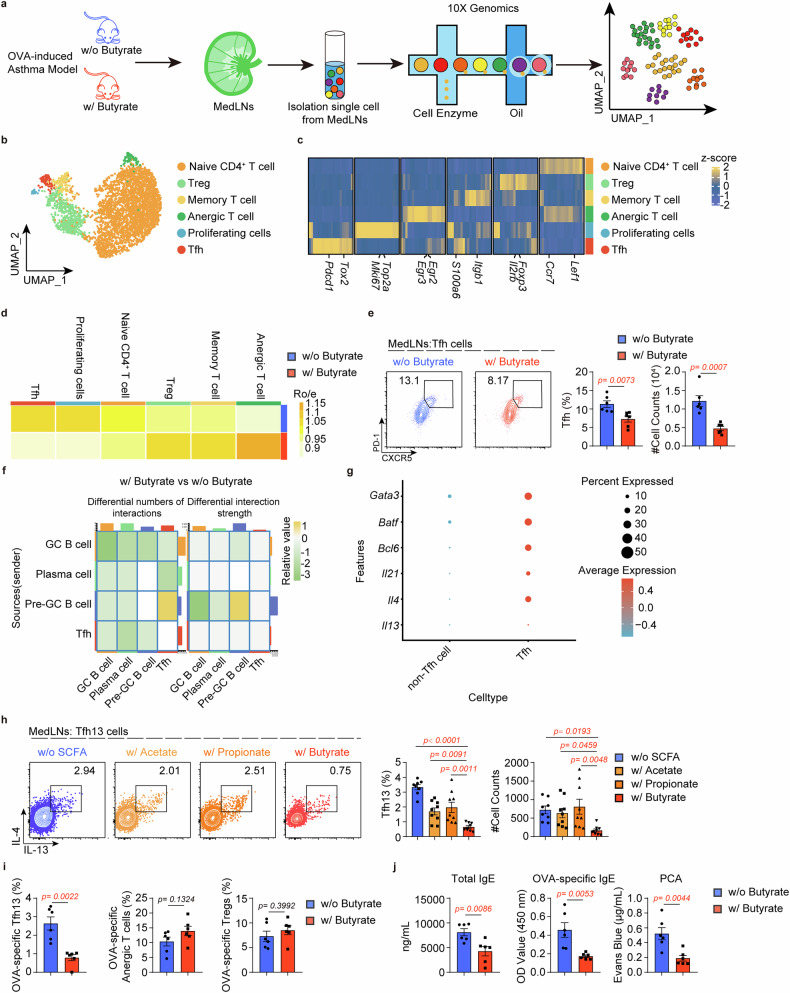
Butyrate inhibits Tfh13 cells to regulate IgE production. **a** Experimental scheme for single-cell RNA sequencing of mediastinal lymph nodes (MedLNs) isolated from asthmatic mice with/without butyrate supplementation. Four mice were pooled per group. **b** Uniform manifold approximation and projection (UMAP) of CD4^+^ T cell clusters. **c** Heatmap of signature genes in each CD4^+^ T cell cluster. **d** The distribution of each CD4^+^ T cell cluster in w/o butyrate and w/ butyrate group. **e** Flow cytometry analysis of the frequency and number of Tfh cells in MedLNs. Representative plots (left) and statistical results (right) were shown. (*n* = 6/group) **f** Cell communication analysis based on CellChat. **g** The expression of selected genes in Tfh and non-Tfh clusters. **h** Flow cytometry analysis of the frequency and number of Tfh13 cells in MedLNs. Representative plots (left) and statistical results (right) were shown. (*n* = 8–9/group) **i** Flow cytometry analysis of the frequency of OVA-specific Tfh13 cells, OVA-specific anergic T cells, and OVA-specific Tregs in MedLNs. Statistical results were shown. (*n* = 6/group) The cells were gated on CD4^+^TCRV2α^+^CD44^+^PD-1^+^CXCR5^+^ OT-II cells. **j** Total and OVA-specific IgE were quantified using ELISA, as well as the anaphylactic capacity of the samples was assessed through PCA assay. (*n* = 6/group) Each symbol represents one mouse. Data combined from three independent experiments (**h**) or were representative of at least two independent experiments (**e**, **i**, and **j**) and represent mean ± SEM analyzed by unpaired *t*-test/nonparametric test (**e**, **i**, and **j**) and one-way ANOVA (**h**)

We next investigated whether butyrate affects IgE production through other cellular subsets apart from Tfh13 cells. Neither Th2 cells nor IL-13^+^ innate lymphoid cells (ILCs) showed significant changes with butyrate treatment (Supplementary Fig. 8a–c). Similarly, follicular regulatory T cells (Tfr), known as regulators of IgE responses,^31,34^ was also unaffected by butyrate (Supplementary Fig. 8d), as did dendritic cells (DCs), which are crucial for the early stage of Tfh cell differentiation^35^ (Supplementary Fig. 8e). To further validate the effect of butyrate on the interaction between Tfh13 and B cells, we sorted Tfh and B cells from MedLNs in asthmatic mice and performed coculture assays with or without butyrate treatment (Supplementary Fig. 8f). The results showed that butyrate treatment significantly reduced OVA-specific Tfh13, IgE^+^, and IgG1^+^ B cell populations (Supplementary Fig. 8g, i). This effect was mediated specifically through IL-13 suppression (Supplementary Fig. 8h), as confirmed by IL-13 neutralization experiments that recapitulated the butyrate-induced inhibition of IgE^+^ B cell generation (Supplementary Fig. 8i). In summary, these results confirm that butyrate reduces IgE production via constraining OVA-specific Tfh13 cell interaction with B cells in an IL-13-dependent manner rather than directly regulating IgE-producing B cells.

### Tfh13 cells are indispensable for IgE production

To ascertain the importance of Tfh13 cells for IgE production, we crossed *Il13*^*Cre*^ mice with *Bcl6*^*fl//fl*^ mice to generate *Il13*^*Cre/+*^*Bcl6*^*fl/fl*^ mice exhibiting specific deletion in Tfh13 cells, as described previously^24^ (Supplementary Fig. 9a). Compared to *Bcl6*^*fl/fl*^ controls, these conditional knockout mice displayed normal T cell development (Supplementary Fig. 9b–d), unaltered splenic T and B cell proportions (Supplementary Fig. 9e, f), and preserved T cell viability, proliferation, and general functionality (Supplementary Fig. 9g–i), demonstrating that these conditional knockout mice maintain overall T cell homeostasis.

We subsequently constructed an OVA-induced asthma model in *Il13*^*Cre/+*^*Bcl6*^*fl/fl*^ and *Bcl6*^*fl/fl*^ mice (Fig. 3a). We observed that *Il13*^*Cre/+*^*Bcl6*^*fl/fl*^ mice exhibited a significant reduction in Tfh13 cells without affecting Tfh cells or IL-13^+^ non-Tfh cells like Th2 cells (Fig. 3b and Supplementary Fig. 9j, k). Notably, although the level of OVA-specific IgG1 reduced marginally, those of total and OVA-specific IgE significantly reduced due to the lack of Tfh13 cells; serum from the *Il13*^*Cre/+*^*Bcl6*^*fl/fl*^ mice also failed to elicit anaphylaxis (Fig. 3c–e). Correspondingly, these mice displayed fewer IgE^+^ GC B cells and plasma cells compared to controls (Fig. 3f, g). Notably, IL-4^+^ Tfh cells remained intact in *Il13*^*Cre/+*^*Bcl6*^*fl/fl*^ mice (Supplementary Fig. 9l), and they may contribute to maintaining a comparable level of total IgG1 and the frequencies of IgG1^+^ GC B and plasma cells (Fig. 3c, f, and g). To further address the crucial role of Tfh13 cells in IgE production, we sorted Tfh13 cells from *Il13*^*YFP/Cre*^ mice after establishing the asthma model and performed in vitro coculture assays with B cells (Fig. 3j). We observed that Tfh13 cells significantly upregulated IgE^+^ B cells, but this effect was reversed in the presence of butyrate or IL-13 neutralization (Fig. 3k). Importantly, butyrate’s suppression of Tfh13-mediated IgE production occurred without affecting cell viability (Supplementary Fig. 9m), excluding cytotoxic effects. Collectively, these results reveal that Tfh13 cells are essential for pathogenic IgE production in allergic asthma.

**Fig. 3:**
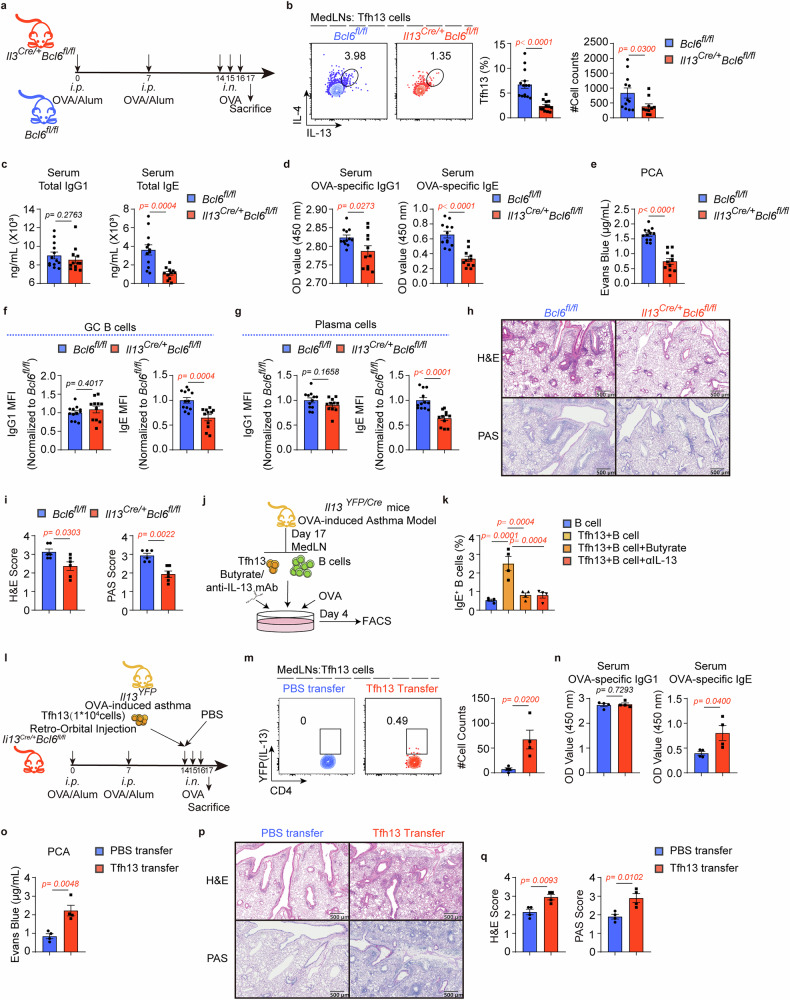
Tfh13 cells are indispensable for IgE production in allergic asthma. **a** OVA-induced asthma models were established in *Bcl6*^*fl/fl*^ and *Il13*^*Cre/+*^*Bcl6*^*fl/fl*^ mice. **b** Flow cytometry analysis of Tfh13 cells in *Bcl6*^*fl/fl*^ and *Il13*^*Cre/+*^*Bcl6*^*fl/fl*^ mice. Representative plots (left) and statistical results (right) were shown. (*n* = 13–14/group) **c** ELISA for total IgG1 and IgE detection. (*n* = 11–13/group) **d** ELISA for OVA-specific IgG1 and IgE detection. (*n* = 11–12/group) **e** Evans blue quantification for anaphylactic IgE detected by PCA assays. (*n* = 11–12/group) **f** Flow cytometry analysis of the MFI of IgG1 and IgE in GC B cells. Statistical results were shown. (*n* = 11–12/group) **g** Flow cytometry analysis of the MFI of IgG1 and IgE in plasma cells. (*n* = 12–13/group) Statistical results were shown. **h** Representative Hematoxylin and Eosin (H&E), as well as Periodic Acid-Schiff (PAS) staining of the lung sections and pathological score were shown in (**i**). Scale bars represent 500 μm. (*n* = 6/group) **j** Experiment scheme. CD4^+^CD44^+^PD-1^+^CXCR5^+^YFP^+^ Tfh13 cells and CD19^+^ B cells were sorted from MedLNs of *Il-13*^*YFP/Cre*^ asthmatic mice and were cocultured in the presence or absence of butyrate. **k** Flow cytometry analysis of IgE^+^ B cells. Statistical results were shown. (*n* = 4/group) About 20 mice were pooled for one sample. Each symbol represents one sample. **l** Experiment scheme. Tfh13 (YFP^+^ Tfh cells) were sorted from MedLNs of IL-13-YFP reporter mice, and 1 × 10^4^ sorted Tfh13 cells pooled from 12–15 IL-13-YFP reporter mice were injected into OVA-immunized *Il13*^*Cre/+*^*Bcl6*^*fl/fl*^ mice via retro-orbital injection, followed by intranasal OVA for three consecutive days. **m** Flow cytometry analysis of YFP^+^ Tfh cells in transferred mice. Representative plots(left) and statistical results(right) were shown. **n** ELISA for OVA-specific IgG1 and IgE detection. **o** Evans blue quantification for anaphylactic IgE was detected by PCA assays. **p** Representative H&E and PAS staining of the lung sections and pathological score were shown in (**q**). Scale bars represent 500 μm. Data combined from at least two independent experiments (**b**–**i**) or were representative of at least two independent experiments (**k**, **l**–**q**) and represent mean ± SEM analyzed by unpaired *t*-test/nonparametric test (**b**–**g**, **i**, **m**–**o**, **q**) and one-way ANOVA (**k**)

Furthermore, mice lacking Tfh13 cells exhibited reduced infiltration of inflammatory cells and mucus secretion in the airways following OVA sensitization and challenge compared to *Bcl6*^*fl/fl*^ mice (Fig. 3h, i). To further elucidate the pathogenesis of Tfh13 cells in allergic asthma, we adoptively transferred Tfh13 cells to *Il13*^*Cre/+*^*Bcl6*^*fl/fl*^ mice via retro-orbital injection (Fig. 3l, m). Recipient mice developed elevated OVA-specific and anaphylactic IgE levels (Fig. 3n, o), along with exacerbated pulmonary inflammation characterized by inflammatory cell infiltration into the airway/vessel walls and mucus secretion (Fig. 3p, q). Taken together, these results demonstrate that Tfh13 cells regulate anaphylactic IgE response and contribute to the pathogenesis of allergic asthma.

### Butyrate inhibits Tfh13 function in a GPR43-dependent manner

To explore how butyrate affects Tfh13 cells, we utilized an in vivo model to induce Tfh13 cells and the sorted Tfh cells for subsequent experiments (Fig. 4a). Butyrate treatment efficiently reduced Tfh cell-derived IL-13 at mRNA and protein levels without impacting IL-4 (Fig. 4b, c), indicating selective IL-13 modulation. Given butyrate’s known actions through G protein-coupled receptors (GPRs; GPR41, GPR43, or GPR109a),^36^ Tfh cells were sorted and incubated with the pan-GPR-signaling inhibitor, pertussis toxin (PTX), in the presence of butyrate. We observed that the inhibitory effect of butyrate on Tfh13 cells was compromised by PTX addition (Supplementary Fig. 10a, b), suggesting that butyrate may inhibit Tfh13 function via GPRs. Gene profiling showed that Tfh cells mainly expressed *Ffar2* (encoding GPR43) and *Hcar2* (encoding GPR109a), unaffected by butyrate (Supplementary Fig. 10c). Therefore, we investigated whether butyrate affected IL-13 production via GPR43 and GPR109a. We cultured Tfh cells with or without the GPR43 antagonist (GLPG0974) or GPR109a antagonist (Mepenzolate bromide) in the presence of butyrate. The decrease in IL-13^+^ Tfh cells and IL-13 levels was compromised by the addition of GLPG0974 but not by adding Mepenzolate bromide (Fig. 4d, e and Supplementary Fig. 10d), suggesting that butyrate exerts its function through GPR43. This finding was further confirmed through adoptive transfer experiments (Fig. 4f), where GLPG0974 treatment restored YFP^+^ (IL-13^+^) Tfh cell numbers and OVA-specific IgE (Fig. 4g–i). Additionally, butyrate can also function as a histone deacetylase (HDAC) inhibitor.^36^ However, although treatment with the HDAC inhibitor, trichostatin A (TSA), significantly reduced the frequency of Tfh13 cells and repressed IL-13 production like butyrate (Supplementary Fig. 10e, f), the inhibitor of HDAC inhibition, Mithramycin A,^37,38^ did not reverse the inhibitory effect of butyrate on Tfh13 cells and IL-13 production (Supplementary Fig. 10g, h), suggesting the effect of butyrate on Tfh13 function is independent of HDAC inhibition.

**Fig. 4:**
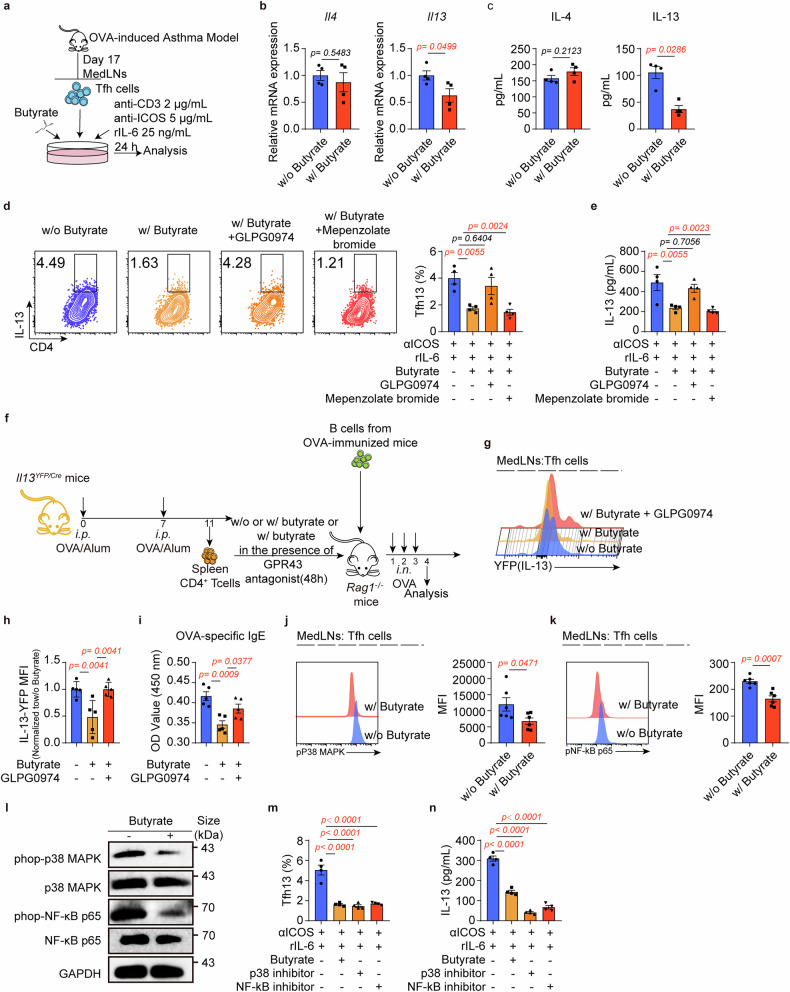
Butyrate inhibits Tfh13 function in a GPR43-dependent manner. **a** Experimental scheme. Tfh cells were sorted from MedLNs from the asthma model and cultured in vitro with mrIL-6, anti-mouse ICOS mAb, and anti-mouse CD3 mAb in the presence or absence of butyrate. Ten to twelve mice were pooled for one sample. Each symbol represents one sample. **b** qPCR for the expression of *Il4* and *Il13*mRNA levels. (*n* = 4/group) **c** IL-4 and IL-13 levels in the supernatant were detected by ELISA. (*n* = 4/group) **d**, **e** Tfh cells were cultured with butyrate in the presence of GLPG094 (GPR43 antagonist) or Mepenzolate bromide (GPR109a antagonist). **d** Flow cytometry analysis of Tfh13 cells. Representative plots (left) and statistical results (right) were shown. (*n* = 4/group) **e** ELISA for IL-13 levels in cultured supernatant. (*n* = 4/group) **f** Experimental scheme. OVA-immunized CD4^+^ T cells from the spleens of *Il13*^*YFP/Cre*^ mice were cultured in vitro in the presence of butyrate with or without GLPG0974 for 48 h. These cells and OVA-immunized B cells were then adoptively transferred to *Rag1*^−/−^ mice, followed by intranasal OVA for 3 days in a row. **g**, **h** Flow cytometry analysis of the MFI of IL-13 in Tfh cells. Representative plots (**g**) and statistical results (**h**) were shown. (*n* = 5/group) **i** OVA-specific IgE levels were detected by ELISA. (*n* = 5/group) **j**, **k** Flow cytometry analysis of phospho-p38 MAPK (**j**) and phospho-NF-κB p65 (**k**) levels in Tfh cells of asthmatic mice with or without butyrate supplementation. Representative plots (left) and statistical results (right) were shown. **l** CD4^+^ T cells from MedLNs of asthma models were cultured in vitro with mrIL-6, anti-mouse ICOS mAb, and anti-mouse CD3 mAb with or without butyrate. Cells were collected at 24 h for p38 MAPK/NF-κB signaling detection via immunoblot. **m** Flow cytometry analysis of Tfh13 cells. Statistical results were shown. (*n* = 4/group) **n** IL-13 levels in the supernatant were detected by ELISA in the presence of p38 MAPK or NF-κB inhibitors. (*n* = 4/group) A representative of three independent experiments was shown. Data represent mean ± SEM analyzed by unpaired *t*-test/nonparametric test (**b**, **c**, **j**, and **k**) and one-way ANOVA (**d**, **e**, **h**–**i**, **m**, and **n**)

Activation of the p38 MAPK/NF-κB pathways has been shown to be closely linked to IL-13 production in various immune cells, including T cells.^39–42^ Building upon evidence that SCFAs can suppress inflammation through GPR43-mediated NF-κB inhibition,^43,44^ we investigated whether butyrate regulates IL-13 production in Tfh13 cells via GPR43-mediated inhibition of p38 MAPK/NF-κB activation. As anticipated, our in vivo and in vitro findings demonstrate that butyrate can significantly inhibit phosphorylation of p38 MAPK and NF-κB p65 (Fig. 4j–l). Moreover, the inhibition of these pathways can markedly suppress Tfh13 cells and IL-13 production (Fig. 4m, n). Butyrate also inhibited Tfh cell proliferation, as evidenced by reduced KI67 expression (Supplementary Fig. 10i). Importantly, similar to p38 MAPK/NF-κB inhibitors, butyrate selectively suppressed Tfh13 transcription factors (GATA3 and BCL6) without affecting other cytokines. This butyrate-mediated suppression was GPR43-dependent, as demonstrated by complete reversal with GLPG0974 (Supplementary Fig. 10j, k). Collectively, these results confirm that butyrate targets the GPR43/p38 MAPK/NF-κB p65 axis to inhibit Tfh13 functionality.

### Butyrate-yielding diet alleviates allergic asthma by inhibiting Tfh13-mediated IgE production

Dietary fiber from plant foods consists of indigestible carbohydrates that escape absorption in the small intestine. Upon reaching the colon, fibers are fermented by anaerobes, generating SCFAs as major end-products.^45^ Given the established correlation between fiber intake and elevated butyrate levels,^46–48^ we hypothesized that dietary fiber-induced increase in butyrate levels may protect against asthma. To identify the relationship between dietary fiber intake and asthma prevalence rate, we analyzed data from the National Health and Nutrition Examination Survey (NHANES) database according to predefined inclusion criteria. Among 27,660 individuals categorized into current asthma (*n* = 2327), ex-asthma (*n* = 1577) and no asthma (*n* = 23,756) (Fig. 5a), current asthma consumed less fiber than other groups (Fig. 5b). Dietary fiber intake level was then divided into four quartiles, revealing an inverse association between dietary fiber intake and asthma prevalence (Fig. 5c). Simultaneously, the lowest quartile was set as the reference group, and crude and adjusted models evaluated the relationship between dietary fiber intake and asthma odds. The crude model showed that dietary fiber intake quartiles were negatively associated with the odds of asthma (Fig. 5d). Covariate adjustment for age, sex, and race attenuated the association, though the third and fourth quartiles remained protective. Despite accounting for all confounders, high fiber intake quartiles (Q3, Q4) were positively associated with lower asthma prevalence than that of the lowest quartile (Q1), with a considerable trend of significance (Fig. 5d). Overall, these findings support the hypothesis that increasing dietary fiber intake protects against asthma.

**Fig. 5:**
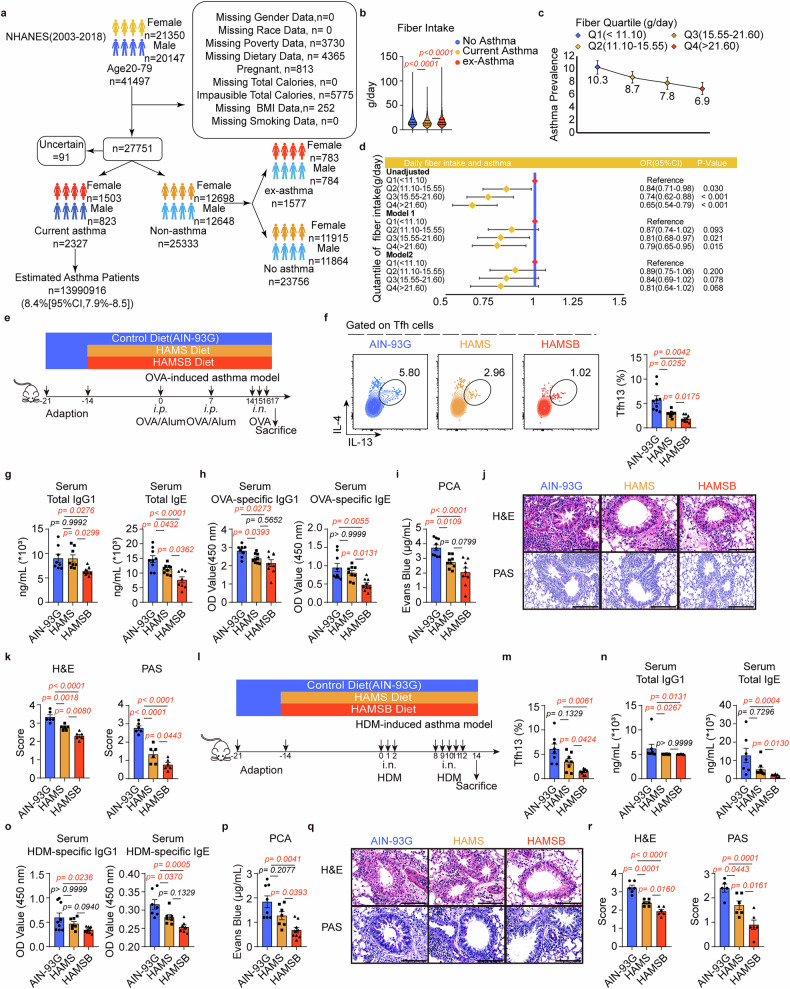
Butyrate-yielding diet protects against allergic asthma. **a** Experimental scheme. The adults (aged 20–79-years-old) who participated in the NHANES survey cycles of 2003 to 2018 were included in our study. Based on the inclusion criteria as shown in (**a**), 27660 subjects were included in our study and divided into three groups: current asthma (2327), ex-asthma (1577), and no asthma (23756). **b**–**d** Dietary fiber intake data were acquired for further analysis. **b** Statistical results of dietary fiber intake in three groups were shown. **c** Dietary fiber intake levels were then divided into four quartiles. The correlation between the four quartiles and asthma prevalence was shown. **d** Multivariable logistic regression model analysis for the correlation between dietary fiber and asthma. Crude, unadjusted by covariates; Model 1, adjusted by age, sex, and race; Model 2, adjusted by age, sex, race, education, poverty index, body mass index (BMI), smoking status, and total calories. **e** Experimental scheme. Three weeks prior to OVA-induced asthma, AIN-93G were supplemented for one week of adaptation and then changed to HAMS or HAMSB diet for two weeks, and throughout the duration of the experiments. **f** Flow cytometry analysis of Tfh13 cells in MedLNs. Representative plots (left) and statistical results (right) were shown. (*n* = 9/group) **g** Total IgG1 and IgE levels were detected by ELISA. (*n* = 8–9/group) **h** OVA-specific IgG1 and IgE levels were detected by ELISA. (*n* = 8–9/group) **i** Anaphylactic IgE levels were detected by PCA assays. (*n* = 9/group) **j** Representative H&E and PAS staining of the lung sections and pathological score were shown in (**k**). The scale bar represents 25 μm. (*n* = 6/group) **l** Experimental scheme. Three weeks prior to HDM-induced asthma, AIN-93G were supplemented for one week of adaptation and then changed to HAMS or HAMSB diet for two weeks, and throughout the duration of the experiments. **m** Flow cytometry analysis of Tfh13 cells in MedLNs. Statistical results were shown. (*n* = 8–9/group) **n** Total IgG1 and IgE levels were detected by ELISA. (*n* = 7–9/group) **o** HDM-specific IgG1 and IgE levels were detected by ELISA. (*n* = 7–9/group) **p** Anaphylactic IgE levels were detected by PCA assays. (*n* = 7–9/group) **q** Representative H&E and PAS staining of the lung sections and pathological score were shown in (**r**). The scale bar represents 25 μm. (*n* = 5–6/group) NHANES database analysis based on R packages: survey and gtsummary (**c**, **d**). Each symbol represents one mouse. Data combined from at least two independent experiments (**f**–**k**, **m**–**r**). Data represent mean ± SEM analyzed by nonparametric test (**b**) and one-way ANOVA/nonparametric test (**f**–**i**, **k**, **m**–**p**, and **r**)

Resistant starch, a prebiotic fiber known to modulate gut microbiota and enhance SCFA production through fermentation, can be acylated to deliver specific SCFA to the colon.^49–52^ To synthesize starch selectively increasing butyrate, HAMS was acylated with butyric anhydride, yielding butyrate-releasing starch (HAMSB; Supplementary Fig. 11a). The Fourier transform infrared spectrum (FITR) spectra confirmed successful acylation of HAMSB, evidenced by carbonyl C=O vibration detected at 1720–1740 cm^−1^ relative to that of HAMS (Supplementary Fig. 11b). Further, according to the substitution degree determined using acid-base titration, we prepared the HAMSB diet by replacing corn starch in the basic AIN-93G diet with butylated starch (Supplementary Fig. 11a). To investigate whether the HAMSB diet can increase butyrate levels in the distal intestine and affect the gut microbiota, GC/MS and 16S rRNA sequencing were performed prior to inducing the asthma model (Supplementary Fig. 11c). The results showed that HAMSB diet significantly increased cecal butyrate levels compared to control diets (AIN-93G and HAMS diet) (Supplementary Fig. 11d). Furthermore, the HAMSB group exhibited different community structure and composition (Supplementary Fig. 11e–g). Notably, *Firmicutes, Clostridia_UCG-014*, and *Dubosiella*, which are closely associated with butyrate production, were significantly enriched in the HAMSB group (Supplementary Fig. 11h). Thus, the HAMSB diet can remarkably increase butyrate levels and transform gut microbiota.

We further investigated whether the HAMSB diet can reduce asthma severity. Mice were adapted to diets for 1 week before inducing asthma using OVA and then switched to the HAMSB diet starting the second week (Fig. 5e). HAMSB diet was found to reduce inflammation to a greater extent than that using the HAMS and control diet, as evidenced by decreased levels of total cells, eosinophils, and type 2 cytokines (Supplementary Fig. 11i, j). HAMSB further lowered Tfh13 frequency than HAMS (Fig. 5f). Simultaneously, the HAMSB group exhibited lower total IgG1/IgE, and OVA-specific IgE levels than those in the HAMS group (Fig. 5g, h). Lower anaphylactic IgE levels were also observed in the HAMSB group (Fig. 5i). Additionally, the HAMSB group also had fewer infiltrating inflammatory cells and goblet cell hyperplasia (Fig. 5j, k) than those in the HAMS group. Collectively, these findings demonstrate that the butyrate-yielding HAMSB diet effectively alleviates OVA-induced asthma by mitigating multiple pathogenic features.

To further mimic clinical conditions, we constructed a house dust mite (HDM)-induced asthma model to investigate whether the HAMSB diet also protects against allergen-induced asthma (Fig. 5l). Consistent with results observed in the OVA-induced asthma, the HAMSB diet effectively mitigated airway inflammation (Supplementary Fig. 11i, k). Tfh13 cells markedly lowered in HAMSB vs HAMS (Fig. 5m). Concurrently, total IgE, and HDM-specific IgG1/IgE levels also significantly decreased (Fig. 5n, o). The anaphylactic IgE levels were also reduced considerably (Fig. 5p). Moreover, the degree of pulmonary infiltration by inflammatory cells and goblet cell hyperplasia showed enhanced resolution in HAMSB-treated animals compared to that in animals receiving HAMS (Fig. 5q, r). These results suggest the HAMSB diet is a promising regimen for allergen-induced asthma.

### The potential therapeutic effect of butyrate on asthma

We subsequently investigated whether Tfh13 cells exist in humans by detecting circulating Tfh13 (cTfh13) cells in healthy donors and patients with asthma. cTfh13 cells increased significantly in patients with asthma vs healthy donors (Fig. 6a). Notably, cTfh13 cell abundance showed a strong inverse correlation with both fecal and plasma butyrate levels in these patients (Fig. 6b, c), implying that butyrate may regulate Tfh13 cells in humans. Building upon these clinical observations, we confirmed GPR43 expression on cTfh cells from both healthy and asthmatic individuals (Supplementary Fig. 12a). Subsequent in vitro stimulation of patient-derived PBMCs demonstrated that butyrate treatment significantly reduced Tfh13 cell proportions, an effect that was completely abrogated by the GPR43 antagonist GLPG0974 (Fig. 6d, e), thereby supporting the role of GPR43 in mediating butyrate’s suppressive effects on human Tfh13 cells.

**Fig. 6:**
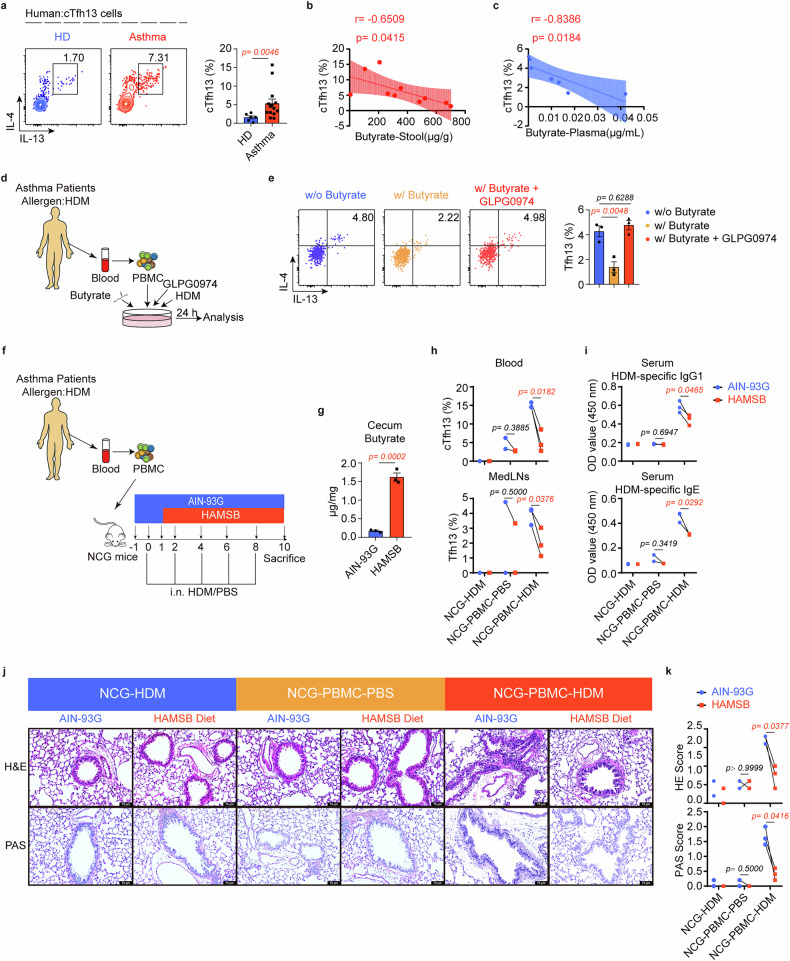
The potential clinical significance of butyrate on asthma. **a** Flow cytometry analysis of cTfh13 cells in human peripheral blood (PB). Representative plots (left) and statistical results (right) were shown. **b**, **c** The correlation between cTfh13 cells and butyrate levels in stools (**b**) and plasma (**c**). **d** Experiment scheme. PBMCs from HDM-allergic patients with asthma were collected and in vitro cultured with HDM, anti-human CD3 mAb, and anti-human CD28 mAb in the presence or absence of butyrate/GLPG0974 for 24 h. **e** Flow cytometry analysis of the frequency of human Tfh13 cells. Representative plots (left) and statistical results (right) were shown. (*n* = 3/group) **f** Experimental scheme. 5 × 10^6^ PBMCs from HDM-allergic patients with asthma or PBS were adoptively transferred to NCG mice. Mice received intranasal HDM (50 μg) or PBS on days 0, 2, 4, 6, and 8. The HAMSB diet was administered from days 1 to 10, starting 1 day after PBMC transfer and during HDM or PBS challenges. Four vials of PBMC from four different donors were pooled for one sample **g** Butyrate levels in the cecum were detected by GC/MS. (*n* = 3/group) **h** Flow cytometry analysis of Tfh13 cells in MedLNs and PB. Statistical results were shown. (*n* = 2–3/group) **i** HDM-specific IgG1 and IgE levels were determined by ELISA. (*n* = 2–3/group) **j** Representative H&E and PAS staining of the lung sections and pathological score were shown in (**k**). The scale bar represents 75 μm. (*n* = 2–3/group) Data were representative of three independent experiments (**e**) and represent mean ± SEM analyzed by unpaired *t*-test/nonparametric test (**a**, **g**), one-way ANOVA (**e**), paired *t*-test (**h**, **i**, and **k**), and Spearman correlation (**b**, **c**)

To further investigate the therapeutic effects of butyrate on asthma, we orally supplemented butyrate in mice for 1 week starting at the challenge phase of the OVA-induced asthma model (Supplementary Fig. 12b). We observed a significant reduction in eosinophil counts (Supplementary Fig. 12c). Strikingly, butyrate supplementation also reduced the proportion of Tfh13 cells (Supplementary Fig. 12d), as well as OVA-specific IgG1 and IgE levels (Supplementary Fig. 12e). Moreover, the ability to induce anaphylactic reaction by serum from the butyrate-supplemented group was weakened (Supplementary Fig. 12f); histological analysis revealed reduced inflammatory cell infiltration and mucus secretion in the airways (Supplementary Fig. 12g, h). To mimic clinical situations, we also examined the therapeutic effects of butyrate on allergen-induced asthma (Supplementary Fig. 12i). Consistent with inhibition in the OVA-induced asthma model, the eosinophil counts and the frequency of Tfh13 cells markedly decreased in the butyrate group (Supplementary Fig. 12j, k), while HDM-specific IgG1 and IgE levels, along with anaphylactic IgE levels, notably decreased (Supplementary Fig. 12l, m). Additionally, pulmonary inflammatory cell infiltration and mucus secretion were significantly reduced after butyrate supplementation (Supplementary Fig. 12n, o).

Further validations were performed using a humanized asthma mouse model with the HAMSB diet (Fig. 6f). Following HDM challenge in PBMC-transferred mice, we observed that the HAMSB diet could substantially diminish the proportion of Tfh13 cells within MedLNs, as well as circulating Tfh13 populations in peripheral blood via increasing butyrate levels (Fig. 6g, h). Concurrently, allergen-specific IgG1 and IgE levels were also markedly reduced, along with significantly decreased pulmonary infiltration by inflammatory cells (Fig. 6i–k). In summary, these data indicate that butyrate exerts therapeutic effects on asthma by inhibiting Tfh13-driven IgE, demonstrating potential clinical applicability via the HAMSB diet.

## Discussion

Accumulating evidence has shed light on the potential protective role of gut microbial metabolites, particularly SCFAs, in asthma.^18,53,54^ Therefore, it is crucial to elucidate the underlying mechanisms. In this study, we provide novel mechanistic insights linking the gut microbiota, its metabolite butyrate, Tfh13 cells, and IgE modulation in asthma pathogenesis. The study findings demonstrate that butyrate acts on Tfh13 cells to constrain IgE production, and butyrate supplementation or a butyrate-yielding diet alleviates asthma in murine and humanized models. Our findings identify butyrate as a promising therapeutic and preventive approach for future asthma management by targeting the gut microbiota-butyrate axis. Overall, this work enhances our understanding of asthma pathogenesis and paves the way for microbiota-directed interventions.

Growing evidence highlights the bidirectional interaction between the gut and lung via the “gut–lung axis” in health and disease settings.^55^ SCFAs, particularly butyrate, are key mediators of this interaction. Our findings reveal a notable decrease in butyrate levels in both human and murine asthma samples. Previous studies have shown that factors such as antibiotic overuse, insufficient dietary fiber intake, and non-breastfeeding are significant contributors to dysbiosis and reduced butyrate levels.^18,53,56,57^ Additionally, systemic inflammatory responses triggered by pulmonary diseases may also disrupt gut microbiota through the gut–lung axis, further decreasing butyrate levels. For instance, pulmonary viral infections in mice have been shown to disrupt gut microbiota homeostasis and decrease SCFA levels by migrating inflammatory cytokines to the gut.^58–60^ Additionally, the respiratory and gastrointestinal systems are part of the common mucosal immune system (CMIS), where lymphocytes can migrate and interact across mucosal tissues.^61^ Antigen stimulation via nasal administration upregulates α4β7 and CCR9 expression on T cells through lung DCs, facilitating their migration to the gut under the influence of Madcam-1 and CCL25.^62^ This suggests the potential migration of pathogenic T cells to the gut in asthma. Therefore, we hypothesize that the observed reduction in butyrate levels in our murine model may result from allergen-induced immune responses, where immune cells and inflammatory cytokines migrate to the gut, disrupting microbiota homeostasis and leading to decreased butyrate production. In humans, we also observed gut microbiota dysbiosis and reduced butyrate levels, though the exact mechanisms are unclear. Whether these changes are driven by asthma, diet, or other environmental factors requires further investigation. Future clinical studies are needed to clarify these causal relationships. In addition, we observed decreased propionate levels in murine BALF, suggesting its potential involvement in asthma pathogenesis. Although previous studies have reported that propionate can alleviate asthma,^63^ our current findings demonstrate that among the three major SCFAs, only butyrate exhibited significant alleviating effects on asthma symptoms, while acetate and propionate showed no such effects in our experimental system. This highlights the unique and critical role of butyrate in asthma modulation, which appears to be distinct from propionate’s reported anti-inflammatory properties.

While direct supplementation with sodium butyrate shows limited bioavailability,^64^ resistant starch enables targeted butyrate production in the distal colon through fermentation with gut microbiota on chemical modification. Butylated resistant starch is known to improve polycystic ovary syndrome,^50^ diabetes,^65^ and hypertension^66^ in murine models and humans. However, its effects on asthma remain unknown. Moreover, our analysis of NHANES data revealed an inverse association between higher fiber intake and asthma prevalence. Based on these backgrounds, we proposed the HAMSB diet to alleviate asthma. As anticipated, HAMSB effectively suppressed Tfh13-mediated IgE generation to prevent asthma via increasing butyrate levels in murine models. Using humanized mice further validated these findings, mirroring its potential efficacy in human asthma. Although clinical HAMSB application requires extensive trials, our findings illustrate the potential of HAMSB for asthma prevention and management. Furthermore, the positive correlation between the number of human cTfh13 cells and allergen-specific IgE levels in other allergic conditions, including food allergy,^24,67,68^ supports our hypothesis that butyrate supplementation or the HAMSB diet could ameliorate allergic diseases by targeting the Tfh13–IgE axis. Despite requiring extensive experimental validation, these results provide an immunological and physiological foundation supporting future investigations into allergic disease pathogenesis and therapies.

A newly identified Tfh cell subset, termed Tfh13 cell, plays a crucial role in driving high-affinity and anaphylactic IgE production in allergic diseases.^24^ While IL-4 is necessary for IgE induction, previous research has demonstrated that IL-13 effectively complements this role by robustly inducing high-affinity IgE in allergic conditions.^24^ IgE production has been shown to rely heavily on IL-13 in allergic diseases.^31,69–72^ In our study, the importance of Tfh13 cells in regulating IL-13-dependent IgE response was further validated through Tfh13 cell-conditional knockout mice and Tfh13 cell adoptive transfer experiments, which collectively confirmed that Tfh13 cells are indispensable for IgE production. Moreover, the knockout and transfer assays directly demonstrated the pathogenic contribution of Tfh13 cells in the context of allergic asthma.

However, the question of whether and how butyrate may regulate this Tfh13-mediated, IL-13-driven IgE response remained unresolved. Our study observed that butyrate selectively diminished Tfh13 frequencies in the MedLNs, without impacting Th2 cells. Importantly, we also found that butyrate primarily affects IL-13 production from Tfh cells. This suggests that butyrate modulates IgE generation specifically by suppressing the IL-13 derived from the pathogenic Tfh13 subset. Further supporting this, Tfh/Tfh13-B cell co-culture experiments showed that butyrate treatment significantly reduced both Tfh13 cells and IgE^+^ B cell populations. Taken together, these findings indicate butyrate’s novel immunoregulatory role in asthma through targeted suppression of the Tfh13–IL-13–IgE axis. This work provides mechanistic insights into butyrate regulation of IgE and highlights Tfh13 cells as a crucial regulatory node modulated by butyrate that is central to IgE responses and pathogenesis in allergic asthma.

Butyrate regulates various immune cell functions through distinct mechanisms, such as acting as an agonist for GPRs or via HDAC inhibition, impacting Treg cells,^8,9^ CD8^+^ T cells,^10^ and NK cells.^73^ However, the mechanism of Tfh cell function regulated by butyrate remains unclear. Butyrate is known to regulate the proliferation and function of Tfr but not Tfh cells via HDAC inhibition in autoimmune arthritis.^74^ Our study provides novel insights into butyrate’s immunomodulatory role in Tfh cells. The results demonstrated that butyrate suppresses IL-13 production in Tfh cells through GPR43 engagement, independent of HDAC inhibition, thereby modulating IgE generation. Importantly, this GPR43-mediated suppression was consistently observed in both murine and human Tfh13 cells, indicating that the conserved butyrate–GPR43–Tfh13 axis represents a promising therapeutic target for allergic asthma. This identifies a distinct mechanism through which butyrate selectively dampens Tfh function in the context of allergic inflammation. IL-13 production, governed by the p38 MAPK/NF-κB signaling axis, is known to impact eosinophils,^42^ mast cells,^41^ and Th2 cells.^40^ Our study reveals that the presence of p38 MAPK and NF-κB inhibitors diminished IL-13 production in Tfh13 cells, underscoring the pivotal role of the p38 MAPK/NF-κB pathways in regulating IL-13 production in Tfh13 cells. Importantly, butyrate specifically targets the GPR43/p38 MAPK/NF-κB axis to selectively suppress IL-13 production and Tfh13-related transcription factors (GATA3 and BCL6) without affecting other cytokines such as IL-4, IL-5, or IL-21. Collectively, our findings differ from those of previous research and unveil the GPR43/p38 MAPK/NF-κB axis as a critical pathway through which butyrate targets the Tfh13–IgE axis in allergic asthma.

In conclusion, our work demonstrates that microbiota-derived butyrate alleviates allergic asthma via inhibiting Tfh13-mediated anaphylactic IgE production in a GPR43-dependent manner; we also propose the potential of butyrate and the HAMSB diet as a preventive and therapeutic approach for asthma (Fig. 7).

**Fig. 7:**
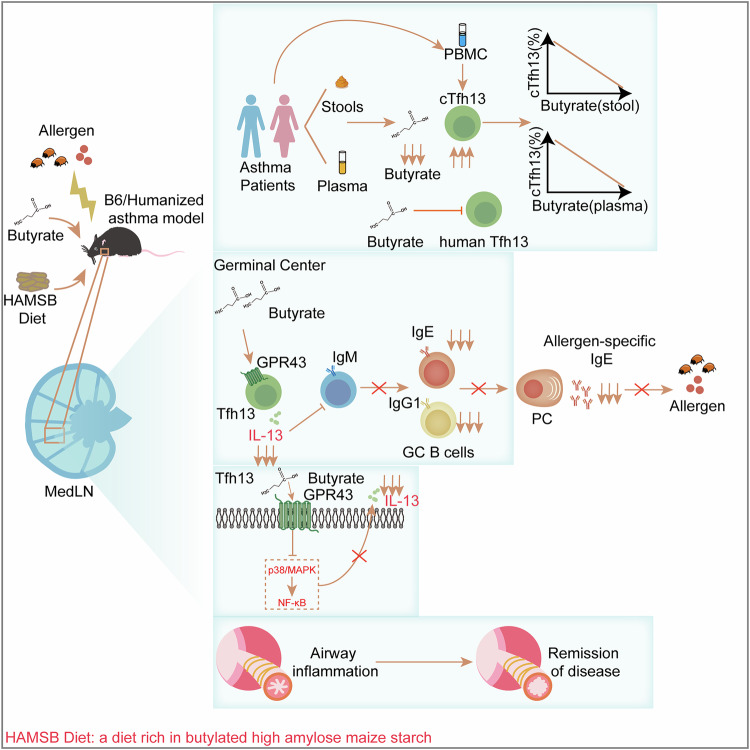
Schematic diagram summarizing the highlights of the study. The study’s key findings are: (1) Low butyrate levels relate to high cTfh13 frequencies in patients with asthma; (2) Butyrate constrains Tfh13-mediated allergen-specific IgE production; (3) Butyrate inhibits Tfh13 function by targeting GPR43/p38 MAPK/NF-κB axis; and (4) The HAMSB diet is a promising preventive and therapeutic approach for asthma. This figure was created using Adobe Illustrator software

## Materials and methods

Reagents, antibodies, and other details and information of experiments are displayed in the Supplementary Materials.

### Mice

Wildtype C57/B6J mice were purchased from Shanghai Jihui Laboratory Animal Co., Ltd. (Shanghai, China). *Il13*^*tml (YFP/cre) Lky*^ mice were purchased from Jackson Laboratories (Bar Harbor, USA) in a Balb/c background. They were backcrossed to a C57BL/6J background. *Bcl6*^*fl/fl*^ mice were kindly provided by Prof. Lilin Ye (Third Military Medical University, China). Tfh13 conditional knockout mice were generated by crossing *Bcl6*^*fl/fl*^ mice with *Il13*^*tml(YFP/cre)Lky*^ mice. *Rag1*^−/−^ and *NOD/ShiLtJGpt-Prkdc*^*em26Cd52*^*Il2rg*^*em26Cd22*^*/Gpt (NCG)* mice were purchased from GemPharmatech Co., Ltd. (Nanjing, China). OT-II mice and *Tcrα*^−/−^ mice were purchased from Cyagen Co., Ltd. (Suzhou, China). In certain experiments, OT-II mice were kindly provided by Prof. Yuanyuan Wei (Fudan University, China). All the mice used were between 5 and 13-weeks-old and were age- and sex-matched for each experiment. They were bred and maintained in the animal facility of Fudan University (Shanghai, China) under specific pathogen-free conditions. All mice used in this study were approved by the Ethics Committee of Animal Care and Use, Department of Laboratory Animal Science, Fudan University.

### Human samples

Human stool and peripheral blood samples were collected from allergic asthma patients and healthy donors with fully informed consent from Hefei First People’s Hospital and Shanghai Zhongshan Hospital. All procedures were approved by the Clinical Ethics Review Board of Hefei First People’s Hospital and Shanghai Zhongshan Hospital. The clinical details were provided in Table S1 and Table S2.

### Mouse models

For the OVA-induced asthma model, mice were injected intraperitoneally with 50 μg OVA (Sigma-Aldrich, USA) in PBS and Alum (InvivoGen, USA) on day 0 and day 7 in a total volume of 100 μL. On days 14–16, mice were anaesthetized by isoflurane (RWD, China) and then treated with OVA (50 μg in PBS) intranasally. On day 17, mice were anaesthetized with 2% pentobarbital sodium, and blood, BALF, lungs, MedLNs, and spleens were collected for further analysis.

For the HDM-induced asthma model, mice were treated with HDM (Greer Labs, USA) intranasally on days 0–2, considered as the sensitization stage. Then, on days 8–12, mice were rechallenged with HDM intranasally. On day 14, mice were anaesthetized with 2% pentobarbital sodium, and blood, BALF, lungs, and MedLNs were collected for further analysis.

### Humanized murine model

PBMCs were obtained from the peripheral blood of asthmatic patients with a known allergen of HDM. 5x10^6^ PBMC were transferred into NCG mice by intravenous injection one day prior to intranasal HDM/PBS. On days 0, 2, 4, 6, and 8, mice were intranasal administered HDM (50 μg) /PBS, followed by feeding the HAMSB diet starting on day 1 and ending on day 10.

### SCFA supplementation

Two weeks prior to the induction of allergic asthma, mice were supplemented with 200 mM sodium acetate, sodium propionate, sodium butyrate (Sigma-Aldrich, USA), or saline as a control in daily water before being exposed to OVA and throughout the duration of the experiment. Alternatively, mice were orally gavaged daily with 1 g/kg body weight of sodium butyrate or saline as a control for 1 week before being exposed to OVA and were throughout the duration of the experiment. In some experiments, butyrate was supplemented in the challenge stage of the asthma model for 1 week.

### Statistical analysis

Statistical analysis was calculated by GraphPad Prism 8.0 and R. Statistical significance was determined by unpaired or paired *t*-test or nonparametric test for comparison of two groups, one-way ANOVA analysis or nonparametric test for comparison of more than three groups, two-way ANOVA or Pearson’s correlation. All results from cytometry assays are presented as the mean ± standard error of mean (SEM). For NHANSE data analysis, Rao-Scott chi-squared test and Wilcoxon rank-sum test were applied to examine the characteristics of the demographic, socioeconomic, and risk factors related to asthma. The association between fiber intake and asthma was evaluated using the multivariable logistic regression models. The multivariable logistic regression models were also adjusted by covariates including age, gender, race, education, poverty, smoking status, calorie intake, and BMI. All the analyses of NHANSE data were performed using the R package survey and gtsummary.

## Supplementary information

Supplementary materials

Uncropped gels for genotyping and immunoblot

## Data Availability

scRNA-seq and 16S rRNA-seq data have been deposited at GEO or SRA, respectively. The accession number for the scRNA-seq database is GSE252579, and the accession numbers for the 16S rRNA-seq database are PRJNA1061240, PRJNA106130, and PRJNA1061315. Any other information required to reanalyze the data reported in this paper is available from the corresponding author, Yiwei Chu (), upon request.

# Supplementary material for: Microbiota-derived butyrate alleviates asthma via inhibiting Tfh13-mediated IgE production
**Source:** Signal Transduct Target Ther. 2025 Jun 6;10:181. doi: 10.1038/s41392-025-02263-2
**Supplement:** Supplementary file 1 — Supplementary materials

Supplementary Materials for

**Microbiota-derived butyrate alleviates asthma via inhibiting Tfh13-mediated IgE production**

Baichao Yu^1^, Chong Pei^7^, Wenjun Peng^3,4^, Yongkun Zheng^1^, Ying Fu^1,10^, Xueqi Wang^1^, Wenjun Wang^1^, Zhiqiang Wang^1,8^, Yong Chen^9^, Qi Wang^1^, Kameina Zhuma^1^, Yiyuan Gao^1^, Yun Xing^1^, Mengxia Jiao ^1^, Ronghua Liu^1^, Feifei Luo^6^, Dan Zhang ^1^, Jingbo Qie^1^, Hui Yang^1^, Meiling Jin^3,4*^, Luman Wang^1,2*^, and Yiwei Chu^1,5*^

These authors contributed equally: Baichao Yu, Chong Pei

**The file includes:**

Materials and Methods

Figs. S1 to S12

Tables S1 to S5

References

**Other Supplementary Materials for this manuscript include the following:**

Uncropped gels for genotyping and immunoblots

**Materials and Methods**

**Flow Cytometry and Cell Sorting**

Cells obtained from human samples and murine samples were used for flow cytometry analysis. After centrifugation, the cells were incubated with 1 μg purified anti-CD16/CD32 (Biolegend, USA) to prevent nonspecific binding for 15 min at 4 ˚C. For surface marker staining, cells were incubated with fluorochrome-conjugated antibodies for 30 min at 4˚C. For intracellular cytokine detection, cells were cultured with Cell Stimulation Cocktail (plus protein transport inhibitors) (Invitrogen, USA) for 5 h and were then stained with surface markers, followed by permeabilization and incubation with intracellular antibodies. For intra-nuclear transcription factor staining, after surface staining, cells were then stained with intra-nuclear transcription factor antibodies using the Foxp3-Transcription Factor Staining Buffer Set (Invitrogen, USA). For phosphorylated protein staining, cells were fixed and permeabilized by IC fixation buffer and methanol, respectively, followed by surface marker and intracellular phosphorylated protein staining. For OVA-specific T cell staining, cells were stained with I-Ab OVA_323-339_ Tetramer-APC, followed by surface marker staining. The flow cytometry data were collected using BD FACSCelestaTM Cell Analyzer (BD Biosciences, USA), and were analyzed using FlowJo V10 software (BD Biosciences, USA). For cell sorting, the cells were sorted using MoFlo XDP High-Speed Cell Sorter/ CytoFLEX SRT (Beckman, USA).

**Single cell RNA (scRNA) sequencing**

Total cells were sorted from MedLNs of butyrate-treated or -untreated OVA-induced asthma model. The single cells were obtained by the method of grinding through a 70 μm cell strainer. Single cell capture, barcoding and library preparation were performed using 10x Genomics Chromium™ by NEO Biotech Co., Ltd (Shanghai, China). The CellRanger 6.0.1 was used to convert Illumina base call (bcl) files to FASTQ files. We used the following R packages for the further analysis, including Seurat 4.3.0 and CellChat 1.1.3. We excluded low quality cells according to following criteria: 1) percentage of mitochondrial genes above 10; 2) the number of genes detected per cell was less than 200; 3) doublet cells. Clustering and UMAP analysis were performed following standard Seurat pipeline^1^. Cell subsets were annotated according to the top genes obtained by running the FindMarkers function. Cell communication was analyzed between Tfh cells and B cell subsets using CellChat as described previously^2^.

**NHANES database**

We utilized data from the NHANES to obtain baseline characteristics of our study population. NHANES is an ongoing cross-sectional nationwide survey designed to assess the health and nutritional status of adults and children in the United States. It is a major program of the National Center for Health Statistics (NCHS) part of the U.S. Centers for Disease Control and Prevention (CDC). To improve statistical power for data analysis and to represent the entire US population, study subjects were selected using stratified multistage probability sampling, including oversampling of minority, low-income, elderly subjects, etc^3^. Informed consent was obtained from all participants before enrollment in the study. Complete details of the research methodology and full dataset are publicly accessible on the project website(<http://www.cdc.gov/nchs/nhanes.htm>).

The adults (aged 20-79 years old) who participated in NHANES survey cycles of 2003 to 2018 were included in our study. Only participants with available data for the variables of interest were included in the analytic sample. Briefly, pregnant women and participates with missing gender, race, poverty index ratio, dietary fiber intake, smoking status, body mass index (BMI) and total calorie intake data were excluded. Additionally, implausible calorie intake data (women >6000 or < 600 kcal/d; men >8000 or < 800 kcal/d) were also excluded. Asthma was defined based on responses to interviewer-administered questionnaires conducted by trained interviewers. Current asthma was defined based on affirmative responses to the two questions asked during the interview: "Has a doctor or other health professional ever told you that you have asthma?" and "Do you still have asthma?". Participants who responded "no" to either question were classified as non-asthma. Among them, those who reported ever being diagnosed with asthma but do not currently have it were further classified as ex-asthma, while those who responded "no" to both questions were classified as no asthma. Also, participants whose asthma status could not be determined due to an uncertain response were excluded from the analysis. All populations are described in Table S3.

**Antibiotics treatment**

For the depletion of butyrate-producing bacteria, 2 weeks prior to the induction of asthma, vancomycin (500 mg/L; Meilunbio, China) was utilized in the drinking water and throughout the experiment. After 1 week treatment of vancomycin, mice were oral gavage daily with 1 g/kg body weight of sodium butyrate or saline and throughout the duration of the experiment.

**16S rRNA sequencing**

Murine stools were quickly transferred to -80 ℃ for storage after collection. The 16S rRNA sequencing was performed on Illumina Navaseq6000 platform by OE Biotech Co., Ltd (Shanghai, China). The V3-V4 regions of bacterial 16S rRNA genes were amplified with the primers: 343F-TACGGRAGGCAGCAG and the 798R-AGGGTATCTAATCCT.The data were analyzed on the online platform of OE Cloud platform (<https://cloud.oebiotech.com>). In some experiments, murine cecum contents were collected and quickly transferred to -80 ℃ for storage. The 16S rRNA sequencing was performed on Illumina Nextseq2000 platform by Majorbio Biotech Co., Ltd (Shanghai, China). The data were analyzed on the online platform of Majorbio Cloud platform (<https://cloud.majorbio.com/>).

**Collection and analysis of BALF**

Mice were euthanized and were then irrigated twice with 1 mL PBS to obtain BALF. After centrifugation, the supernatant was obtained and mouse uncoated ELISA kit (Invitrogen, USA) was used to detect IL-5, IL-13 and IL-4. The precipitation was re-suspended with 1mL PBS for cell counting and flow cytometry.

**Cell preparation**

MedLN and spleen cells were harvested post-mortem by the method of grinding through a 70 μm cell strainer (SORFA, China). The erythrocytes in spleen cells were lysed using 1X RBC Lysis Buffer (Invitrogen, USA). The lung single cell preparation was performed as described previously^4^. Briefly, after lavage, the lungs were removed from the mice and chopped into pieces and digested in 2 mL digestive solution (RPMI 1640, 1 mg/ml collagenase IV (Sigma, USA), and 5 U/ml DNase I (Sigma, USA)) for 1 h at 37 ℃. The digested lung tissues were then filtered using a 70 μm cell strainer, and the erythrocytes were lysed using 1X RBC Lysis Buffer (Invitrogen, USA). For the further enrichment of mononuclear cells in the lung, we utilized density gradient centrifugation to separate mononuclear cell by using 40% and 70% Percoll (Cytiva, USA) solution. The enriched cells were washed and prepared for further experiments.

**Passive cutaneous anaphylaxis (PCA) assay**

PCA assay was performed as described previously^5^. Briefly, 20 μL serum from OVA/HDM-immunized mice that received butyrate/HAMSB treatment or not were injected into ear pinnae of naïve C57/B6J recipients. 24 h later, 100 μg OVA/HDM with 1% Evans Blue were injected intravenously into the recipient mice. 30 min later, the mice were euthanized and ear pinnae were harvested and incubated in formamide for 48 h at 56 °C to release the Evans Blue. The degree of vascular leakage was detected by Infinite® M200 PRO reader (TECAN, USA) at 620 nm and Evans Blue was used as the standard.

**Histopathology assessment**

The irrigated lungs from each mouse were collected and fixed in 4% paraformaldehyde. The lungs were then paraffin-embedded, sliced, and stained with Haemotoxylin and Eosin(H&E) or Periodic acid-Schiff (PAS). The stained sections were evaluated microscopically by the Leica DFC7000T microscope. The degree of lung inflammation and goblet cell hyperplasia was scored on a scale of 0-4 as previously described^6^. Briefly, lung inflammation was graded as follows: 0: normal; 1: mild inflammation; 2: moderate inflammation; 3: severe inflammation; 4: very severe inflammation. For goblet cell hyperplasia, five-point grading system was used: 0, no PAS-positive cells; 1, <25% PAS-positive cells; 2, 25%-50% PAS-positive cells; 3, 50-75% PAS positive cells; 4, > 75% PAS-positive cells. Five fields were randomly selected for scoring.

**Immunofluorescence**

Paraffin sections of murine MedLNs were stained with anti-GL-7 (Invitrogen, USA), anti-CD4 (Abcam, USA), anti-Rat HRP (Invitrogen, USA) and DAPI, followed the manual of 4-color Fluorescence kit (Panovue, China). The stained sections were evaluated microscopically by the Leica DFC7000T microscope.

**Enzyme linked immunosorbent assay (ELISA)**

For serum total antibodies, mouse IgE or IgG1 uncoated ELISA kit (Invitrogen, USA) were used for the detection of total IgE or IgG1 according to manufacturer's recommended protocol.

For serum antigen-specific antibodies, 20 μg/mL OVA or HDM in PBS was coated on 96-well Costar® Assay plate (Corning, USA) overnight at 4 °C. Plate was blocked with 5% bovine serum albumin (ABcone, China) in PBS for 2 h at room temperature and then diluted serum was added into the plate and incubated for 2 h at room temperature. Anti-IgE-HRP or anti-IgG1-HRP (Southern Biotech, USA) was used for the detection of antigen-specific IgE or IgG1, respectively for 90 min at room temperature. Plates were developed with TMB substrate solution for 10-15 min and stopped with dilute sulphuric acid before reading at 450 nm on Infinite® M200 PRO reader.

For BALF and cultured supernatant cytokine detection, mouse IL-4, IL-5, IL-13 or IL-21 uncoated ELISA kit (Invitrogen, USA) were used for the detection of IL-4, IL-5, IL-13 or IL-21 according to manufacturer's recommended protocol.

**Tfh cells *in vitro* culture**

Tfh (CD4^+^CD44^+^CXCR5^+^PD-1^+^) cells were sorted from MedLNs of OVA-induced asthma model using fluorescence activated cell sorting (FACS). Twenty-five thousand cells/well were cultured in 96-well U-bottom plates in IMDM containing 10% fetal bovine serum (FBS), 1% penicillin-streptomycin solution with 25 ng/mL mouse recombinant IL-6 (mrIL-6; Peprotech, USA), 2 μg/mL purified anti-mouse CD3 mAb (Biolegend, USA), 5 μg/mL purified anti-mouse ICOS mAb (Biolegend, USA) with or without 0.4 mM sodium butyrate (Sigma, USA) for 24 h. In certain experiments, 1 μg/mL Pertussis toxin (List Labs, USA), 10 nM GLPG0974(Sigma, USA), 10 nM mepenzolate bromide (MCE, USA), 1 nM Trichostatin A (TSA; MCE, USA), 10 nM Mithramycin A (MCE, USA), 40 μM p38 MAPK-IN-1 (MCE, USA) or 10 μM JSH-23 (MCE, USA) were added into cell culture system.

**Real-time reverse transcription PCR analysis**

For cultured cells, Tfh cells were sorted from MedLNs derived from OVA-induced asthma model and cultured in the presence of anti-mouse CD3 mAb, anti-mouse ICOS mAb, and mrIL-6 with or without sodium butyrate for 24 h. Total RNA was extracted by RNAsimple Total RNA Kit (TIANGEN, China) and reverse transcribed into cDNA using Hifair®II 1st Strand cDNA Synthesis SuperMix for qPCR (gDNA digester plus) (YEASEN, China).The real-time PCR was performed on ABI7500 Thermocycler (Applied Biosystems, USA) in 20 μL reaction system containing cDNA, primers, distilled water, and Hieff UNICON® qPCR SYBR Green Master Mix (YEASEN, China). The reaction procedure was set up according to manufacturer's recommended protocol. The 2^-ΔΔCt^ calculation method was used to compute relative gene expression compared to *β-Actin*. Primers for target genes are listed in Table S4.

For human and mouse fecal samples, fecal genomic DNA was extracted using a TIANamp stool DNA Kit (TIANGEN, China) according to the manufacturer’s instructions. The real-time PCR was performed on LightCycler®480 II (Roche, Switzerland) in 10 μL reaction system containing fecal genomic DNA, primers, distilled water, and Hieff UNICON® qPCR SYBR Green Master Mix (YEASEN, China). The reaction procedure was set up according to manufacturer's recommended protocol. The 2^-ΔΔCt^ calculation method was used to compute relative abundance compared to universal 16S rRNA gene. Primers for specific microbiota are listed in Table S4.

**Preparation of butylated starch**

The preparation of butylated starch was performed as previously described^7^. Briefly, a certain amount of high amylose maize starch was weighed and mixed with an appropriate of deionized water to form a 40% (w/v) starch solution. The mixture was then heated to 35-40 ℃ in water bath and stirred continuously throughout the experiment. The pH of starch solution was adjusted to 8-9 with 1 mol/L NaOH. The butyric anhydride (50% of starch mass) was slowly added into the starch solution in 90 min, while using 1 mol/L NaOH to maintain the pH of the reaction system between 8-9. After adding the butyric anhydride, the mixture was stirred continuously until 2 h. The reaction was then terminated by adjusting the pH to 5.5-6 using 1 mol/L HCL. The starch solution settled naturally, and then the supernatant was discarded. The sediment was washed by distilled water for twice, and dried at 55 ℃ overnight. Finally, the dried particles were ground into powder to obtain butylated starch.

**Determination of degree of substitution**

The degree of substitution (DS) of acylated starch was determined by acid-base titration. Butylated starch and normal starch were weighed and reacted with NaOH under alkaline conditions for 90 min. The excess NaOH is then titrated with a standard solution of HCL, and the degree of substitution of the acylated starch was calculated according to the following formula^7^:

$$A=(\frac{V_{2}}{m_{2}}-\frac{V_{1}}{m_{1}})\times\frac{0.5\times M\times100}{1000}$$

$$DS=\frac{162\times A}{100\times M-(M-1)\times A}$$

A: Mass fraction of acyl

V_2_: Volume of HCL standard solution consumed by non-butylated starch, mL

m_2_: Weight of non-butylated starch, mg

V_1_: Volume of HCL standard solution consumed by butylated starch, mL

m_1_: Weight of butylated starch, mg

M: Molar mass of substituent, g/mol (71 for butyryl)

162: Relative molecular mass of maize starch

**Preparation of HAMS and HAMSB diet**

The amount of butylated starch to replace maize starch in the standard diet (per kg) was determined according to the following formula:

$$0.25\times150=DS\times m$$

DS: degree of substitution

m: additive amount of butylated starch

Control starch (150 g/kg) and butylated starch (DS=0.23, 163 g/kg) replaced maize starch of standard diet to prepare the HAMS and HAMSB diet, respectively. AIN-93G diet was considered as standard diet. The diet was processed by Shuyu Biotech Ltd (Shanghai, China).

**Fourier transform infrared spectrum (FTIR) spectra**

FITR spectra of butylated starch and control starch were performed by Nicolet IS5 (Thermo Fisher Scientific Inc, USA). The sample were detected by using attenuated total refraction (ATR) method and wave number ranged between 600-4000 cm^-1^.

**B cells *in vitro* culture**

MedLN B cells (CD19^+^CD4^-^) were sorted from OVA-induced asthma model through FACS. Two hundred thousand cells were cultured in 96-well plates in RPMI-1640 containing 10% fetal bovine serum (FBS), 1% penicillin-streptomycin solution with 10 ng/mL mrIL-4, 50 ng/mL mrL-13, 2 μg/mL anti-mouse CD40 mAb with or without butyrate treatment for 3 days.

**Human PBMC *in vitro* culture**

PBMC were sorted from patients with asthma whose allergen are HDM. Two hundred thousand cells were cultured in 96-well U-bottom plates in IMDM containing 10% fetal bovine serum (FBS), 1% penicillin-streptomycin solution with 40 μg/mL HDM, 2 μg/mL purified anti-human CD3, 2 μg/mL purified anti-human CD28 (Biolegend, USA) with or without 0.4 mM sodium butyrate and 10 nM GLPG0974 (Sigma, USA) for 24 h.

**SCFA analysis by** **GC/MS**

Human samples (stool and plasma) and murine samples (BALF, serum and cecum) were collected after liquid nitrogen frozen and quickly transferred to -80 °C for storage. For stool and cecum samples, take an appropriate amount of sample (about 50 mg) and place it into a 2 mL centrifugal tube. Add 50 μL of 15% phosphoric acid solution, then add 125 μg/mL of internal standard (isocarproic acid) 100 μL solution and 400 μL of diethyl ether. Mix for 1 min, and then centrifuge at 4 °C with 12000 rpm for 10 min. Take the supernatant for subsequent detection and analysis. For plasma, serum and BALF samples, take an appropriate amount of sample (about 100 μL) and place it into a 2 mL centrifugal tube. Add 50 μL of 15% phosphoric acid solution, then add 75 μg/mL of internal standard (isocarproic acid) 10 μL solution and 140 μL of diethyl ether. Mix for 1 min, and then centrifuge at 4 °C with 12000 rpm for 10 min. Take the supernatant for subsequent detection and analysis. All of the GC/MS analysis was performed by Biodeep Biotech Co., Ltd (Suzhou, China).

**Butyrate analysis by GC/MS**

Murine stool or cecal samples were collected after liquid nitrogen frozen and quickly transferred to -80 °C for storage. The tissue was homogenized with 1 mL of 0.5% phosphoric acid solution at 4 °C, then an appropriate amount of 0.5% phosphoric acid solution was added and vortexed for 1 min. Then the same volume of tert-Butyl methyl ether (MTBE, Sigma, USA) as 0.5% phosphoric acid solution was added and vortexed for 1 min. The mixture was centrifuged at 4000 rpm at 4 °C for 10 min. 100 μL of the MTBE layer was transferred to a GC bottle, and then 1 μL of the internal standard (Butyrate-d7 Acid) was added to each sample for further analysis. GC/MS analysis was performed with Agilent 7890A/5975C on the Core Facility of Shanghai Medical College, Fudan University.

**Adoptive transfer**

CD4^+^ T cells were purified from spleens of OVA-immunized IL-13-YFP reporter mice using CD4^+^ T cell isolation kit (Stemcell, Canada). These purified cells were cultured in 48-well plates with 2 μg/mL anti-mouse CD3 mAb (Biolegend, USA), 2 μg/mL purified anti-mouse CD28 mAb (Biolegend, USA) with or without sodium butyrate (Sigma, USA) and GLPG0974(Sigma, USA) for 48 h. The transferred B cells were purified from spleen of OVA-immunized mice using B cell isolation kit (Stemcell, Canada). These B cells (3x10^6^ cells) and T cells (1x10^6^ cells) were respectively intravenous injected into *Rag1*^-/-^ mice, followed by intranasal OVA for three consecutive days.

For OVA-specific Tfh13 detection, OT-II cells were purified from spleens and lymph nodes of OT-II mice using CD4^+^ T cell isolation kit (Stemcell, Canada). 1x 10^7^ OT-II cells were intravenous injected into *Tcrα^-/-^* mice, followed by butyrate by gavege prior one week to the induction of OVA-induced asthma model.

For Tfh13 adoptive transfer, IL-13-YFP^+^ Tfh cells were sorted from MedLNs from IL-13-YFP reporter mice with asthma by using FACS. 1x 10^4^ sorted Tfh13 cells were injected into OVA-immunized *Il13^Cre/+^Bcl6^fl/fl^* mice via retro-orbital injection, followed by intranasal OVA for three consecutive days.

**Coculture *in vitro***

Tfh (CD4^+^CD19^-^CXCR5^+^PD-1^+^) or Tfh13 (CD4^+^CD19^-^CXCR5^+^PD-1^+^YFP^+^ (IL-13)) cells and B cells (CD19^+^CD4^-^) cells were sorted from MedLNs of OVA-induced asthma models. 50 thousand Tfh cells or 20 thousand Tfh13 cells and 150 thousand or 60 thousand B cells were cocultured in 96-well U-bottom plates in IMDM containing 10% fetal bovine serum (FBS), 1% penicillin-streptomycin solution for 4 days with OVA (40 μg/mL) in the presence or absence of sodium butyrate (0.4 mM)/ IL-13 neutralization antibody (10 μg/mL; Invitrogen, USA).

**Immunoblots**

CD4^+^ T cells were purified from MedLNs of asthma models using CD4^+^ T cell isolation kit (Stemcell, Canada). These purified cells were cultured in 48-well plates with 2 μg/mL anti-mouse CD3 mAb (Biolegend, USA), 5 μg/mL purified anti-mouse ICOS mAb (Biolegend, USA) and 25 ng/mL mrIL-6 (Peprotech, USA) with or without sodium butyrate (Sigma, USA) for 24 h. These cells were lysed in RIPA lysis buffer (Epziyme, China) with Protease and Phosphatase Inhibitor Mini Tablets (Thermo Fisher Scientific, USA) on ice for 15 min. The lysed supernatants were collected after centrifugation and then boiled in sample buffer at 100 ℃ for 10 min. The proteins were separated by SDS-polyacrylamide gel electrophoresis and then transferred to a polyvinylidene difluoride membrane (0.45 μm, Millipore, USA) by a transfer apparatus. The membrane was blocked by 5% bovine serum Albumin (ABcone, China) in Tris buffered saline with Tween 20 and incubated with primary antibody including NF-κB p65 mAb (CST, USA), p38MAPK mAb (Abclonal, China), phospho- NF-κB p65 mAb (Invitrogen, USA), phospho-p38MAPK mAb (CST, USA) and GAPDH pAb (YEASEN, China). After incubation of primary antibodies overnight at 4 ℃, the membranes were incubated with Anti-Rabbit IgG, HRP-linked Antibody (CST, USA) and were visualized using a Femto-Sensitive ECL Solution (GeneBrick, China).

**Supplementary Figures**

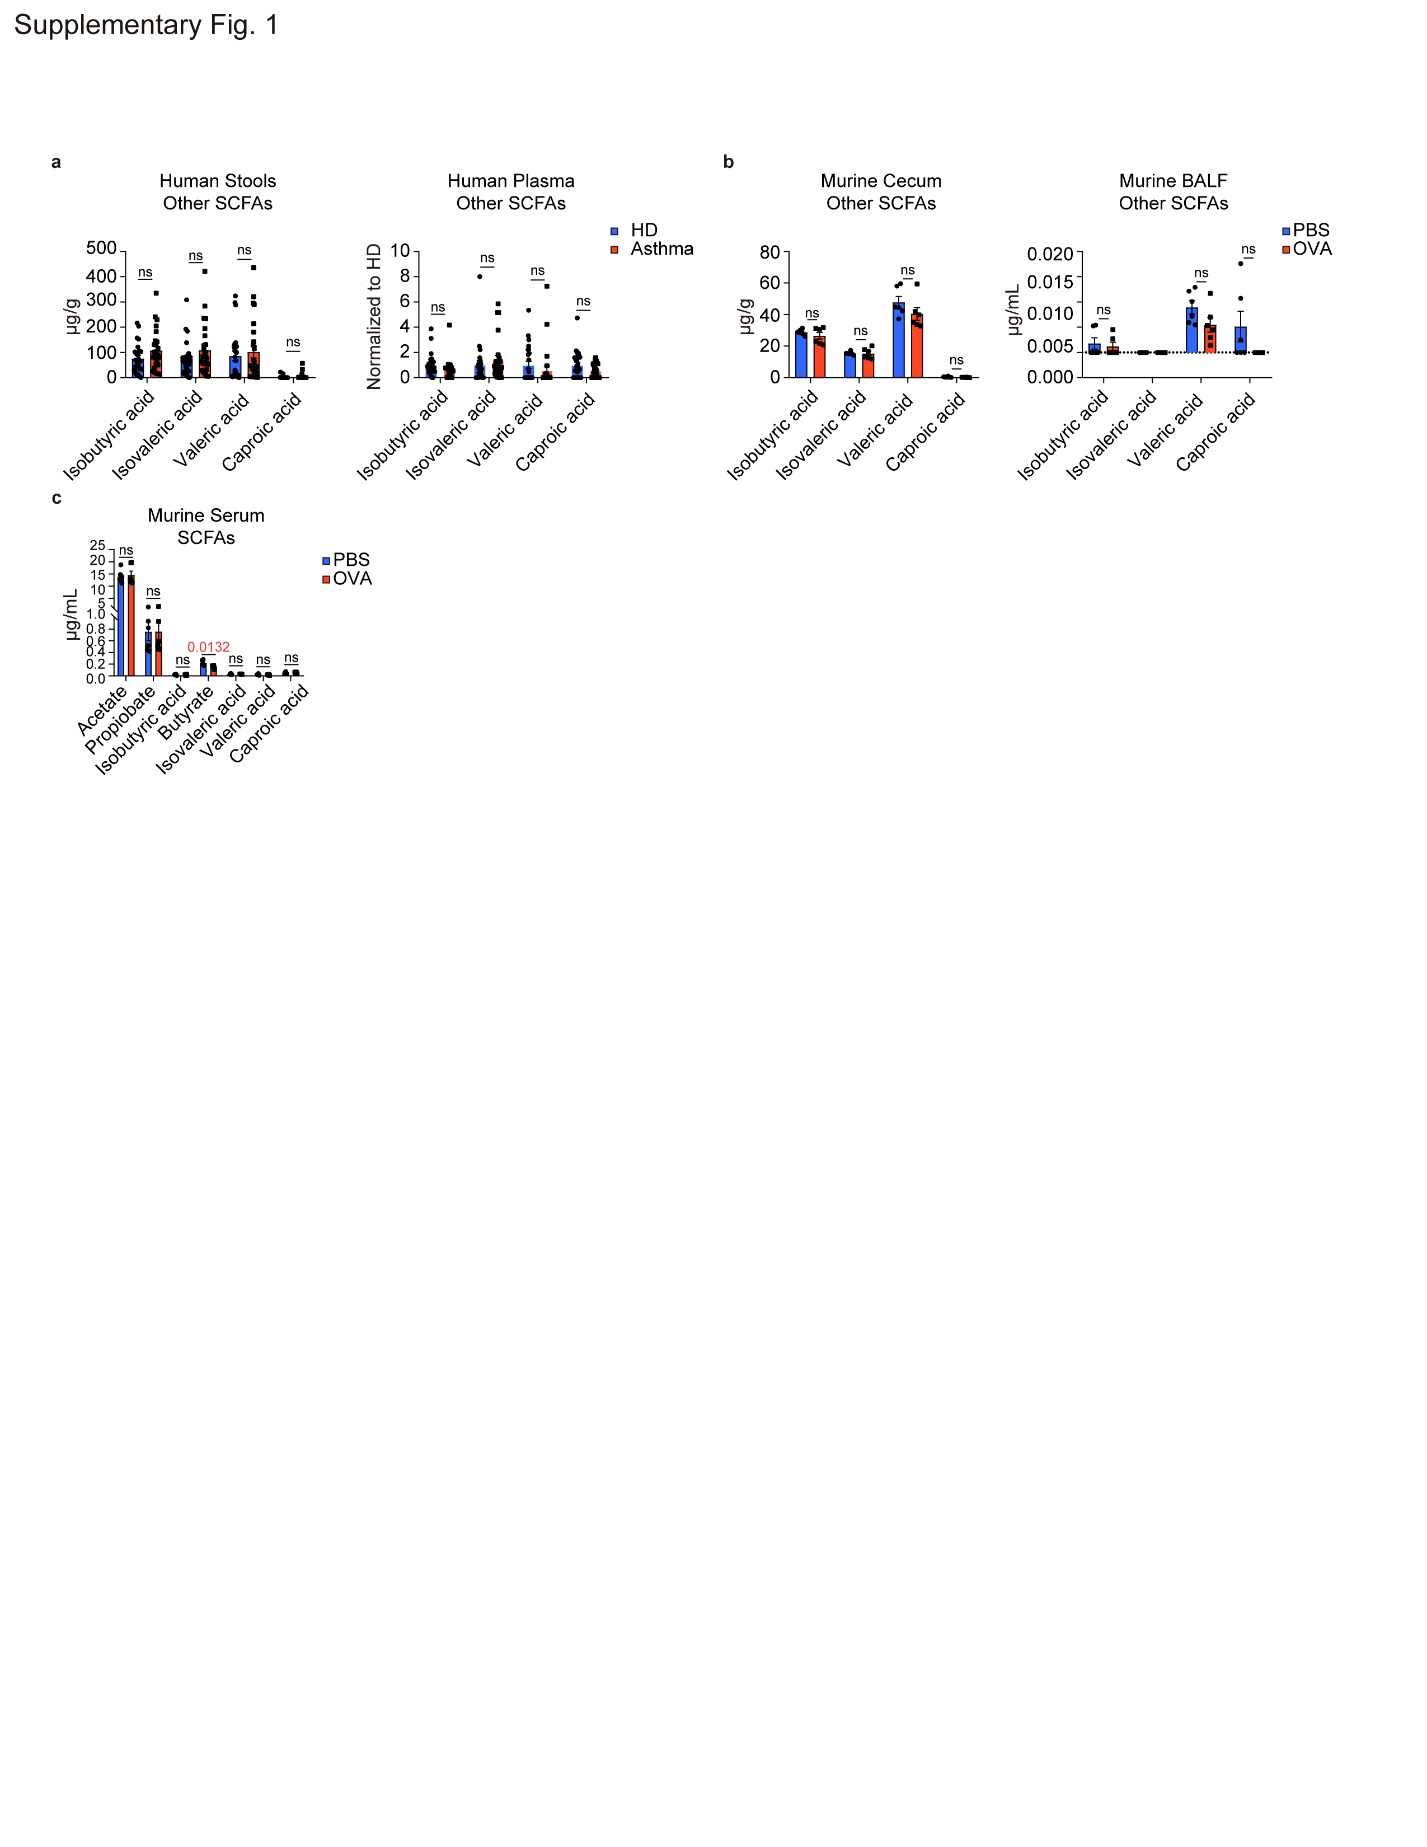

**Supplementary Fig. 1**. Other SCFA levels in human and murine samples. **a** Other SCFA levels in human stool and plasma samples. (n=25/group) **b** Other SCFA levels in murine cecal and BALF samples. (n=6/group) **c** SCFA levels in murine serum samples. (n=6/group). Data combined from at least two independent experiments (**a**) or were representative of three independent experiments (**b, c**). Data represent mean ± SEM and are analyzed by unpaired t test/nonparametric test (**a-c**)

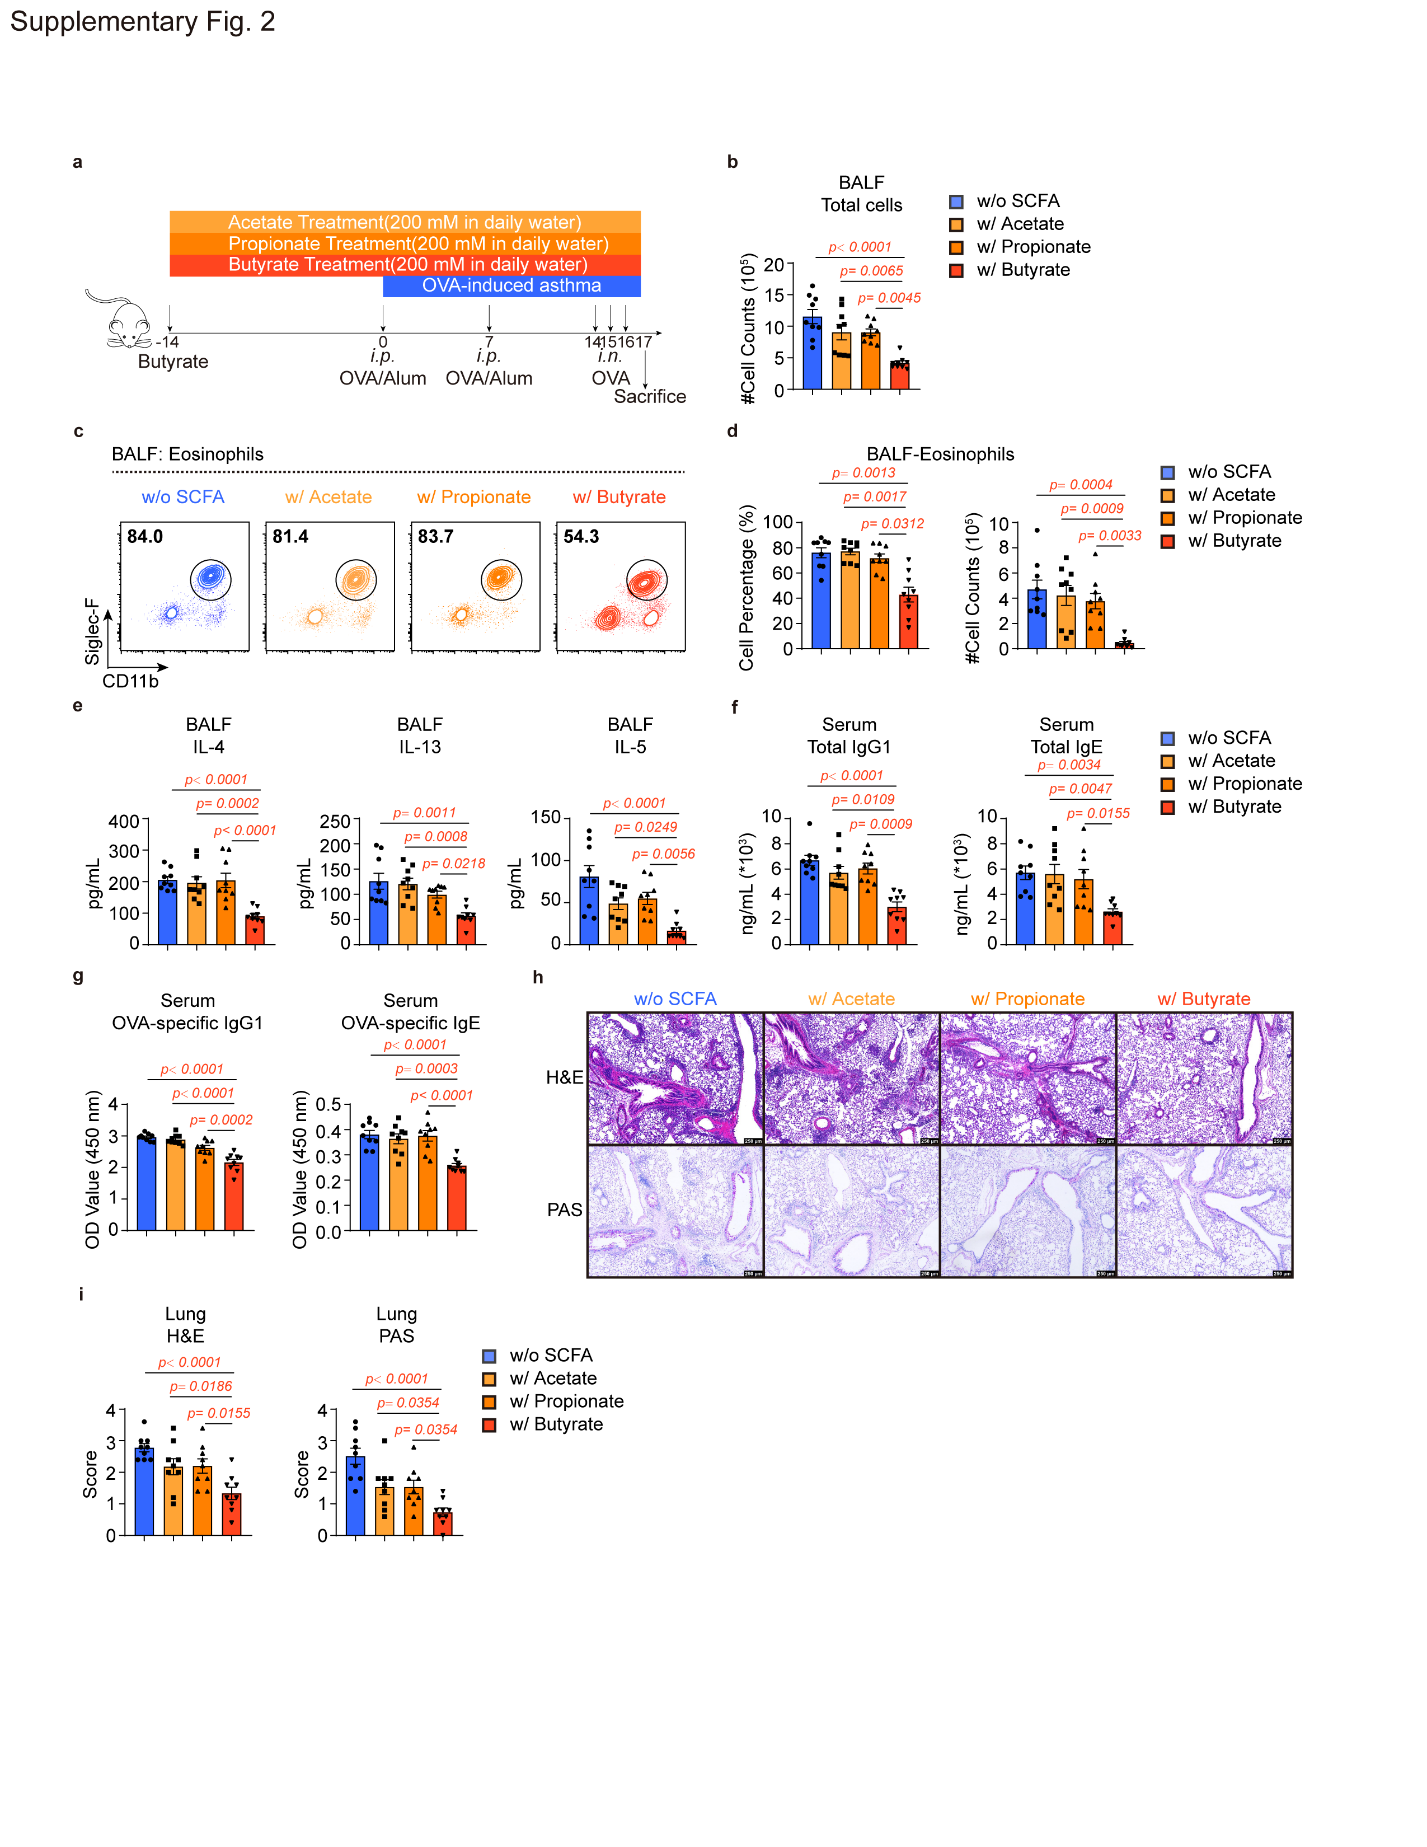

**Supplementary Fig. 2.** Butyrate, but not other SCFAs, demonstrates anti-asthmatic effects. **a** Experimental scheme. Acetate, propionate or butyrate administration was performed throughout the experimental period starting from 2 weeks prior to the induction of asthma models. **b** Total cell counts in BALF. (n=9/group) **c-d** Flow cytometry analysis of the frequencies and numbers of eosinophils in BALF. Representative plots (**c**) and statistical results (**d**) were shown. (n=9/group) **e** IL-4, IL-13, and IL-5 levels in BALF were determined by ELISA. (n=9/group) **f** Total IgG1 and IgE levels in serum. (n=9/group) **g** OVA-specific IgG1 and IgE levels in serum. (n=9/group) **h** Representative Hematoxylin and Eosin (H&E) as well as Periodic Acid-Schiff (PAS) staining of lung sections and pathological score was shown in (**i**). Scale bars represent 250 μm. (n=9/group) w/o, without; w/, with. Each symbol represents one mouse. Data combined from three independent experiments. Data represent mean ± SEM and are analyzed by one way ANOVA/nonparametric test (**b-g, i**).

**
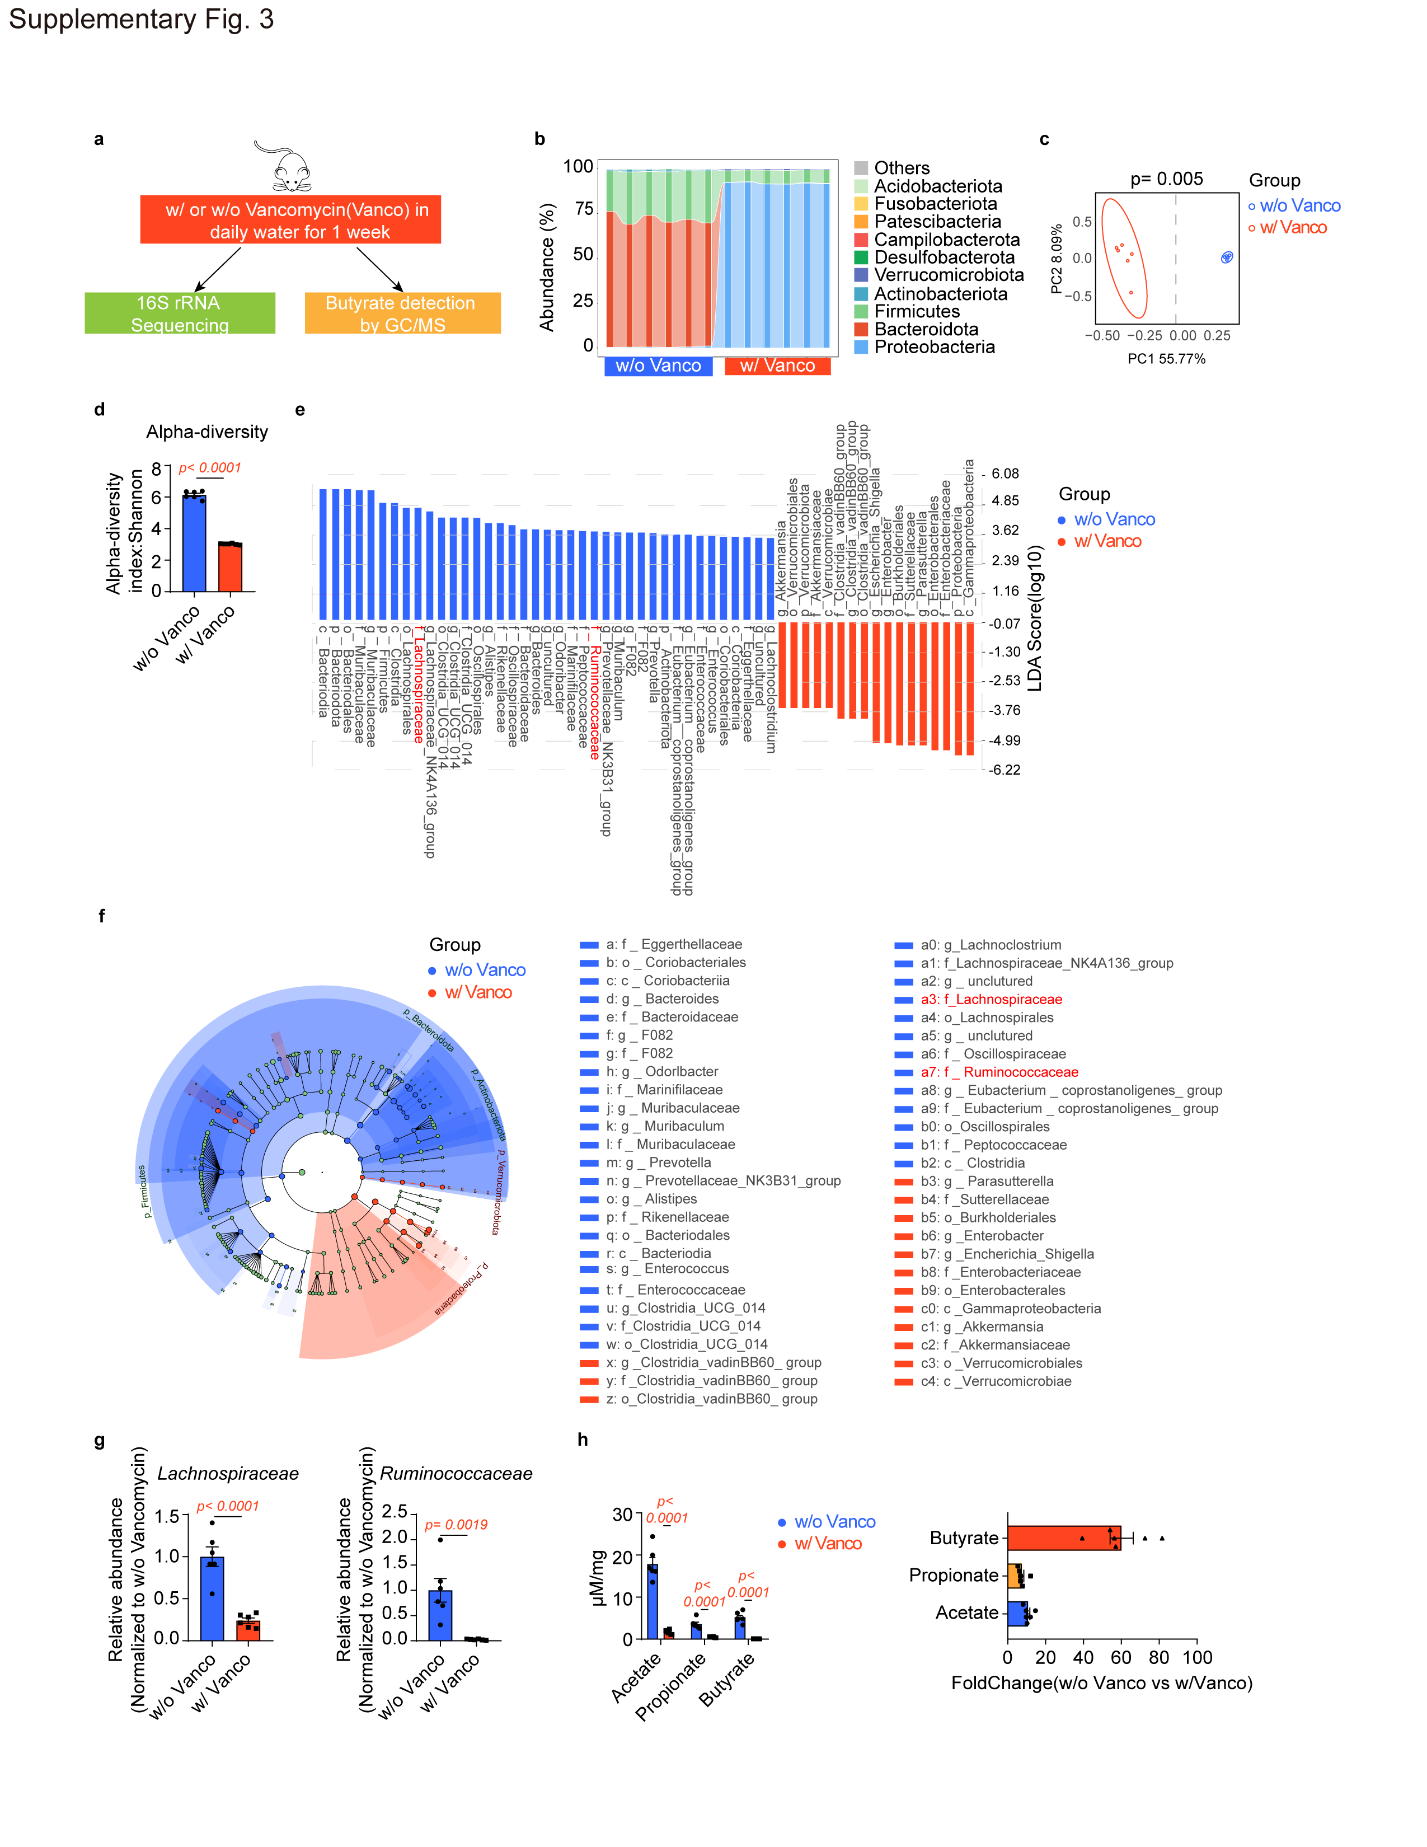
**

**Supplementary Fig. 3.** Butyrate-producing bacteria and butyrate were efficiently depleted by vancomycin treatment. **a** Experimental scheme. Mice were received water with or without vancomycin for one week. Stools and cecal contents were collected for 16S rRNA sequence and butyrate detected by GC/MS, respectively. **b** Relative abundance at phylum level of the 10 most abundant phyla in the stool of control and vancomycin-treated mice. (n=6/group) **c** Principal coordinate analysis (PcoA) of the bacterial community structure from control and vancomycin-treated mice. (n=6/group) **d** Shannon diversity index representing the alpha diversity of the bacterial community at the OTU level in the control and vancomycin-treated mice. (n=6/group) **e-f** LEfSe charts and cladogram identified the microbes whose abundances significantly differed between control and vancomycin-treated mice. (LDA score >2 & pValue<0.5) **g** qPCR for the verification of two main butyrate-producing bacteria. (n=6/group) **h** GC/MS was used to measure the levels of acetate, propionate, and butyrate in the cecal contents of mice (left panel), as well as the fold changes in different SCFAs between the two groups were shown (right panel). (n=6/group) Representative of at least two independent experiments (**g-h**). Data represent mean ± SEM and are analyzed by unpaired t test (**d,** **g-h**).

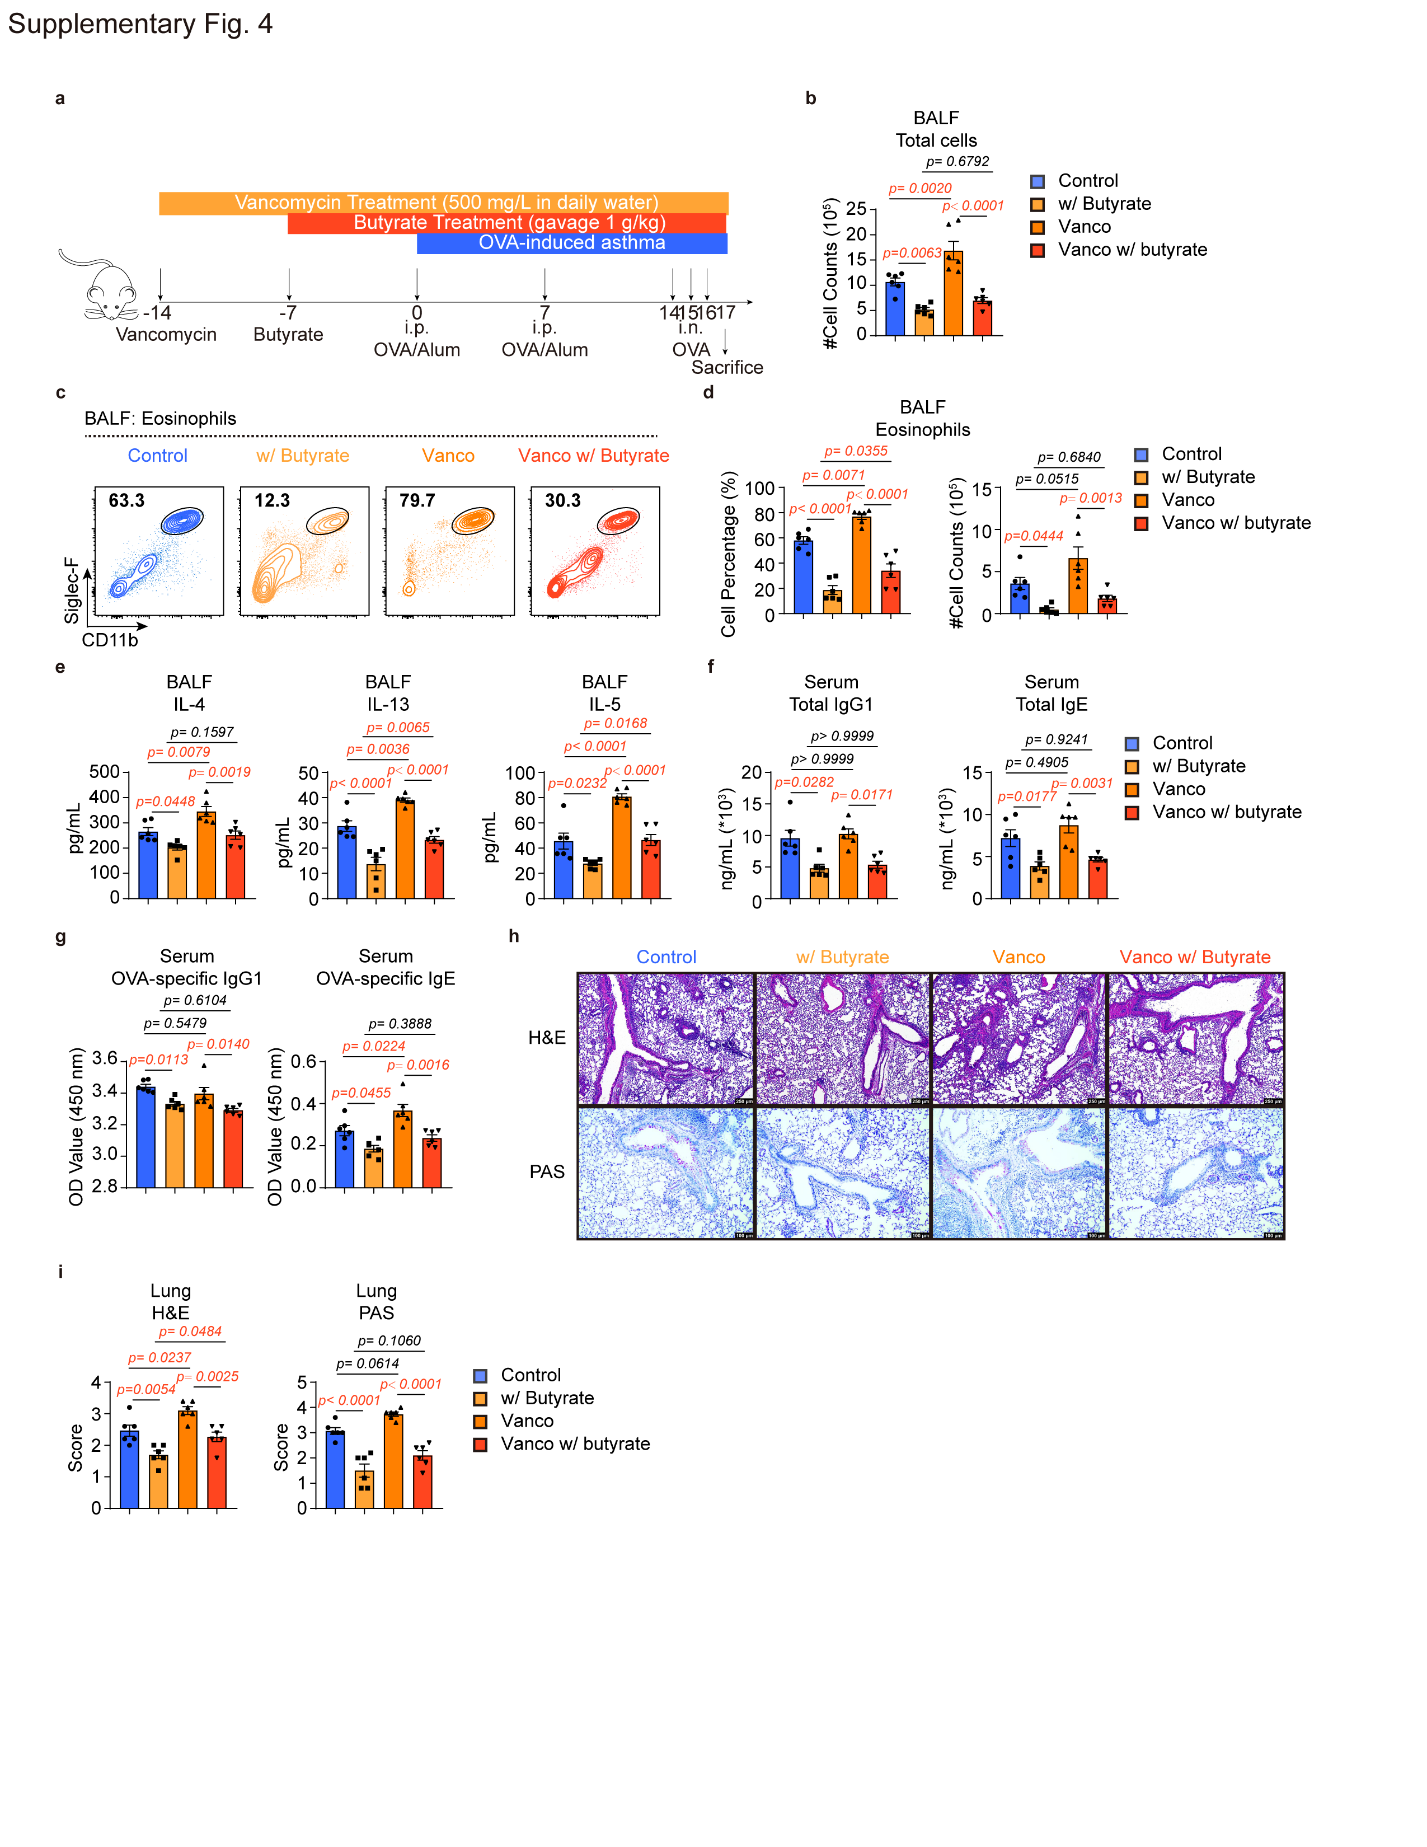

**Supplementary Fig. 4.** Depletion of endogenous butyrate exacerbates asthma progression. **a** Experimental scheme. Two weeks prior to the induction of asthma, vancomycin was utilized and throughout the experiment period. After 1 week treatment of vancomycin, mice were oral gavage daily with sodium butyrate or saline and throughout the duration of the experiment. **b** Total cell counts in BALF. (n=6/group) **c-d** Flow cytometry analysis of the frequencies of eosinophils in BALF. Representative plots (**c**) and statistical results (**d**) were shown. (n=6/group). **e** IL-4, IL-13, and IL-5 levels in BALF were determined by ELISA. (n=6/group) **f** Total IgG1 and IgE levels in serum. (n=6/group) **g** OVA-specific IgG1 and IgE levels in serum. (n=6/group) **h** Representative H&E and PAS staining of lung sections and pathological score was shown in (**i**). Scale bars represent 250 μm. (n=6/group) Each symbol represents one mouse. Representative of three independent experiments was shown and represent mean ± SEM analyzed by one-way ANOVA/nonparametric test (**b-g, i**).

**
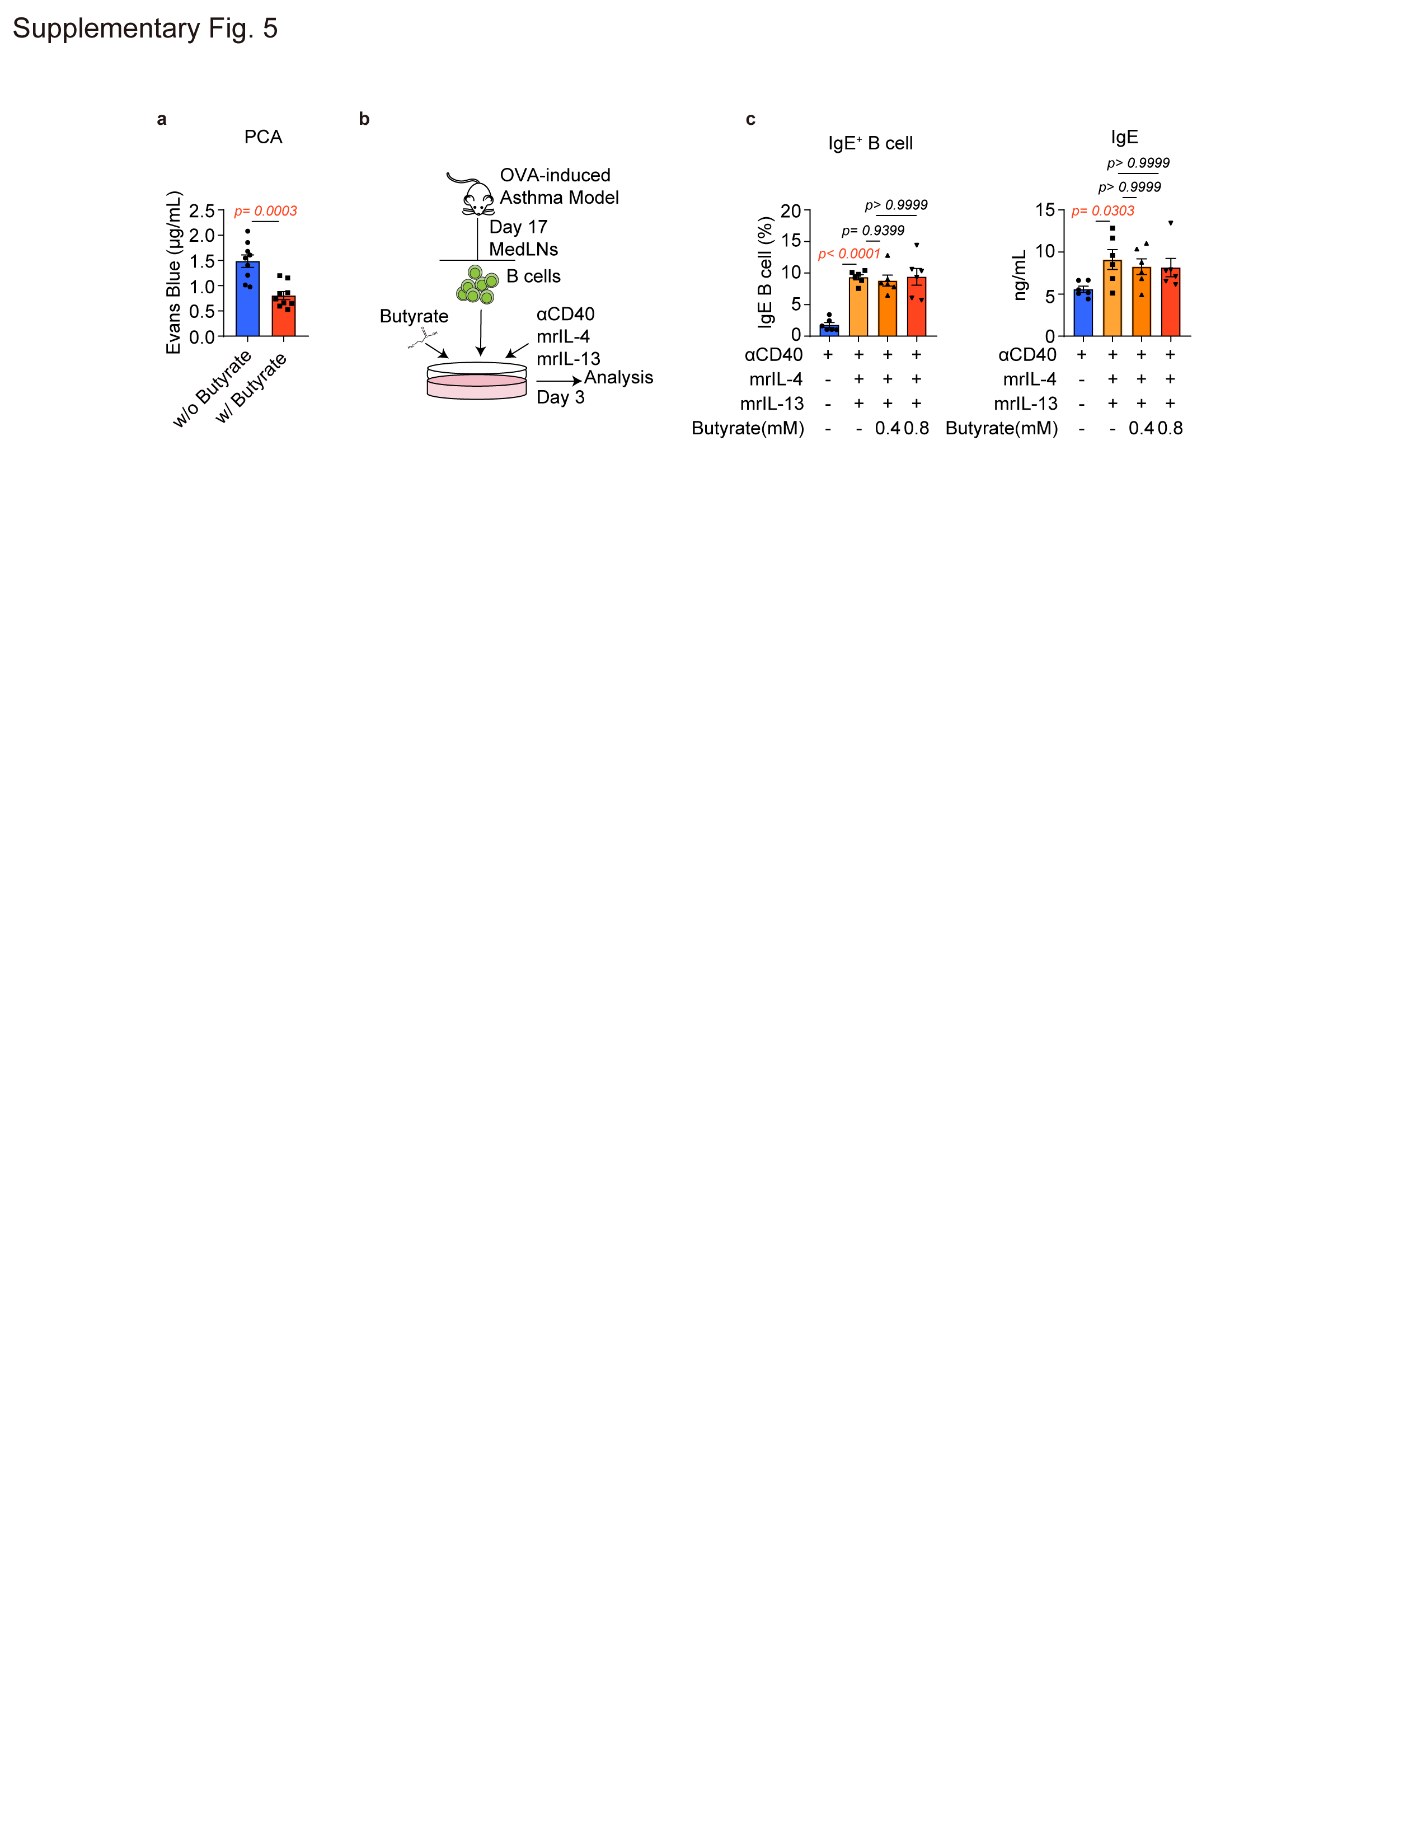
**

**Supplementary Fig. 5**. Butyrate indirectly affect IgE production. **a** Passive cutaneous anaphylaxis (PCA) assays were performed for the quantification of anaphylactic IgE using Evans Blue. (n=9/group) **b** Experiment scheme for (**c**). B cells were sorted from asthma model’s MedLNs and cultured with mrIL-4, mrIL-13 and anti-mouse CD40 in the absence or presence of butyrate (0.4 mM or 0.8 mM) for 3 days. **c** Flow cytometry and ELISA were performed for the detection of IgE^+^ B cells (left) and IgE levels (right) in the supernatant, respectively. Data were pooled from two (**c**) or three (**a**) independent experiments. Data represent mean ± SEM analyzed by unpaired t test (**a**) and one way ANOVA/nonparametric test (**c**).

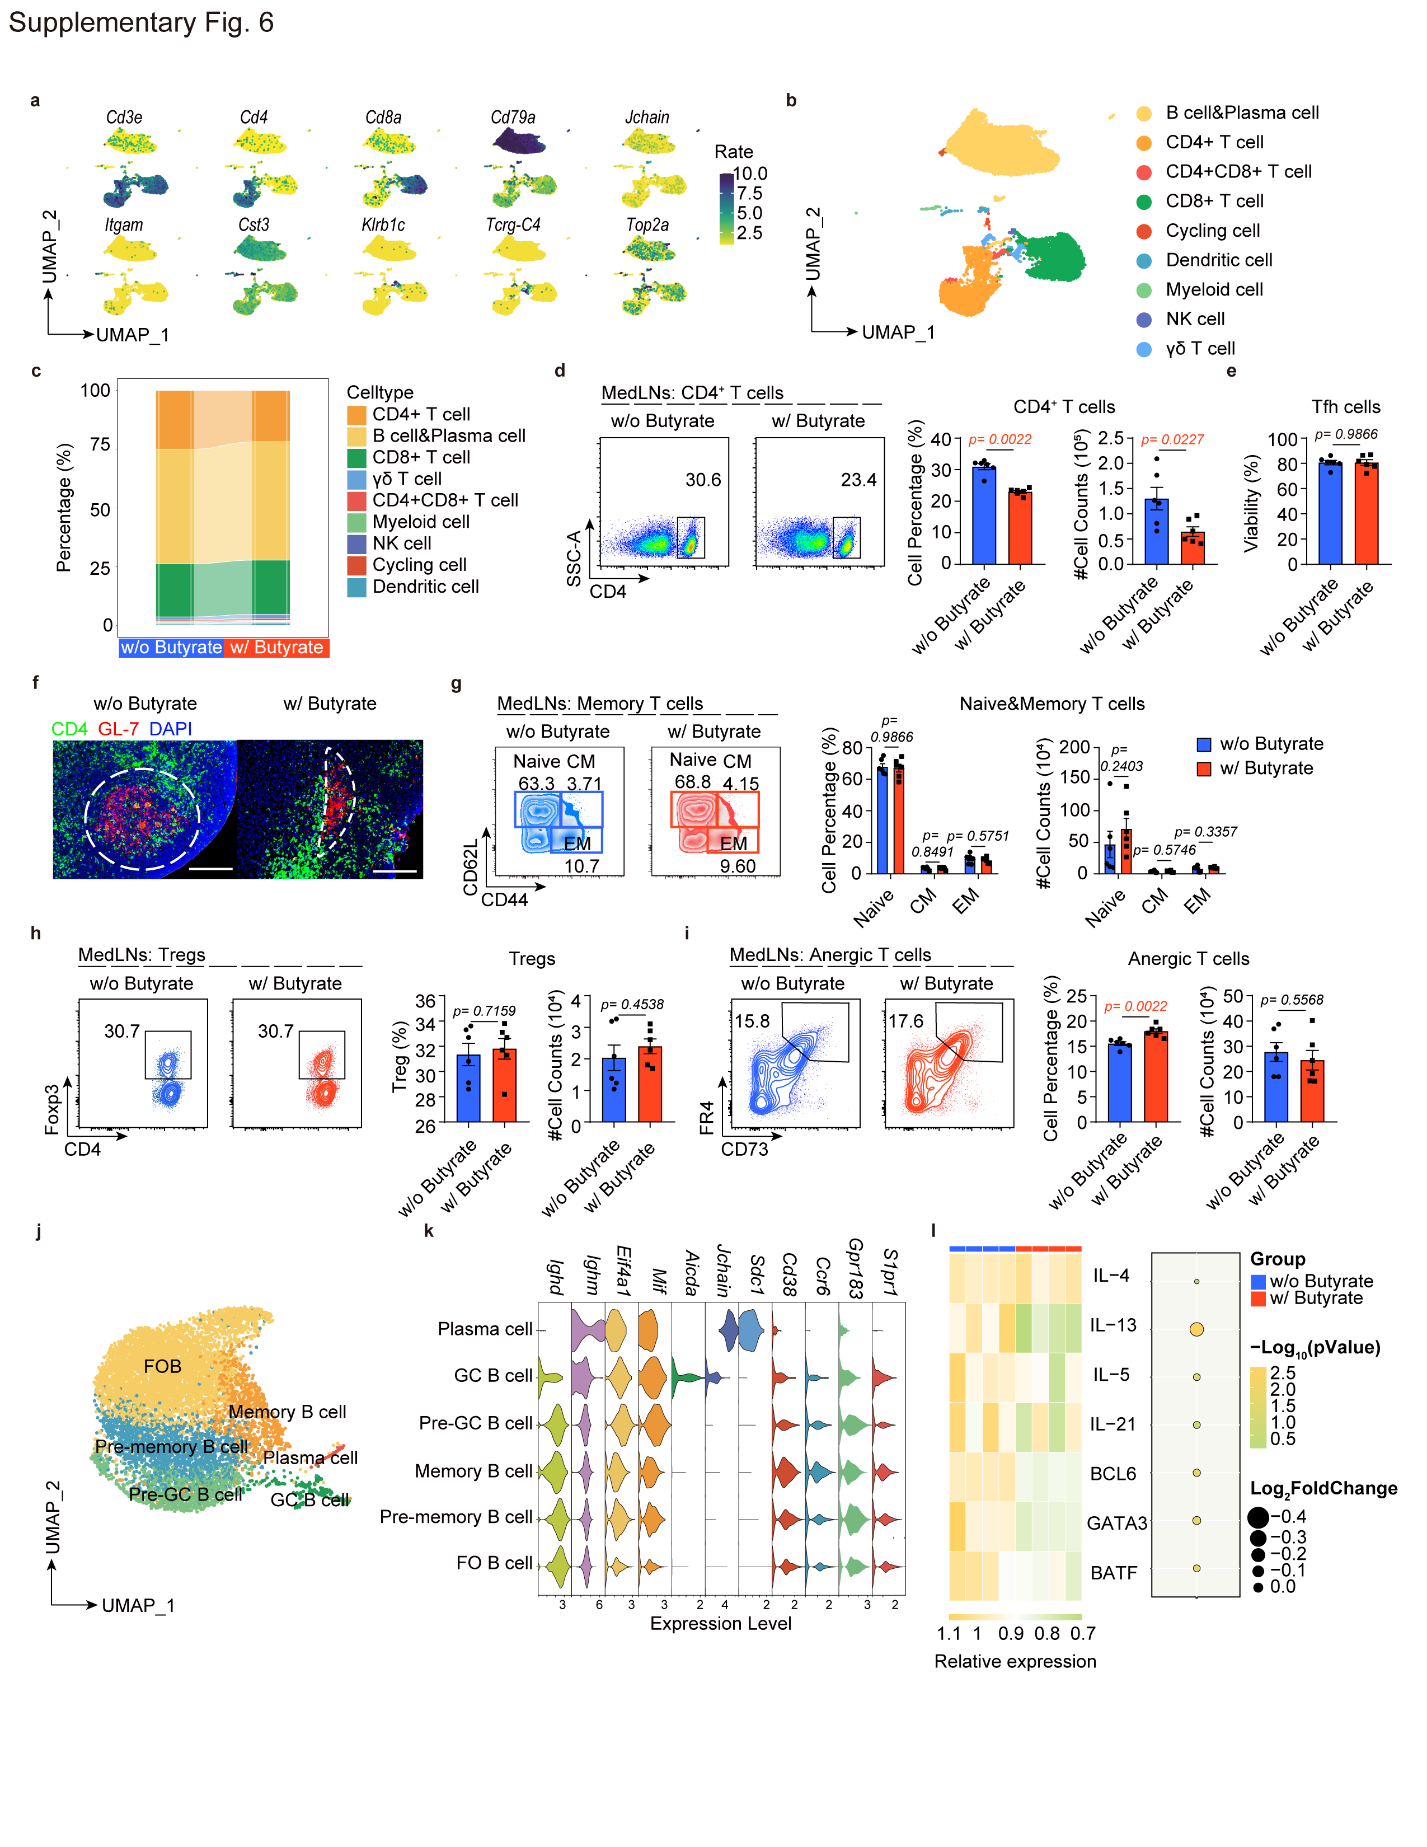

**Supplementary Fig. 6.** The effect of butyrate on different CD4^+^ T cells. **a** Selected feature genes of each cluster were shown by Uniform manifold approximation and projection (UMAP). **b** UMAP of total cell clusters. **c** Bar charts represent the proportion of each cluster in w/o Butyrate and w/ Butyrate groups. **d** Flow cytometry analysis of the frequencies and numbers of CD4^+^ T cells in MedLNs. Representative plots (left) and statistical results (right) were shown. (n=6/group) **e** Flow cytometry analysis of the viability of Tfh cells in MedLNs. Statistical results were shown. (n=6/group) **f** Representative immunofluorescent images of MedLN GCs from w/o Butyrate and w/ Butyrate groups stained for CD4 (Green), GL-7 (Red) and DAPI (Blue). Scale bars: 50 μm **g** Representative flow cytometry plots of naïve (CD62L^+^CD44^-^), central memory (CD62L^+^CD44^+^) and effector memory (CD62L^-^CD44^+^) CD4^+^ T cells (left) and statistical results (right) were shown. (n=6/group) **h** Flow cytometry analysis of the frequencies and numbers of Tregs in MedLNs. Representative plots (left) and statistical results (right) were shown. (n=6/group) **i** Flow cytometry analysis of the frequency of anergic T cells in MedLNs. Representative plots (left) and statistical results (right) were shown. (n=6/group) **j-k** UMAP of B cell clusters (**j**) and selected feature genes in each B cell cluster (**k**). **l** Flow cytometry analysis of the expression levels of key transcription factors (GATA3, BATF, BCL6) and cytokines (IL21, IL4, IL5, IL13) in Tfh cells from butyrate-treated versus control mice. The relative expression was shown. (n=4/group) Representative of three independent experiments **(d-i, l)** was shown. Data represent mean ± SEM analyzed by unpaired t test/ nonparametric test (**d-e, g-i, l**).

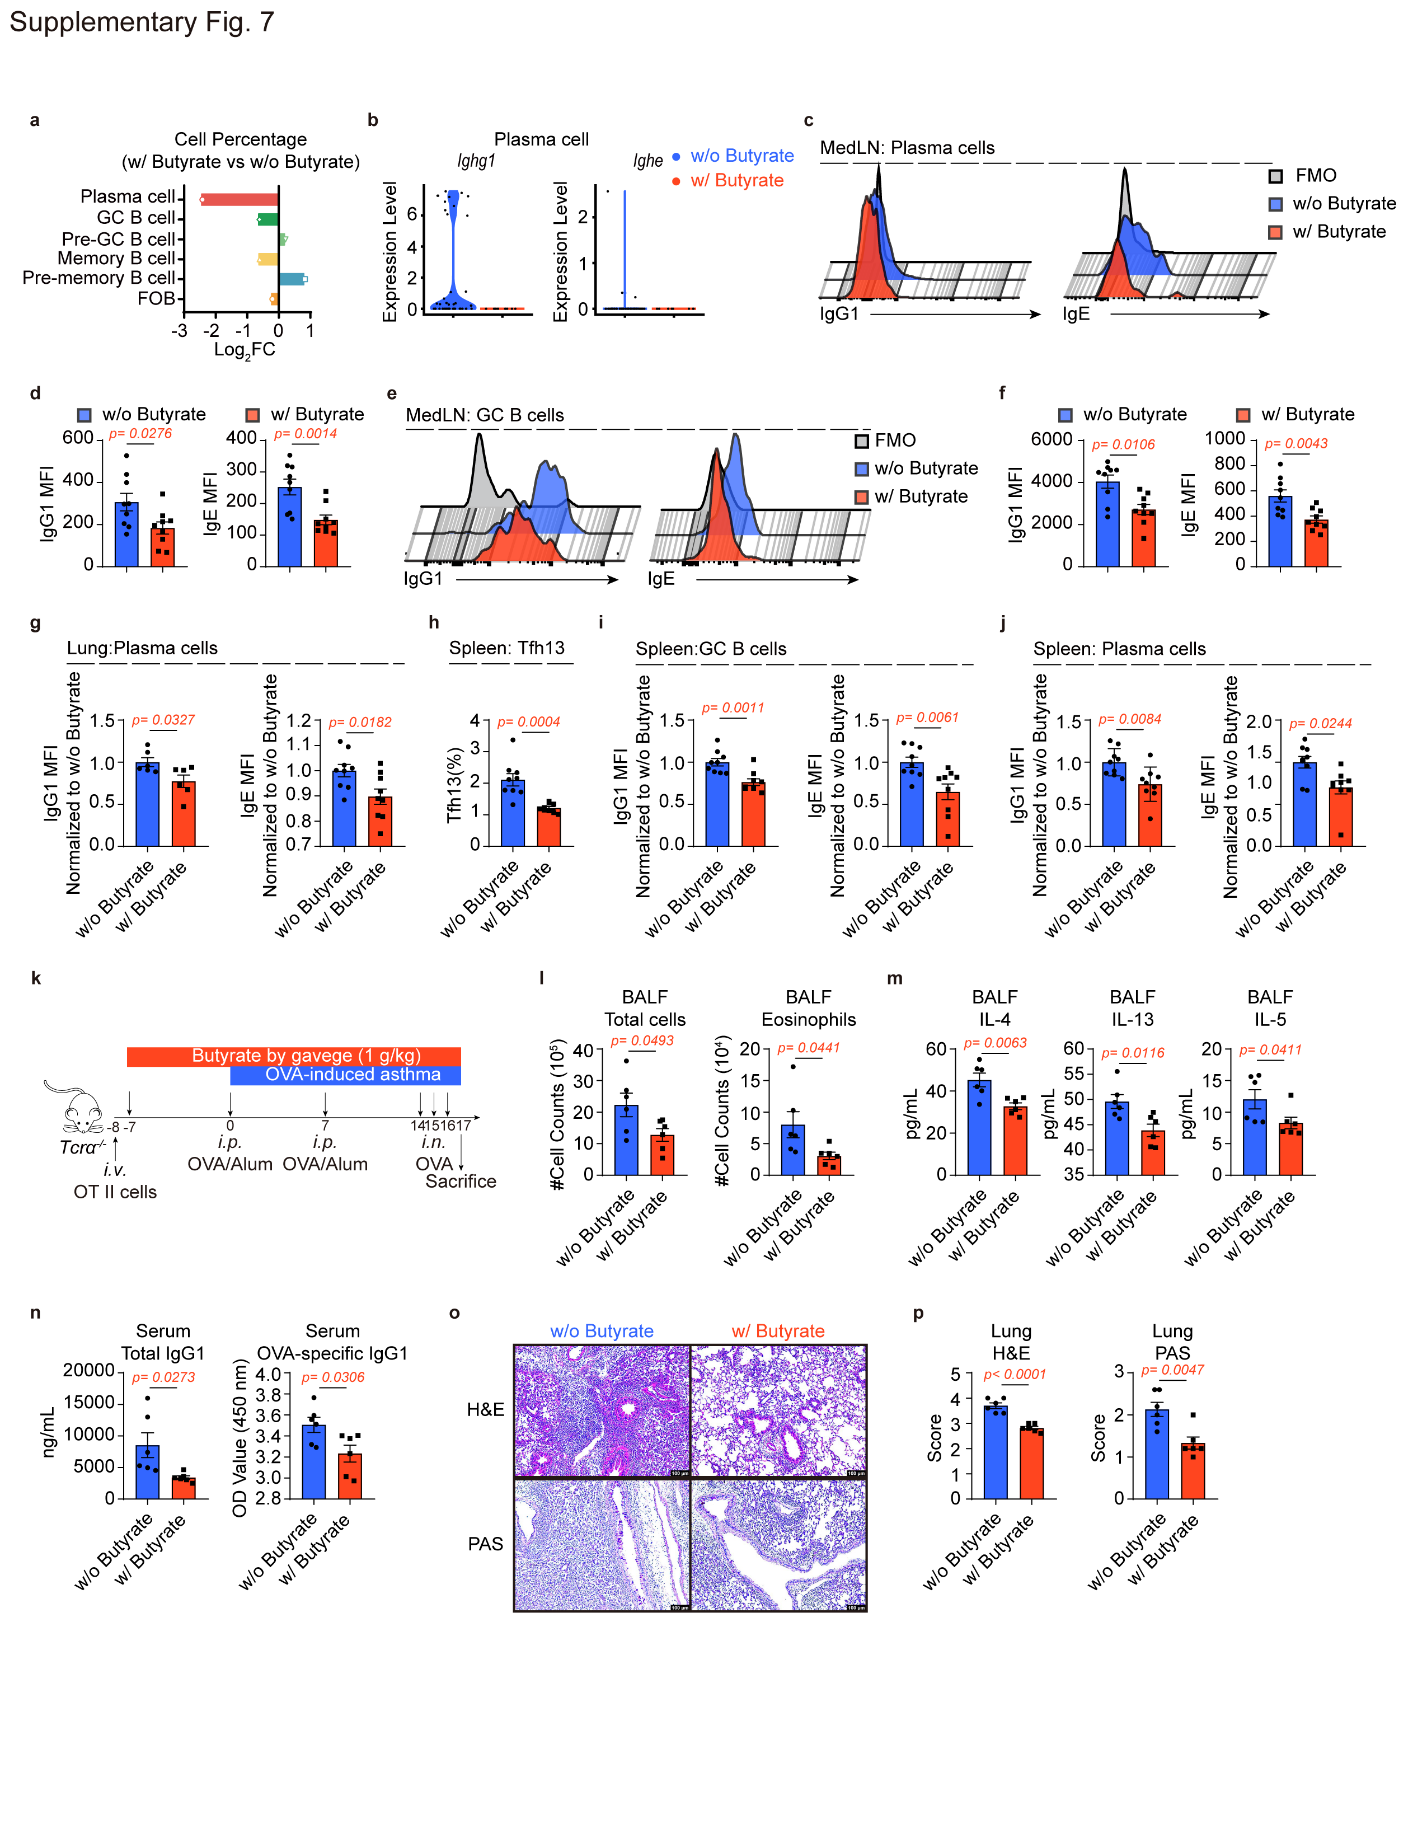

**Supplementary Fig. 7.** Impact of butyrate supplementation on B cell alterations and asthma progression in OT2 mouse model. **a** The changes in different B cell clusters (w/ Butyrate vs w/o Butyrate). **b** The *Ighg1* and *Ighe* expression levels in plasma cells of w/o Butyrate and w/ Butyrate group. **c-f** Flow cytometry analysis of the MFI of IgG1 and IgE in plasma cells and GC B cells from w/o Butyrate and w/ Butyrate group. **c** Representative histogram of IgG1 and IgE MFI in plasma cells. **d** Statistical results. (n=9/group) **e** Representative histogram of IgG and IgE MFI in GC B cells. **f** Statistical results. (n=9/group) **g** Statistical results of IgG1 and IgE MFI in the lung plasma cells from w/o Butyrate and w/ Butyrate group. (n=6-9/group) **h-j** Systemic immunity was evaluated using spleens through flow cytometry for the analysis of Tfh13, GC B and plasma cells. **h** Statistical results of the frequency of Tfh13 cells. **i** Statistical results of IgG1 and IgE MFI in GC B cells. (n=9/group) **j** Statistical results of IgG1 and IgE MFI in plasma cells. (n=9/group) **k** Experiment scheme. OT II cells were adoptively transferred into *Tcrα^-/-^* mice before butyrate administration, and then 1 week prior to the induction of asthma, butyrate by oral gavage was performed and throughout the duration of experiment. **l** Total cell and eosinophil counts in BALF. (n=6/group) **m** IL-4, IL-13 and IL-5 levels in BALF. (n=6/group) **n** Total and OVA-specific IgG1 levels were quantified using ELISA. (n=6/group) **o** Representative H&E and PAS staining of lung sections and pathological score was shown in (**p**). Scale bars represent 100 μm. (n=6/group) Data were pooled from at least two independent experiments (**d, f-j**). Representative of two independent experiments was shown in (**k-p**). Data represent mean ± SEM analyzed by unpaired t test/ nonparametric test (**d, f, g-j, l-n, p**).

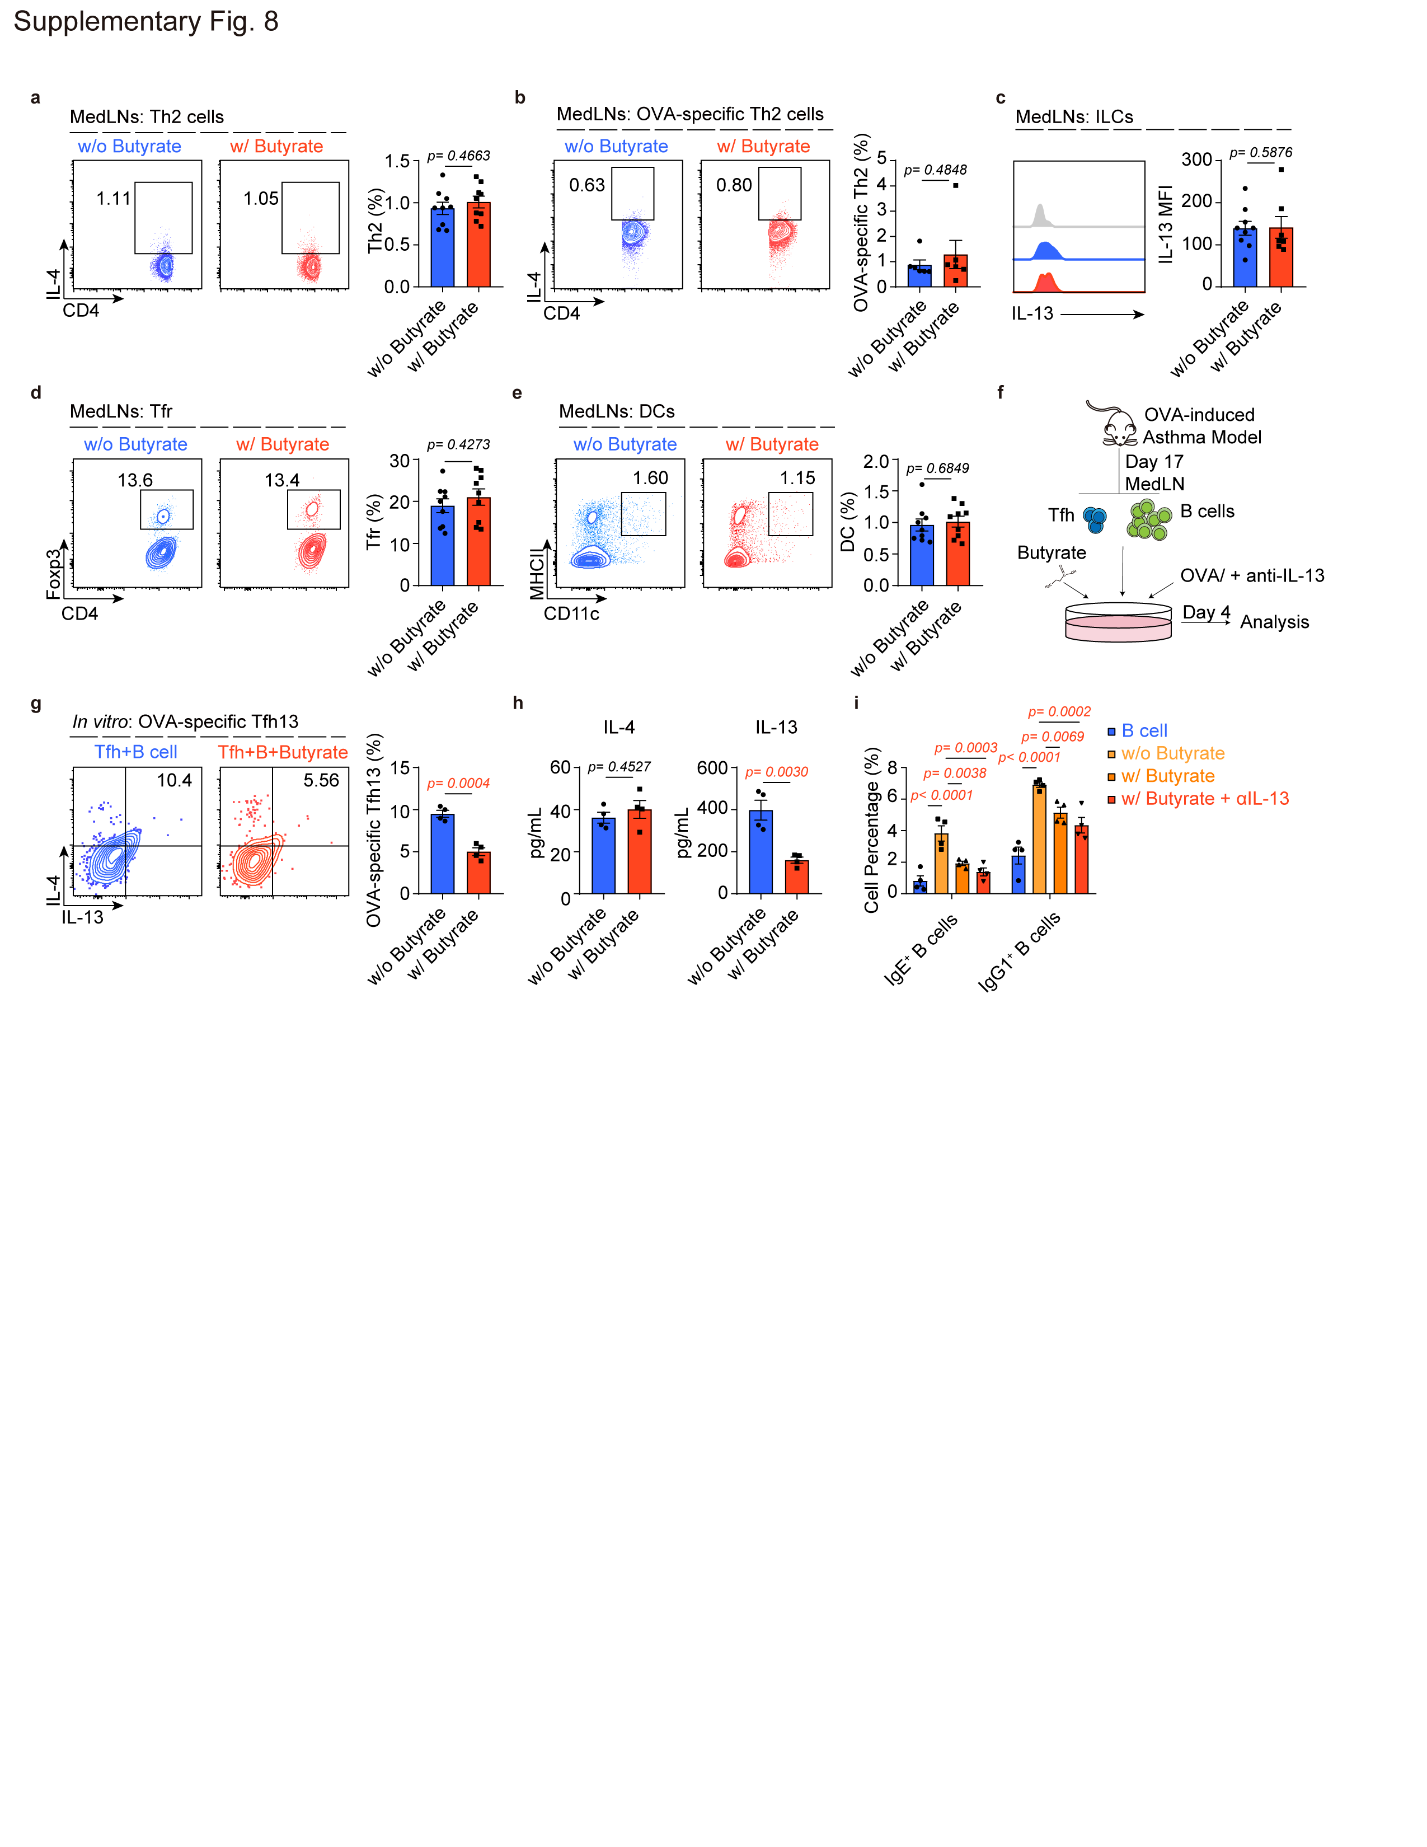

**Supplementary Fig. 8.** Changes in other immune cells in w/ Butyrate group versus w/o Butyrate group. **a** Representative flow cytometry plots of Th2 cells from w/o Butyrate and w/ Butyrate group (left) and statistical results (right) were shown. (n=9/group) **b** Representative flow cytometry plots of OVA-specific Th2 cells from w/o Butyrate and w/ Butyrate group (left) and statistical results (right) were shown. (n=6/group) **c** Representative flow cytometry histogram of IL-13 MFI in ILCs from w/o Butyrate and w/ Butyrate group (left) and statistical results (right) were shown. (n=7-9/group) **d** Representative flow cytometry plots of Tfr from w/o Butyrate and w/ Butyrate group (left) and statistical results (right) were shown. (n=9/group) **e** Representative flow cytometry plots of DC cells from w/o Butyrate and w/ Butyrate group (left) and statistical results (right) were shown. (n=9/group) **f** Experimental scheme for (**g-h**). CD4^+^CD19^-^PD-1^+^CXCR5^+^ Tfh cells and CD19^+^CD4^-^ B cells were sorted from OVA-induced asthma models and were cocultured with or without butyrate/anti-IL-13 mAb in the presence of OVA (40 μg/mL) for 4 days. **g** Representative flow cytometry plots of OVA-specific Tfh13 in w/o Butyrate and w/ Butyrate group (left) and statistical results (right) were shown. The cells were gated on Live CD4^+^I-A_b_ OVA_323-339_ Tetramer^+^ cells. **h** IL-4 and IL-13 levels in the supernatants were detected by ELISA.  **i** Statistical results of IgG1^+^ and IgE^+^ B cells in B cell group, Tfh + B group, Tfh+ B+ butyrate group as well as Tfh + B + anti-IL-13 mAb group. Each symbol represents one sample. 10-12 mice were pooled for one sample. (n=4/group) Data were pooled from at least two independent experiments (**a-e**). Representative of three independent experiments was shown in (**g-i**). Data represent mean ± SEM analyzed by unpaired t test/ nonparametric test (**a-e, g-h**) and two-way ANOVA (**i**).

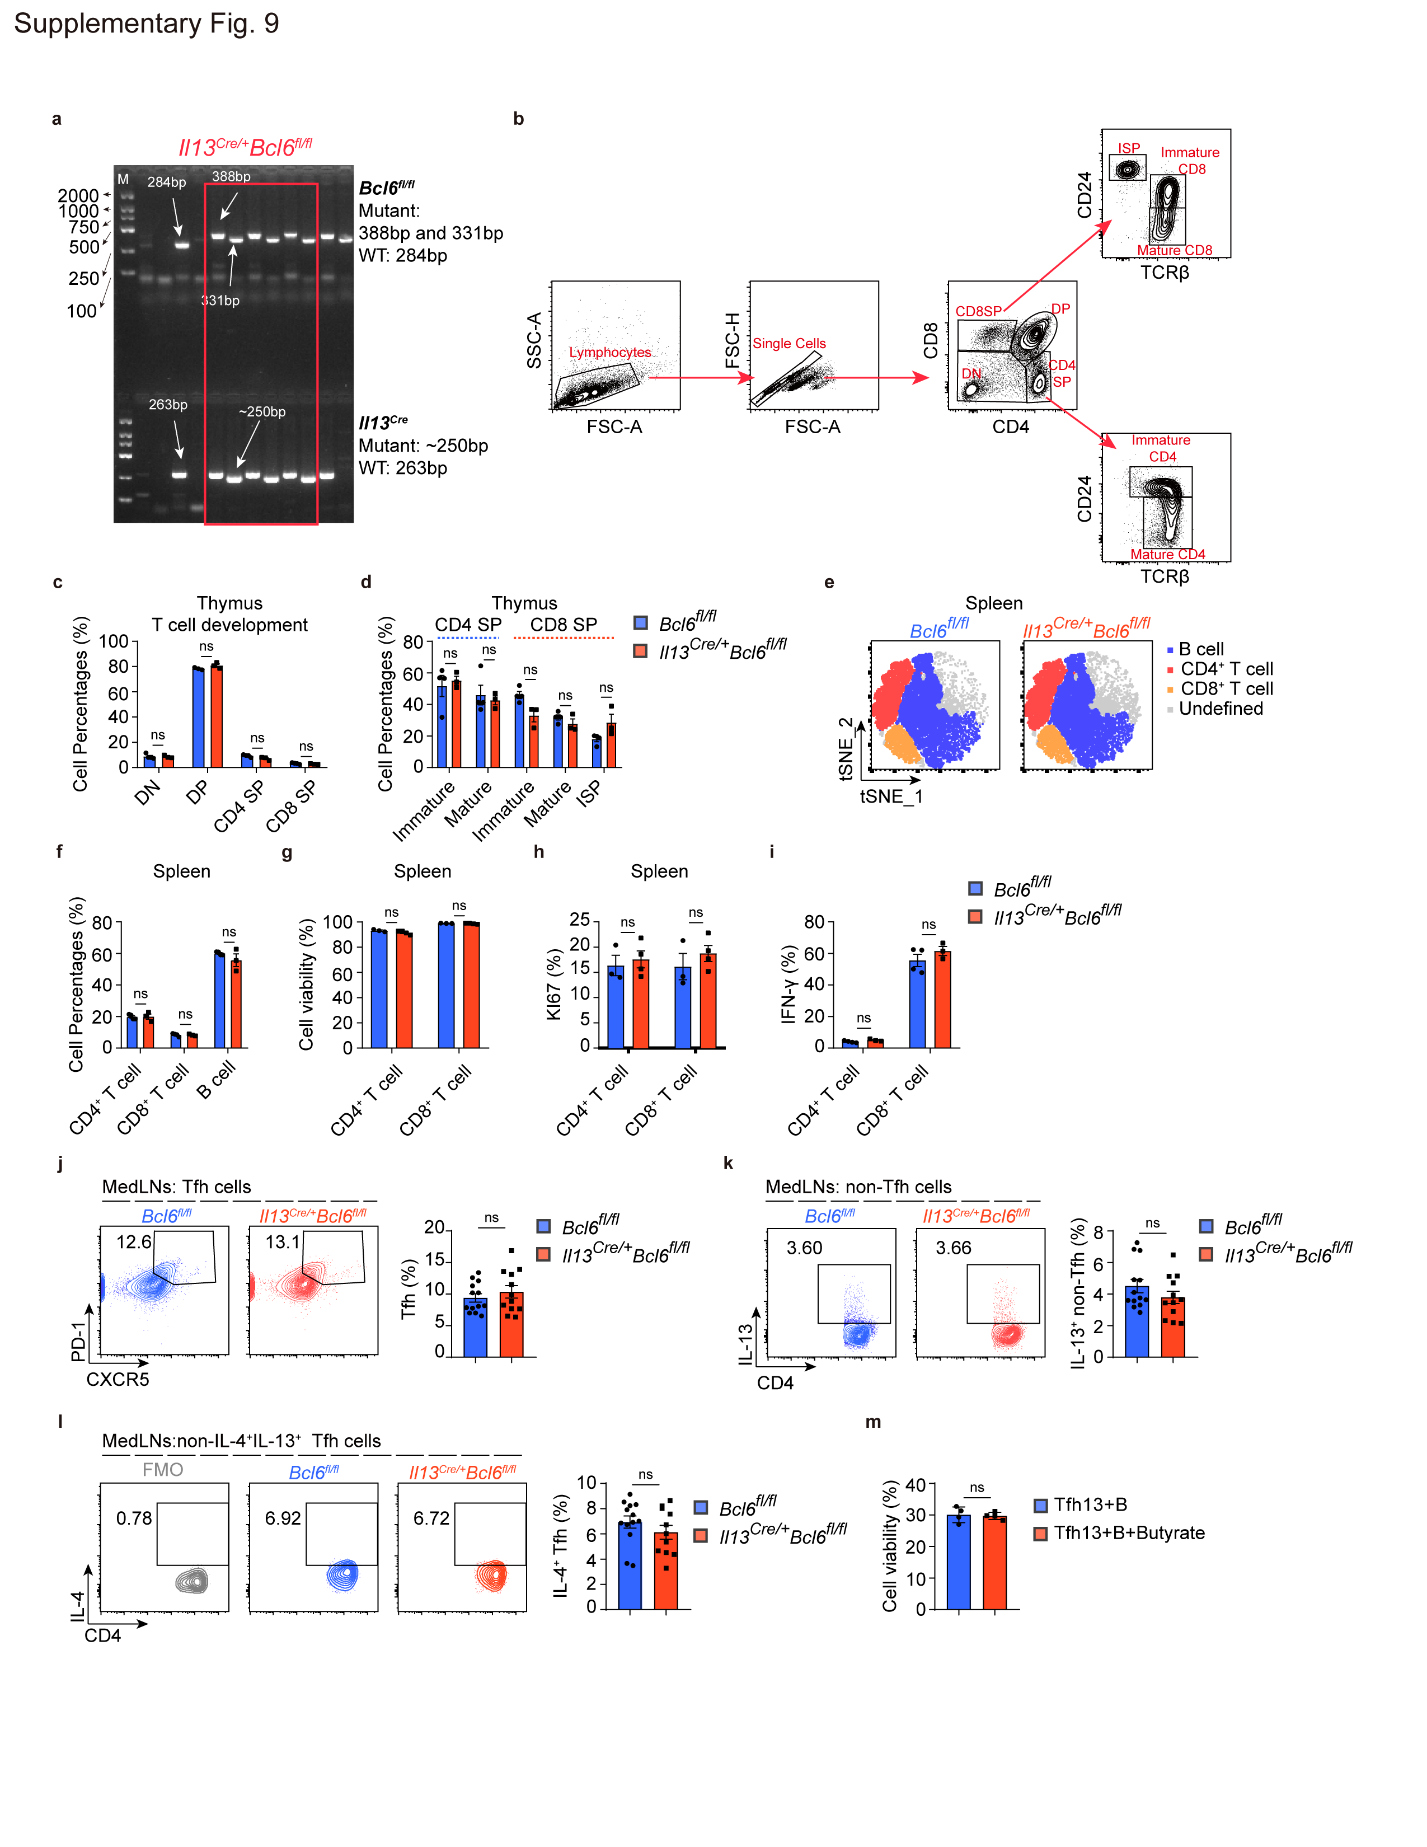

**Supplementary Fig. 9.** Tfh13 conditional knockout and its effect on T cell development and function. **a** The genotyping of *Il13^cre/+^Bcl6^fl/fl^* mice were performed using polymerase chain reaction (PCR). **b** Scheme of flow cytometry analysis of T cell development in thymus from *Bcl6^fl/fl^* and *Il13^cre/+^Bcl6^fl/fl^* mice. Statistical results were shown in (**c-d**). (n=3-4/group) **e** T-distributed Stochastic Neighbor Embedding (tSNE) of CD8^+^ T cells, CD4^+^ T cells and B cells in spleens from *Bcl6^fl/fl^* and *Il13^cre/+^Bcl6^fl/fl^* mice. Statistical results were shown in (**f**). (n=3-4/group) **g-i** T cell viability (**g**), proliferation (**h**) and function (**i**) were determined by flow cytometry and statistical results were shown. (n=3-4/group) **j** Representative flow cytometry plots of Tfh cells in the MedLNs from asthmatic *Bcl6^fl/fl^* and *Il13^cre/+^Bcl6^fl/fl^* mice (left) and statistical results (right) were shown. (n=12-13/group) **k** Representative flow cytometry plots of IL-13^+^ non-Tfh cells in MedLNs from asthmatic *Bcl6^fl/fl^* and *Il13^cre/+^Bcl6^fl/fl^* mice (left) and statistical results (right) were shown. (n=12-13/group) **l** Representative flow cytometry plots of IL-4^+^ Tfh cells in MedLNs from asthmatic *Bcl6^fl/fl^* and *Il13^cre/+^Bcl6^fl/fl^* mice (left) and statistical results (right) were shown. (n=11-13/group) **m** The cell death was determined by flow cytometry and statistical results were shown. (n=4/group) Representative of at least two independent experiments was shown in (**c-d, f-i, m**). Data pooled from three independent experiments were shown in (**j-l**). Data represent mean ± SEM analyzed by unpaired t test/ nonparametric test (**j-m**) and two-way ANOVA (**c-d, f-i**).

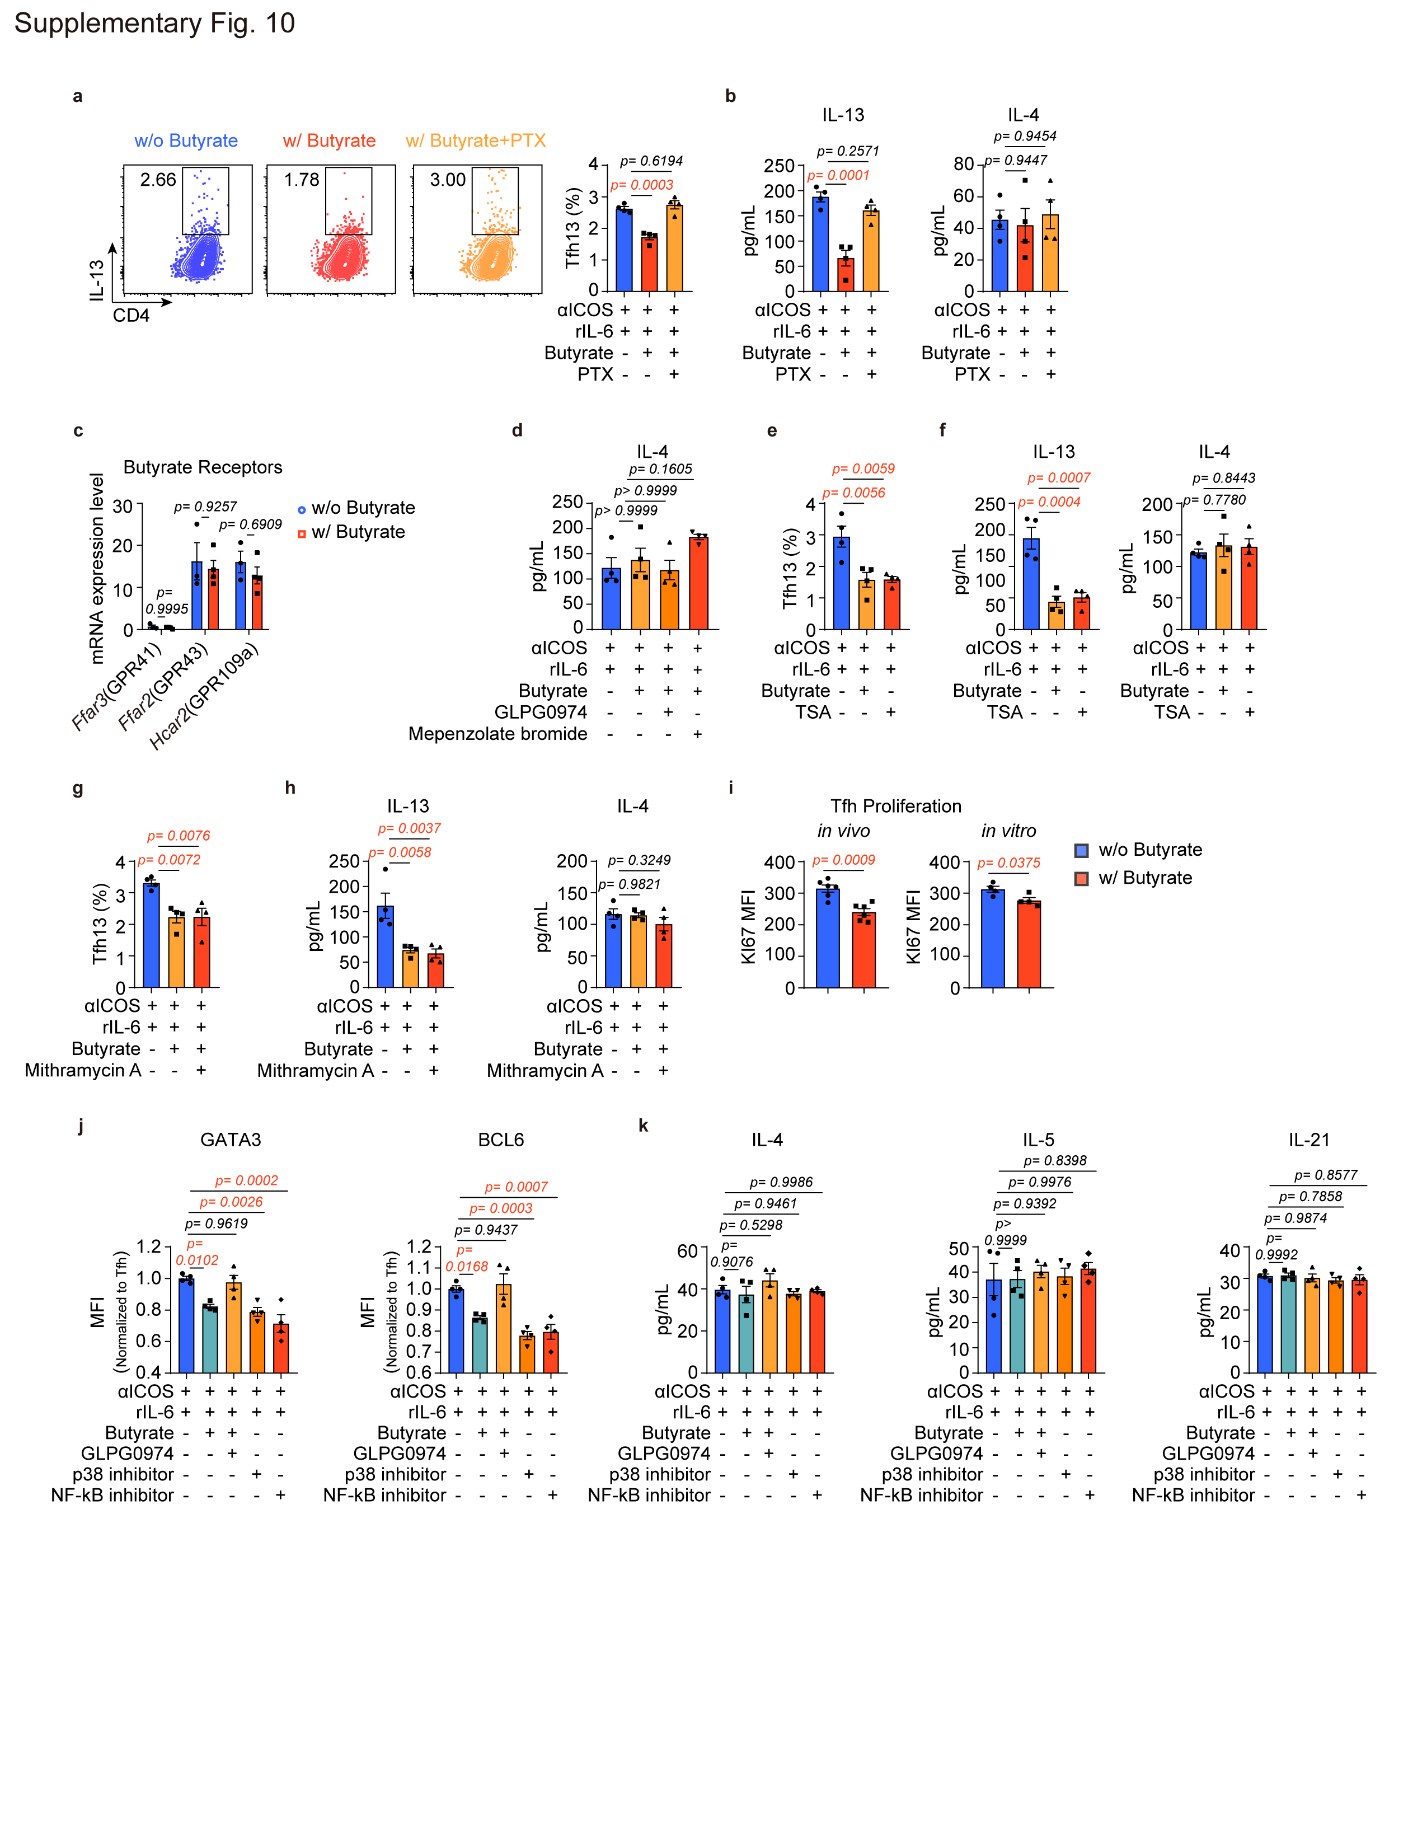

**Supplementary Fig. 10.** Butyrate inhibits Tfh13 function via GPR signaling independent of HDAC inhibition. **a-b** Tfh cells were sorted from MedLNs from asthma models and cultured *in vitro* with mrIL-6, anti-mouse ICOS mAb and anti-mouse CD3 mAb in the presence of butyrate or butyrate + Pertussis toxin (PTX). **a** Representative flow cytometry plots (left) of the frequency of Tfh13 cells. Statistical results (right) were shown. (n=4/group) **b** ELISA for IL-13 and IL-4 levels in cultured supernatant. (n=4/group) **c** qPCR for the expression of *Ffar2*, *Ffar3* and *Hcar2* mRNA levels. (n=3-4/group) **d** Tfh cells were sorted from MedLNs from asthma models and cultured *in vitro* with mrIL-6, anti-mouse ICOS mAb and anti-mouse CD3 mAb in the presence of butyrate, butyrate + GLPG0974 or butyrate + Mepenzolate bromide. ELISA for IL-4 levels in cultured supernatant. (n=4/group) **e-f** Tfh cells were sorted from MedLNs from asthma models and cultured *in vitro* with mrIL-6, anti-mouse ICOS mAb and anti-mouse CD3 mAb in the presence of butyrate or TSA. **e** Flow cytometry analysis of Tfh13 cells and statistical results were shown. (n=4/group) **f** ELISA for IL-13 and IL-4 levels in cultured supernatants. **g-h** Tfh cells were sorted from MedLNs from asthma models and cultured in vitro with mrIL-6, anti-mouse ICOS mAb and anti-mouse CD3 mAb in the presence of butyrate or butyrate + Mithramycin A. **g** Flow cytometry analysis of Tfh13 cells and statistical results were shown. (n=4/group) **h** ELISA for IL-13 and IL-4 levels in cultured supernatants. (n=4/group) **i** Flow cytometry analysis of the proliferation of the Tfh cells by assessing the expression of KI67 *in vivo* (left) and *in vitro* (right). Statistical results were shown. (n=4-6/group) **j-k** Tfh cells were sorted from MedLNs from asthma models and cultured *in vitro* with mrIL-6, anti-mouse ICOS mAb and anti-mouse CD3 mAb in the presence of butyrate, butyrate + GLPG0974, p38 MAPK inhibitor or NF-κB inhibitor.  **j** Flow cytometry analysis of GATA3 and BCL6 in cultured Tfh cells. Statistical results were shown. (n=4/group) **k** ELISA for IL-4, IL-5 and IL-21 levels in cultured supernatant. (n=4/group) Representative of at least two independent experiments was shown. Data represent mean ± SEM analyzed by one-way ANOVA/nonparametric test (**a, b, d-k**) and two-way ANOVA (**c**).

**
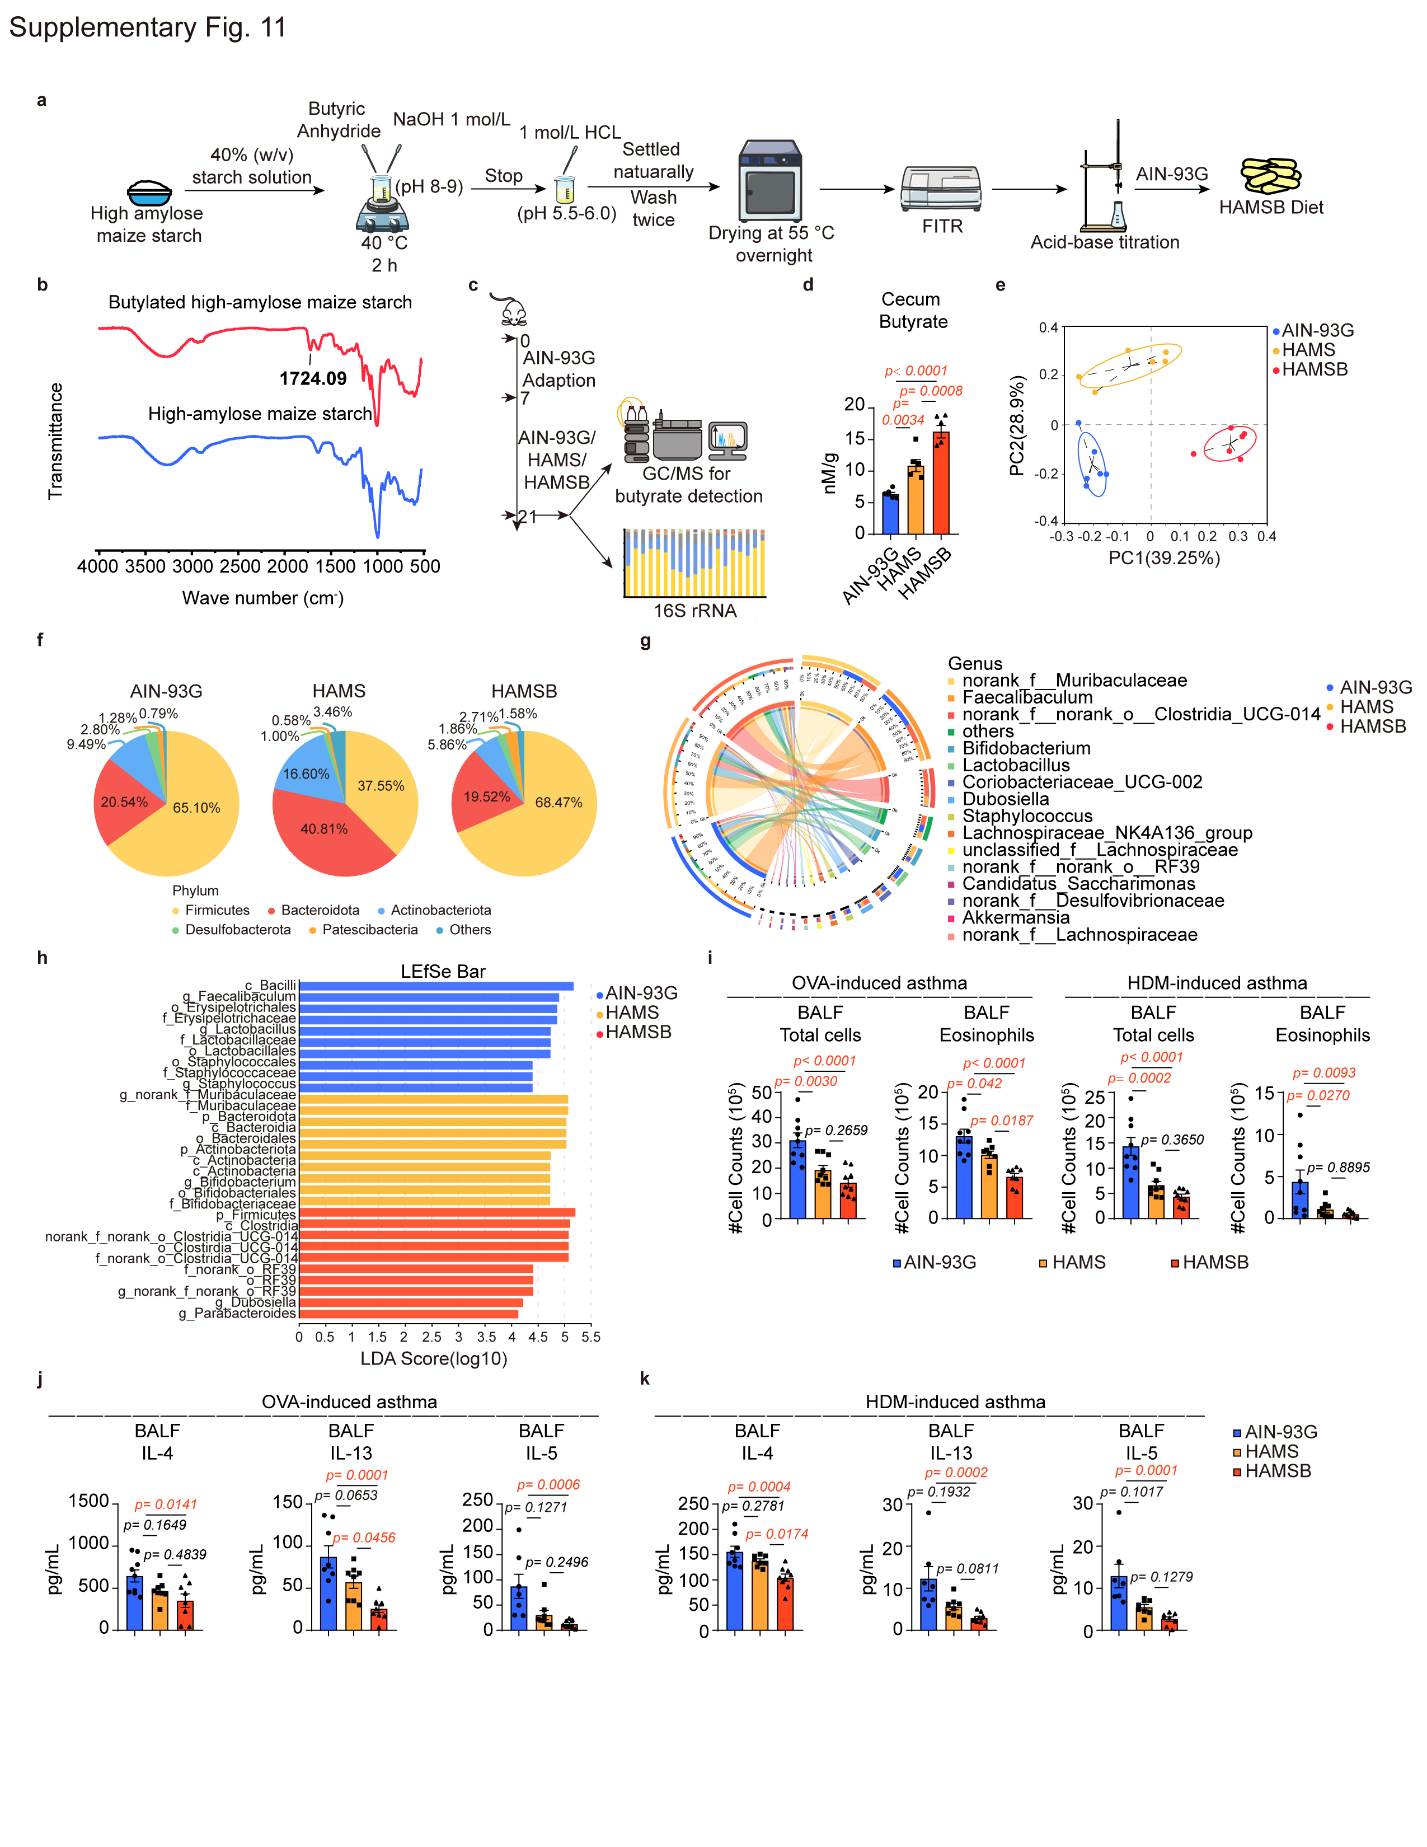
**

**Supplementary Fig. 11.** Production process of HAMSB diet and its effects on gut microbiota and airway inflammation. **a** The production process of HAMSB diet. **b** Fourier transform infrared spectrum (FTIR) spectra of high-amylose maize starch (HAMS) and butylated high-amylose maize starch (HAMSB). **c** Experimental scheme for (**d-h**). Under physiological conditions, mice were fed with AIN-93G diet (normal diet) for one week, and then randomly divided into three groups, one with AIN-93G diet, one with HAMS diet and one with HAMSB diet, for two weeks. The cecum and its contents were then collected for further microbiota and butyrate detection. (n=6/group) **d** The butyrate levels in cecum were determined by GC/MS. **e** PCoA of the bacterial community structure from AIN-93G, HAMS and HAMSB groups. **f** Pie charts represent the relative abundance of the bacterial community at the phylum level from AIN-93G, HAMS and HAMSB groups. **g** Chordal graph displays the relative abundance of the bacterial community at the genus level from AIN-93G, HAMS and HAMSB groups. **h** LEfSe charts shows the microbes whose abundances significantly differed among AIN-93G, HAMS and HAMSB groups. (Top 10 in each group) **i** Total cell and eosinophil counts in BALF of OVA-induced or HDM-induced asthma model from AIN-93G, HAMS and HAMSB groups. (n=8-9/group) **j** IL-4, IL-13 and IL-5 levels in BALF were determined by ELISA in OVA-induced asthma from AIN-93G, HAMS and HAMSB groups. (n=7-9/group) **k** IL-4, IL-13 and IL-5 levels in BALF were determined by ELISA in HDM-induced asthma from AIN-93G, HAMS and HAMSB groups. (n=7-9/group) Data were pooled from at least two independent experiments (**i-k**) or were representative of at least two independent experiments in (**b, d**). Data represent mean ± SEM analyzed by one-way ANOVA/ nonparametric test (**d, i-k**).

**
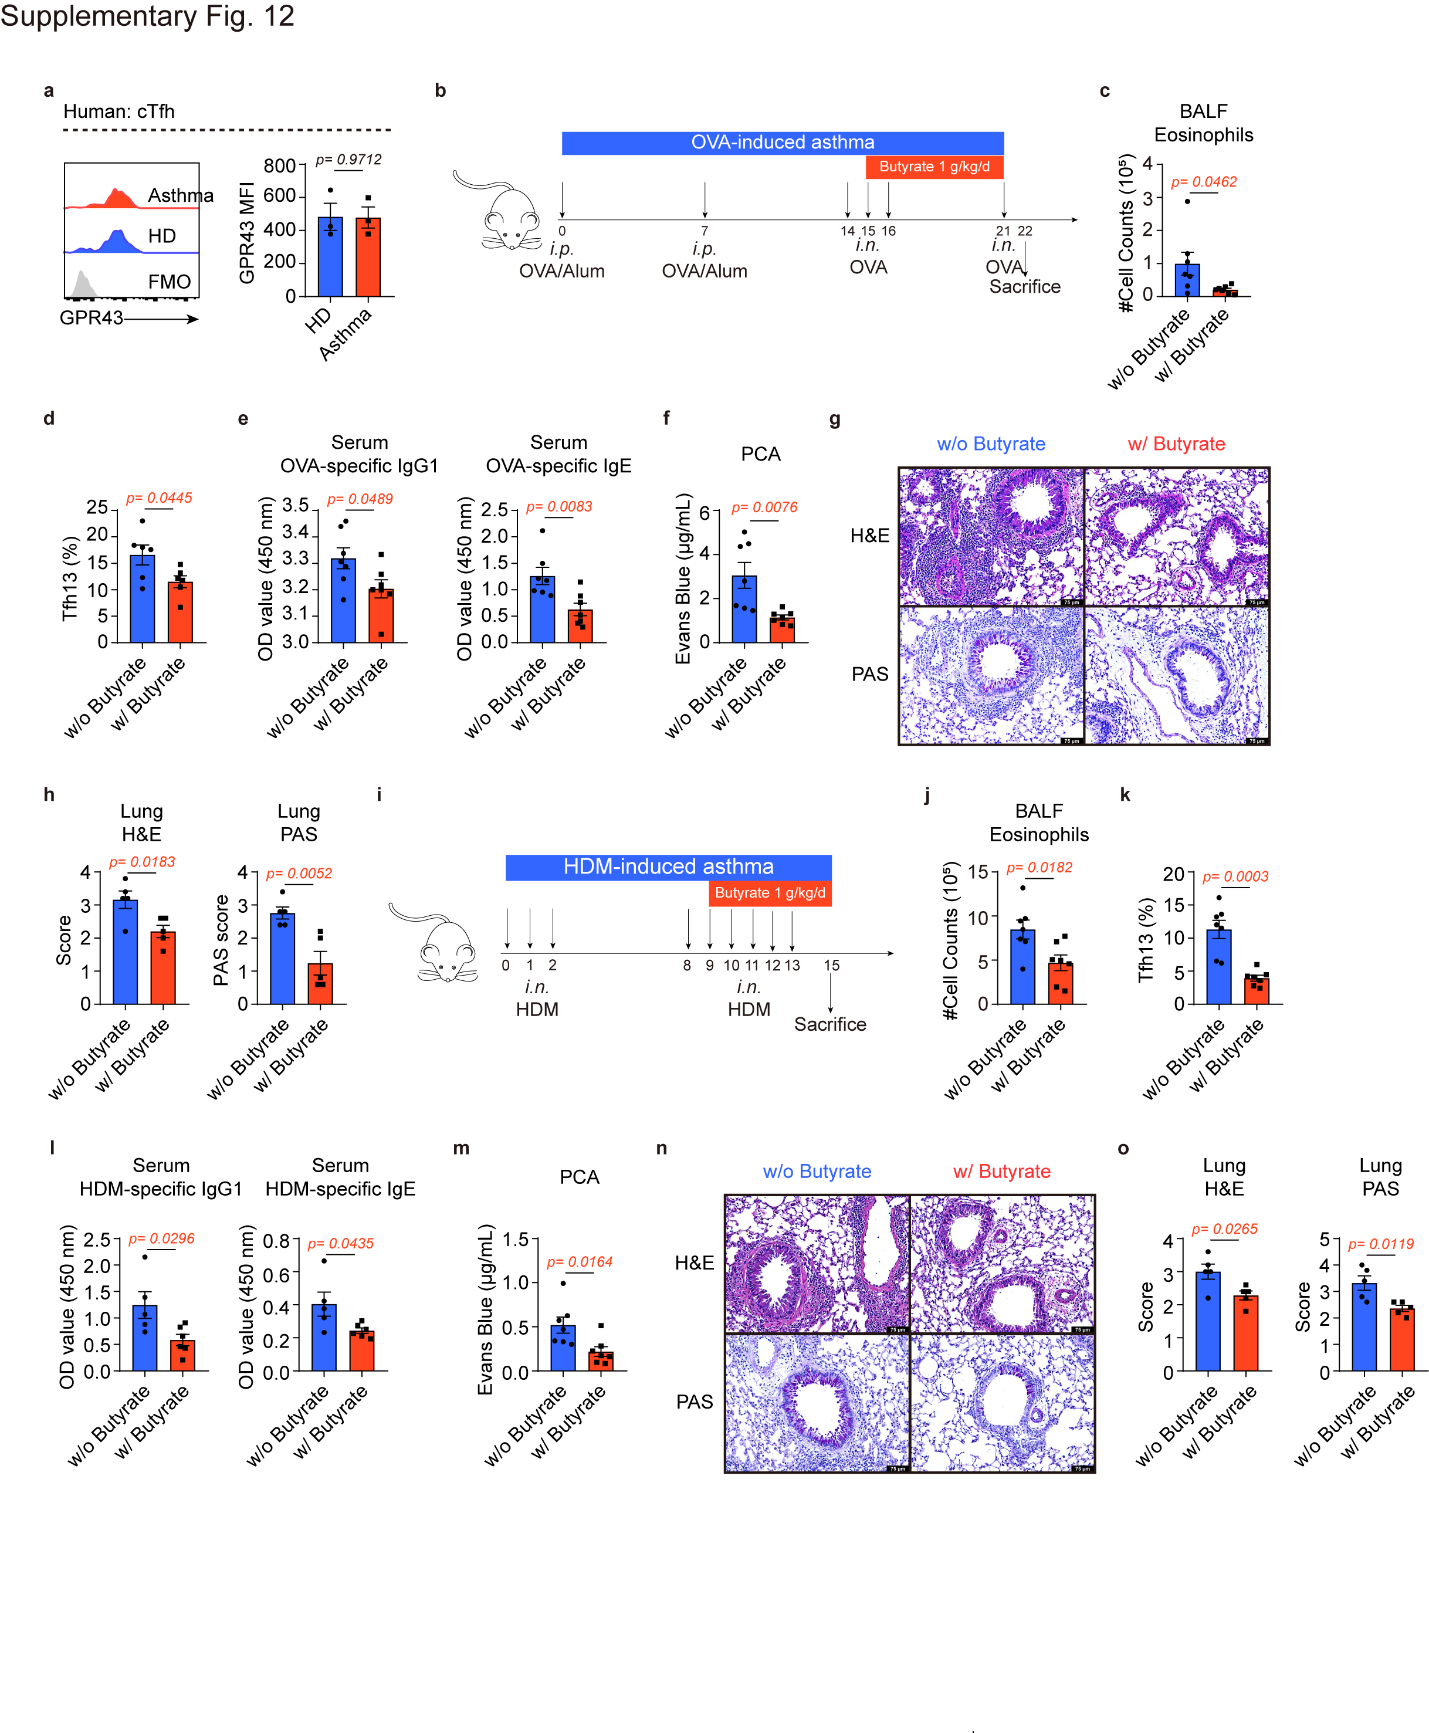
**

**Supplementary Fig. 12.** Butyrate has therapeutic effect on asthma. **a** The GPR43 expression was detected in cTfh cells from healthy donor and patients with asthma using flow cytometry. Representative histogram of GPR43 MFI (left) and statistical results (right) were shown. (n=3/group) **b** Experimental scheme. Butyrate by oral gavage 1 g/kg starts at the challenge stage of OVA-induced asthma model for 1 week. **c** Eosinophil counts in BALF. (n= 7/group) **d** Flow cytometry analysis of Tfh13 cells and statistical results were shown. (n=6/group) **e** OVA-specific IgG1 and IgE were determined by ELISA. (n=7/group) **f** Anaphylactic IgE levels were determined by PCA assays. (n= 7/group) **g** Representative H&E and PAS staining of the lung sections and pathological score was shown in (**h**). Scale bar represents 75 μm. (n= 5/group) **i** Experimental scheme. Butyrate by oral gavage 1 g/kg starts at the challenge stage of HDM-induced asthma model for 1 week. **j** Eosinophil counts in BALF. (n=7/group) **k** Flow cytometry analysis of Tfh13 cells and statistical results were shown. (n=7/group) **l** HDM-specific IgG1 and IgE levels were determined by ELISA. (n=5-6/group) **m** Anaphylactic IgE levels were determined by PCA assays. (n= 7/group) **n** Representative H&E and PAS staining of the lung sections and pathological score was shown in (**o**). Scale bar represents 75 μm. (n= 5/group) Representative of at least two independent experiments was shown. Data represent mean ± SEM analyzed by unpaired t test/ nonparametric test (**a, c-f, h, j-m, o**).

**Supplementary Tables**

**Supplementary Table 1.**

Patient demographics and clinical characteristics, related to Fig. 1b-1d, Supplementary Fig. 1a and Fig. 6a-6c.

|  | **Healthy Donor** | **Asthma Patients** |
| --- | --- | --- |
| **No.** | 25 | 25 |
| **Age (Mean)** | 52 | 55.6 |
| **Gender (male/female)** | 12/13 | 7/18 |
| **Eosinophils(10^9^/L)** | NA | 0.13±0.14 |
| **FEV1(%)** | NA | 65.7±24.64 |
| **Total IgE(IU/mL)** | NA | 178.65±124.61 |

**Supplementary Table 2.**

Patient demographics and clinical characteristics, related to Fig. 6d-6k.

|  | **Asthma Patients** |
| --- | --- |
| **No.** | 23 |
| **Age (Mean)** | 34.6 |
| **Gender (male/female)** | 11/12 |
| **Eosinophils(10^9^/L)** | 0.36±0.37 |
| **FeNO(bp)** | 65±66.73 |
| **Total IgE (IU/mL)** | 474.35±484.71 |
| **HDM-specific IgE (KUA/L)** | 26.37±27.01 |

**Supplementary Table 3.**

Characteristics of study population (National Health and Nutrition Examination Survey 2003–2018), related to Fig. 5a-5d

|  | Status | | | |  |
| --- | --- | --- | --- | --- | --- |
| Characteristic | Overall,  N = 27660 (100%)^1^ | Current asthma, N = 2327 (8.4%)^1^ | Ex-asthma,  N = 1577 (5.8%)^1^ | Non-asthma, N = 23756 (86%)^1^ | P Value^2^ |
| Sex |  |  |  |  | <0.001 |
| Female | 14194 (52%) | 1504 (65%) | 783 (51%) | 11907 (50%) |  |
| Male | 13,466 (48%) | 823 (35%) | 794 (49%) | 11,849 (50%) |  |
| Age | 46 (33, 59) | 47 (33, 59) | 40 (28, 55) | 47 (34, 59) | <0.001 |
| Race |  |  |  |  | <0.001 |
| Non-Hispanic White | 12383 (70%) | 1161 (71%) | 740 (70%) | 10482(70%) |  |
| Non-Hispanic Black | 5868 (11%) | 579 (13%) | 367 (12%) | 4922 (10%) |  |
| Mexican American | 4394 (7.9%) | 218 (4.9%) | 152 (5.2%) | 4024 (8.4%) |  |
| Other/multiracial | 2666 (7.0%) | 192 (6.8%) | 159 (7.1%) | 2315 (7.0%) |  |
| Other Hispanic | 2349 (4.8%) | 177 (3.8%) | 159 (5.7%) | 2,013 (4.9%) |  |
| Poverty Index |  |  |  |  | <0.001 |
| <1 | 5419 (13%) | 620 (20%) | 318 (15%) | 4481 (12%) |  |
| 1.1-3 | 11260 (34%) | 932 (35%) | 623 (34%) | 9705 (34%) |  |
| >3 | 10981 (52%) | 775 (45%) | 636 (51%) | 9570 (53%) |  |
| Education |  |  |  |  | <0.001 |
| Less Than 9th Grade | 2390 (4.2%) | 162 (3.5%) | 73 (2.4%) | 2155 (4.3%) |  |
| 9-11th Grade | 3651 (9.5%) | 330 (10%) | 183 (8.3%) | 3138 (9.5%) |  |
| High School Grad/GED | 6369 (23%) | 536 (23%) | 325 (20%) | 5508 (24%) |  |
| Some College or AA degree | 8455 (32%) | 815 (37%) | 590 (37%) | 7050 (31%) |  |
| College Graduate or above | 6785 (31%) | 483 (26%) | 406 (32%) | 5896 (31%) |  |
| Smoking status |  |  |  |  | 0.001 |
| Current smokers | 5784 (21%) | 603 (25%) | 347 (21%) | 4834 (20%) |  |
| Ex-smokers | 6743 (25%) | 603 (26%) | 367 (24%) | 5773 (25%) |  |
| Non smokers | 15133 (54%) | 1121 (49%) | 863 (55%) | 13149 (55%) |  |
| BMI (kg/m^2^) |  |  |  |  | <0.001 |
| Non-obese  (< 25) | 7775 (30%) | 480 (24%) | 455 (32%) | 6840 (30%) |  |
| Obese  (25 or greater) | 19885 (70%) | 1847 (76%) | 1122 (68%) | 16916 (70%) |  |
| Total calories | 2018 (1581, 2589) | 1963 (1518, 2523) | 2102 (1618, 2744) | 2018 (1586, 2584) | 0.001 |
| Total fiber | 16 (11, 22) | 15 (10, 20) | 16 (11, 22) | 16 (11, 22) | <0.001 |
| ^1^ median (IQR) for continuous; n (%) for categorical  ^2^ chi-squared test with Rao & Scott’s second-order correction; Wilcoxon rank-sum test for complex survey samples | | | | | |

**Supplementary Table 4.**

Primer sequence for real time PCR, related to Fig. 1d, Supplementary Fig. 3g, Fig. 4b and Supplementary Fig. 10c.

| Name | Primers |  | Source |
| --- | --- | --- | --- |
| *Faecalibacterium prausnitzii* | Forward | GATGGCCTCGCGTCCGATTAG | ^8^ |
|  | Reverse | CCGAAGACCTTCTTCCTCC |  |
| *Clostridium leptum* | Forward | CCGAAGACCTTCTTCCTCC | ^9^ |
|  | Reverse | ACCTTCCTCCGTTTTGTCAAC |  |
| *Clostridial cluster I* | Forward | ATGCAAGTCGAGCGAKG | ^10^ |
|  | Reverse | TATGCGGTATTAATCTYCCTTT |  |
| *Eubacterium rectale* | Forward | AAGGGAAGCAAAGCTGTG | ^11^ |
|  | Reverse | TCGGTTAGGTCACTGGCTTC |  |
| *Clostridial cluster IV* | Forward | CCTCTTGACCGGCGTGT | ^10^ |
|  | Reverse | CAGGTAGAGCTGGGCACTCTAGG |  |
| *Ruminococcus* | Forward | CTAGGTGAAGATACTGACGGTAACCTG | ^12^ |
|  | Reverse | GTATTACCGCGGCTGCTGGCAC |  |
| *Clostridial cluster XIVa* | Forward | CGGTACCTGACTAAGAAGC | ^13^ |
|  | Reverse | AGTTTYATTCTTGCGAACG |  |
| *Roseburia spp.* | Forward | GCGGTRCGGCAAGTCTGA | ^14^ |
|  | Reverse | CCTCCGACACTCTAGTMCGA |  |
| *universal bacterial genome* | Forward | ACTCCTACGGGAGGCAGC | ^15^ |
|  | Reverse | ATTACCGCGGCTGCTGGC |  |
| *Lachnospiraceae* | Forward | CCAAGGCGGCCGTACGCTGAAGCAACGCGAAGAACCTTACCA | ^15^ |
|  | Reverse | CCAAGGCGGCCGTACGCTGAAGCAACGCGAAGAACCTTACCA |  |
| *Actin* | Forward | CTACCTCATGAAGATCCTGACC | This study |
|  | Reverse | CACAGCTTCTCTTTGATGTCAC |  |
| *Il4* | Forward | TACCAGGAGCCATATCCACGGATG | This study |
|  | Reverse | TGTGGTGTTCTTCGTTGCTGTGAG |  |
| *Il13* | Forward | CTCTTGCTTGCCTTGGTGGTCTC | This study |
|  | Reverse | TTGTGTGATGTTGCTCAGCTCCTC |  |
| *Ffar2* | Forward | GCTGACAGGCTTCGGCTTCTAC | This study |
|  | Reverse | CAGAGCAGCGATCACTCCATACAG |  |
| *Ffar3* | Forward | AGTCGCCTGGTGTGGATACTGAG | This study |
|  | Reverse | GCCGAAGCAGACGAAGAAGATGAG |  |
| *Hacr2* | Forward | TGGTGGTGGCTATTGTATTCAT | This study |
|  | Reverse | ATGTAGGTAAAGCTAAGGGTGG |  |

**Supplementary Table S5**

Details of antibody used in the study.

**References**

1 Slovin, S. *et al.* Single-Cell RNA Sequencing Analysis: A Step-by-Step Overview. *Methods Mol Biol* **2284**, 343-365 (2021).

2 Jin, S. *et al.* Inference and analysis of cell-cell communication using CellChat. *Nat Commun* **12**, 1088 (2021).

3 Curtin, L. R. *et al.* National Health and Nutrition Examination Survey: sample design, 2007-2010. *Vital Health Stat 2*, 1-23 (2013).

4 Zhang, H. *et al.* Reactive oxygen species stimulated pulmonary epithelial cells mediate the alveolar recruitment of FasL(+) killer B cells in LPS-induced acute lung injuries. *J Leukoc Biol* **104**, 1187-1198 (2018).

5 Gowthaman, U. *et al.* Identification of a T follicular helper cell subset that drives anaphylactic IgE. *Science* **365** (2019).

6 Hanashiro, J. *et al.* Schizophyllum commune induces IL-17-mediated neutrophilic airway inflammation in OVA-induced asthma model mice. *Sci Rep* **9**, 19321 (2019).

7 He, Y. *et al.* Butylated starch alleviates polycystic ovary syndrome by stimulating the secretion of peptide tyrosine-tyrosine and regulating faecal microbiota. *Carbohydr Polym* **287**, 119304 (2022).

8 Wang, R. F., Cao, W. W. & Cerniglia, C. E. PCR detection and quantitation of predominant anaerobic bacteria in human and animal fecal samples. *Appl Environ Microbiol* **62**, 1242-1247 (1996).

9 Lay, C. *et al.* Design and validation of 16S rRNA probes to enumerate members of the Clostridium leptum subgroup in human faecal microbiota. *Environ Microbiol* **7**, 933-946 (2005).

10 Song, Y., Liu, C. & Finegold, S. M. Real-time PCR quantitation of clostridia in feces of autistic children. *Appl Environ Microbiol* **70**, 6459-6465 (2004).

11 Balamurugan, R. *et al.* Molecular studies of fecal anaerobic commensal bacteria in acute diarrhea in children. *J Pediatr Gastroenterol Nutr* **46**, 514-519 (2008).

12 Shimokawa, C. *et al.* CD8(+) regulatory T cells are critical in prevention of autoimmune-mediated diabetes. *Nat Commun* **11**, 1922 (2020).

13 Matsuki, T. *et al.* Development of 16S rRNA-gene-targeted group-specific primers for the detection and identification of predominant bacteria in human feces. *Appl Environ Microbiol* **68**, 5445-5451 (2002).

14 Walker, A. W., Duncan, S. H., McWilliam Leitch, E. C., Child, M. W. & Flint, H. J. pH and peptide supply can radically alter bacterial populations and short-chain fatty acid ratios within microbial communities from the human colon. *Appl Environ Microbiol* **71**, 3692-3700 (2005).

15 Yang, K. *et al.* Suppression of local type I interferon by gut microbiota-derived butyrate impairs antitumor effects of ionizing radiation. *J Exp Med* **218** (2021).

How the deposited data were processed for this re-analysis (not part of the article)

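Single-cell RNA was measured in 2 libraries of mediastinal lymph node cells, 1 from mice with ovalbumin-induced asthma and 1 from such mice given butyrate, with the cells of 4 mice pooled in each. The authors made raw UMI counts per gene and cell with Cell Ranger, and deposited these counts without normalization, for 31053 genes. The deposited counts still held cells with over 10% mitochondrial UMIs or under 200 genes. The paper's text does not name the genome build or the doublet tool. The gene identifiers were matched to GENCODE M21, which holds 30934 of them.

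Everything else was computed from these counts. Cells with over 10% mitochondrial UMIs or under 200 genes were removed, and then the cells with the highest Scrublet scores (scanpy 1.11.5), at 0.8% per 1000 cells of a library. Scrublet's own threshold marked 376 and 240 cells. Seurat 5.3.0 under R 4.3.3 normalized to 10000 per cell and clustered both libraries together with 2000 variable genes, 30 principal components, 20 neighbours and the Louvain method at resolution 0.8. The genes of Fig. 2g, the butyrate receptors and the heavy chain constant genes were left out of the variable genes. CD4+ T cells and B-lineage cells were clustered again, each with the cells of that lineage from the cycling cluster. A cluster was named for the class with the highest mean z-score of marker genes fixed before the data were examined. At least 3 markers had to be detected and the score had to be at least 0.5. A name could still be withheld because of a cluster's 10 leading genes or its depth. The unnamed CD4+ cluster scored 1.232 for memory T cells, with 8 markers detected. It took no name because its 10 leading genes held 2 γδ T cell markers and 0 memory T cell markers. Counting it as memory T cells changes the sign of their ratio, as given in the closing section. B-lineage cluster 7 and cluster 14 are given by number. The rule that gives names was completed after the files were opened. Sizes of the clusters led by interferon-response genes are not taken as results, because those genes differ between the libraries, and are given only to show what the total of a class includes.

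Each condition has 1 library, so no test was made and no p-value is given. Shares have exact binomial (Clopper-Pearson) and sums of counts exact Poisson intervals at 95%, and a count of 0 allows up to 3 counts. These cover counting error only. Shares of cells with a UMI were also computed with each cell thinned to 2000 UMIs, which left out 102 cells without and 57 with butyrate. For classes with at least 100 cells in each library, UMIs were summed and compared as log2 ratios of CPM with a pseudocount of 10, for genes with at least 50 UMIs over both sums. Gene lists were placed by the percentile of their median among 10000 random lists matched on mean expression. The interval of a median comes from 200 Poisson draws. The genes named are those the paper names for these data, those of the lists, and in each class the 5 highest and 5 lowest ratios among genes with at least 100 CPM in one library.

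The ratio step was tested on simulated data for CD4+ T cells, with 9569 genes of which 200 were changed. All 200 came out in the right direction. The simulated sums held counting error only, without spread between cells, so genes whose UMIs lie mostly in a single cell were not covered. Changes as small as the list medians reported here were not simulated. The median absolute error of the log2 ratio was 0.46, and 0.12 for the 33 changed genes at 100 CPM or more, since the pseudocount draws ratios of low genes to 0. A list of changed genes reached percentile 100.0 and a list of unchanged genes percentile 54.9. Other versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

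The alternatives were no doublet removal, Scrublet's own threshold, at most 5% mitochondrial UMIs, at least 500 genes, resolutions 0.4 and 1.2, 15 principal components, RPCA integration, variable genes with the left-out genes kept, another Louvain seed, classes from single marker genes, thinning, a pseudocount of 1, at least 200 UMIs, scaling without ribosomal, mitochondrial and immunoglobulin genes, and detection of pairs at 25% of cells. Some more were chosen after the data were seen and are named as such in the closing section. For the share of B-lineage cluster 7, the alternative with classes from single marker genes is not reported here, so that share stands without a check independent of clustering. CellChat was not run.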

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

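The values in this part are signals in genes and cells that the paper does not report on, except for the lower number of plasma cells and Ighg1, which it reports (Supplementary Fig. 7a, b) and which are given here for the RNA found in T cells and the tests of technical explanations. The tests of handling stress in B cells and in T cells, of a single class, of free RNA by B cell markers in T cells, of the batch of a library and of the CD4-negative cluster were chosen after the results were seen, and the other tests before.

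Interferon-response genes were lower in the library with butyrate. With each cell thinned to 2000 UMIs, 47.9% of 8654 cells without and 25.9% of 7921 cells with butyrate had at least 5 UMIs of a list of 18 such genes, a log2 ratio of −0.89, so a difference in depth does not account for it. All 18 genes were lower with butyrate in B cells, CD4+ T cells and CD8+ T cells, with medians of −0.50, −0.84 and −0.75. The B cell and CD4+ T cell totals include the interferon-response clusters, and the CD8+ total a cluster led by Ifit1, Ifit3 and Isg15 besides CD8 genes, with 375 cells without and 110 with butyrate. In 5 of the 5 classes that share no cell with each other or with those clusters (naive, memory and regulatory CD4+ T cells, follicular or memory B cells and pre-GC B cells), the median was lower too, from −0.68 to −0.37 and each below all 10000 random lists, which argues against cells of a single class. In B cells of the interferon-response cluster, chosen by these genes, the median was 0.16. Handling stress stays open. In B cells the stress list had a median of 0.19, but its genes went both ways, with 5 lower and 11 higher. Its 5 heat shock genes had a median of −0.14 there and −0.29 in pre-GC B cells. In pre-GC B cells, Dnaja1 (−0.79) and Hsph1 (−0.64) were among the 5 lowest genes with at least 100 CPM in either library. In T cells the list fell along with the interferon list, by −0.12 in CD4+, −0.15 in CD8+ and −0.21 in naive CD4+ T cells. A test of free RNA planned as the share of cells with at least 5 UMIs over its Poisson value gave 0.644 without butyrate. It decided nothing, because 5 UMIs lie below the mean of 6.23 per cell, where uneven expression lowers the share. A replacement was chosen once that outcome was known: B cell markers in naive CD4+ T cells put free RNA at 1.56% and 1.50% of UMIs, which gives 2.19% of the difference of the list in these cells. With 1 library per condition, an effect of butyrate cannot be told apart from 1 mouse of a pool, the day or the batch of a library.

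A CD4+ cluster that took no name held 23 cells (1.00%) without and 58 cells (3.03%) with butyrate, a log2 ratio of 1.59 (0.87 to 2.36). Its leading genes were Tmem176b, Tmem176a, Lmo4, Cxcr6 and Tcrg-C1. Cd4 was found in 4.94% of its thinned cells against 26.0% in the named CD4+ clusters, and Tcrg-C1 in 32.1% against 0.245%. Unthinned, Cd4 was found in 11.1% and 54.7%. These values are consistent with γδ or other CD4-negative T cells grouped with CD4+ T cells. The difference between the libraries itself remains open, since no replicate exists.

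Among plasma-like cells without butyrate, 38.5% (23.4 to 55.4) had most heavy chain UMIs from Ighg2c, and none of 8 had with butyrate. In T cells, RNA of IgG heavy chains followed the same pattern. An Ighg1 UMI was found in 9.85% of 3441 CD8+ and naive CD4+ T cells without butyrate and in 0.187% of 3201 with butyrate, a log2 ratio of −5.72. Thinned to 2000 UMIs, with 10 cells left out in each library, the shares were 3.21% and 0.0627%. Unthinned, Jchain fell from 2.82% to 0.687% and Ighg2c from 5.93% to 0 of 3201 cells, which allows up to 0.0937%, while Igha rose from 1.19% to 2.09%. Ighm was found in 69.1% of these T cells without and 73.9% with butyrate, and Ighd in 6.07% and 5.94%. The drop therefore does not hold for all immunoglobulin RNA in T cells. Plasma cells broken in the suspension loaded for the library with butyrate would have left their IgG RNA in its droplets, so these values argue against breakage at that step. Plasma cells lost together with their RNA before that step would leave no such trace, so that loss stays open. Loss by the filters on cells is argued against by the deposited cells before any filter, of which 44 of 9681 without and 13 of 8932 with butyrate had Jchain with Sdc1 or Tnfrsf17, a log2 ratio of −1.64. A difference between single mice of a pool stays open, and few plasma cells of 1 mouse could decide the isotypes.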

How the results depend on the processing

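The alternatives gave 569 values for 156 results, of which 487 stayed within the counting interval of the reported value and 19 changed sign. The 487 overstate how stable the results are. The alternative with a higher minimum of UMIs only selects genes, so it returns the reported ratio of each single gene that it keeps. Such values could not move and test nothing, while medians of gene lists could move. Numbers of detected pairs have no counting interval, so staying within one has no meaning for them. The share of CD4+ T cells stayed lower with butyrate in all 12 alternatives (log2 ratios from −0.17 to −0.08), the share of plasma cells among B-lineage cells in all 11 (from −2.41 to −1.85), the share of cluster 7 in the 10 reported of those set before the data were examined (from −1.04 to −0.61) and, with an interval that spans 0, at −0.55 without cells of the cycling cluster, chosen after the data were seen, and the share of Treg-like cells stayed higher in the 11 set before the data were examined (from 0.04 to 0.25). The causes of the changes below were not tested.

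The share of Tfh-like cells was lower with butyrate in 10 of the 11 alternatives set before the data were examined, from −0.46, and changed sign to 0.15 with classes from single marker genes. Under those classes the ratio of proliferating cells changed from 0.0042 to −0.23. The latter was also negative at resolution 0.4 (−0.056), at 5% mitochondrial UMIs (−0.0043) and, as an alternative chosen after the data were seen, without interferon-response and unnamed cells in the denominator (−0.11). Anergic T cells changed sign with Louvain seed 1 (−0.20) and with no doublet removal (−0.22). Memory T cells changed sign with 15 principal components (0.010), Louvain seed 1 (0.43), Scrublet's own threshold (0.0098) and, chosen after the data were seen, with the unnamed cluster counted as memory T cells (0.29). Naive CD4+ T cells moved to 0.0091 with RPCA integration, 0.28 at resolution 1.2 and, chosen after the data were seen, 0.016 without interferon-response and unnamed cells in the denominator. γδ T cells changed sign with 15 principal components (1.05), at least 500 genes (0.40), no doublet removal (0.43) and the left-out genes kept among the variable genes (0.37), and myeloid cells with Scrublet's own threshold (−0.35). Memory T cells were not found as a cluster at 5% mitochondrial UMIs, resolutions 0.4 and 1.2 or with RPCA integration, and anergic T cells not at resolutions 0.4 and 1.2, so these gave no value. Some smaller classes were likewise not found: dendritic cells with no doublet removal, at least 500 genes, resolution 0.4, 15 principal components and the left-out genes kept, cluster 14 at resolutions 0.4 and 1.2 and with 15 principal components, and myeloid cells and plasma cells among all cells with 15 principal components.

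Thinning to 2000 UMIs lowered the detected pairs of Tfh-like cells and cluster 7 to 11 without and 7 with butyrate. It lowered those with plasma-like cells without butyrate to 4. Detection in 25% of cells gave 17 pairs with cluster 7 in each library. It lowered the pairs with plasma-like cells without butyrate to 7. The median of the interferon-response list moved further from 0 with a pseudocount of 1, to −0.75 in B cells, −0.93 in CD4+ T cells and −0.86 in CD8+ T cells, and with scaling without ribosomal, mitochondrial and immunoglobulin genes to −0.63 in B cells and −0.82 in CD8+ T cells. The list of p38 MAPK and NF-kB target genes changed sign only in classes where it was near 0. These were B cells with that scaling (−0.0076), and with at least 200 UMIs Treg-like cells (0.0052) and interferon-response B cells (−0.018). With Tfh cells from Cxcr5 and Pdcd1 UMIs, the ratios to other CD4+ T cells moved without butyrate to 2.41 for Batf, 0.22 for Gata3, 4.08 for Il21 and 4.69 for Il4, and with butyrate to 1.36 for Gata3 and 3.67 for Il4, so that Il4 was no longer higher with butyrate. Thinned, they moved to 4.69 for Bcl6 and 6.91 for Il21 without, and to 1.30 for Gata3, 8.31 for Il4 and 10.75 for Il13 with butyrate. With plasma cells from UMIs, Ighe moved to 58.0 CPM and Ighg1 to 20652 CPM without and 32.4 CPM with butyrate. Another 37 values of 24 results moved beyond their interval, 33 to a larger and 4 to a smaller size. In Treg-like cells the median of the interferon-response list moved nearer to 0 under an alternative set before the data were examined. It went from −0.68 to −0.42, beyond its interval of −0.78 to −0.49.

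The numbers of cells limit what can be said: 55 and 40 Tfh-like cells and 8 plasma-like cells with butyrate leave wide counting intervals, and no interval covers differences between mice.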

Differences from the paper's values

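Supplementary Fig. 6c and 7a were read by eye and set against the main settings. The share of CD4+ T cells was 25.8% without and 23.7% with butyrate, against the paper's about 25% and about 21%. The log2 ratio of plasma-like cells was −2.18, against about −2.4. For B-lineage cluster 7, set against the paper's GC B cells, it was −0.96, against about −0.6. Of these readings, only the 21% lies outside the counting interval of the re-computed value. With CD4+ T cells defined by UMIs of single marker genes, their shares of all cells differed more, at 12.8% without and 12.0% with butyrate. Over all CD4+ and CD8+ T cells, a denominator other than the figure's, the shares were 53.7% and 50.8%. The paper likens the Tfh subset to Tfh13 cells with joint expression of Bcl6, Gata3, Il4, Il13 and Il21 (Fig. 2g). No Tfh-like cell of either library held all of them. Independent detection would give only 0 and 0.087 such cells, so this cannot decide the question. Il13 was found in 0 of 55 Tfh-like cells without butyrate, which allows up to 5.45%, and in 2 of 40 with butyrate. The values differ from the paper's statements on a pair of populations, with cell names that are rebuilt. The paper reports fewer proliferating CD4+ T cells with butyrate (Fig. 2d). Their number fell too, from 31 to 26, but Fig. 2d gives observed over expected numbers, which compare shares, and the log2 ratio of the share was 0.0042, with a counting interval that spans 0. It was negative in 3 of the alternatives set before the data were examined, at −0.23 with classes from single marker genes, −0.06 at resolution 0.4 and −0.0043 at 5% mitochondrial UMIs. It was also −0.11 without interferon-response and unnamed cells in the denominator, chosen after seeing the values. The paper reports more memory T cells with butyrate (Fig. 2d), and the log2 ratio was −0.09, also with an interval that spans 0. It was positive in 3 alternatives set before the data were examined, at 0.43 with Louvain seed 1, 0.01 with 15 principal components and 0.0098 with Scrublet's own threshold, and at 0.29 with the unnamed cluster counted as memory T cells, chosen after seeing the values.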

Other observations

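The tests of free Il13 RNA and of a doublet with a CD8+ T cell were chosen after the results were seen, and the test of doublets in both cells before.

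The Il13 UMIs of Tfh-like cells came from 2 cells of the library with butyrate. Free RNA is argued against, since these cells held 60116 times the Il13 UMIs per UMI of B cells of that library. A doublet with a B cell, CD8+ T cell or myeloid cell is argued against in one cell, where their markers stood at no more than 0.763 times the level of the other Tfh-like cells. Markers of other lineages were not tested, so doublets with those stay open. In the other cell the CD8+ T cell markers stood at 2.21 times that level, with 75016 UMIs in the cell, so for that cell the question stays open. Both cells had Scrublet scores below the level of removal. The cells held no UMI of Bcl6 or Cxcr5, and 24 and 13 of Pdcd1, 27 and 4 of Il21, 59 and 14 of Gata3 and 1168 and 47 of Il4. No biological explanation was tested.

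Stress and immediate early genes had a median log2 ratio of 0.19 in B cells, −0.12 in CD4+ T cells, −0.15 in CD8+ T cells and −0.21 in naive CD4+ T cells. No explanation of this was tested. A list of 20 p38 MAPK and NF-kB target genes, which shares 4 genes with the stress list, had a median log2 ratio of −0.14 in CD4+ T cells, −0.10 in CD8+ T cells, −0.66 in memory T cell-like cells and 0.02 in B cells.

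Of the butyrate receptors, Ffar2 was found in 0 of 55 Tfh-like cells without butyrate, which allows up to 5.45%, and in 1 of 40 with butyrate. It was found in 2.08% of B cells in both libraries, a share that these few Tfh-like cells cannot exclude. Ffar3 and Hcar2 were each found in 0 of 55 and 0 of 40 Tfh-like cells. Sex-linked genes were alike: Xist was found in 4 cells of each library and Ddx3y in 33.9% and 32.5% of cells. Of the erythrocyte genes, Hbb-bs had 44 UMIs without and 25084 with butyrate, of which 1 cell held 28.9%. Of the epithelial lung genes, Scgb1a1 was found in 0 of 8756 cells without and in 10 of 7978 with butyrate, and Sftpc in 1 and 0 cells. In CD4+ T cells the genes with the highest ratios, Ccl3, Ccl4, Il4 and Il13, owed 99.4%, 97.3%, 91.8% and 97.3% of their UMIs with butyrate to 1 cell each.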
